# DDX41 haploinsufficiency causes inefficient hematopoiesis under stress and cooperates with p53 mutations to cause hematologic malignancy

**DOI:** 10.1038/s41375-024-02304-9

**Published:** 2024-06-27

**Authors:** Emily Stepanchick, Andrew Wilson, Analise M. Sulentic, Kwangmin Choi, Kathleen Hueneman, Daniel T. Starczynowski, Timothy M. Chlon

**Keywords:** Cancer genetics, Haematopoiesis, Myelodysplastic syndrome

## Abstract

Germline heterozygous mutations in DDX41 predispose individuals to hematologic malignancies in adulthood. Most of these DDX41 mutations result in a truncated protein, leading to loss of protein function. To investigate the impact of these mutations on hematopoiesis, we generated mice with hematopoietic-specific knockout of one Ddx41 allele. Under normal steady-state conditions, there was minimal effect on lifelong hematopoiesis, resulting in a mild yet persistent reduction in red blood cell counts. However, stress induced by transplantation of the Ddx41^+/−^ BM resulted in hematopoietic stem/progenitor cell (HSPC) defects and onset of hematopoietic failure upon aging. Transcriptomic analysis of HSPC subsets from the transplanted BM revealed activation of cellular stress responses, including upregulation of p53 target genes in erythroid progenitors. To understand how the loss of p53 affects the phenotype of Ddx41^+/−^ HSPCs, we generated mice with combined Ddx41 and Trp53 heterozygous deletions. The reduction in p53 expression rescued the fitness defects in HSPC caused by Ddx41 heterozygosity. However, the combined Ddx41 and Trp53 mutant mice were prone to developing hematologic malignancies that resemble human myelodysplastic syndrome and acute myeloid leukemia. In conclusion, DDX41 heterozygosity causes dysregulation of the response to hematopoietic stress, which increases the risk of transformation with a p53 mutation.

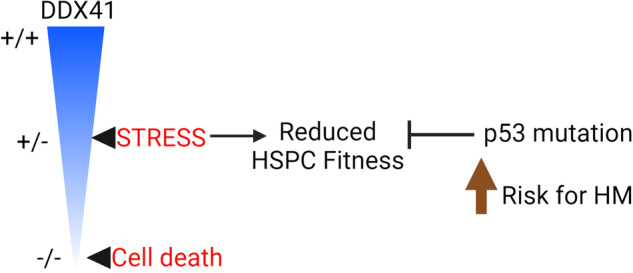

## Introduction

Heterozygous germline mutations in DDX41 cause predisposition to hematologic malignancies with a 50% lifetime penetrance [1]. Occurring in 2–4% of adult myelodysplastic syndrome (MDS) and acute myeloid leukemia (AML) cases, these mutations represent the most common cause of inherited predisposition to these diseases [1–6]. These mutations are typically frameshifts or affect the translation start site, resulting in loss of full-length protein expression [6]. However, the precise mechanisms by which they promote malignancy remain poorly understood [7].

In a recent study, we investigated the impact of inducible deletion of Ddx41 in bone marrow (BM) hematopoietic cells [8]. Deletion of both Ddx41 alleles in transplanted BM caused cell cycle arrest and death of hematopoietic progenitor cells (HPC), resulting in rapid BM failure. In contrast, mice with one functional Ddx41 allele in their BM remained healthy for up to one year but eventually exhibited symptoms of BM failure after 15 months. This suggests that DDX41 heterozygosity, akin to the germline state in patients, leads to an age-related decline in hematopoietic efficiency. However, this condition was not universally fatal and did not significantly affect survival compared to control mice, indicating that additional environmental or genetic factors are necessary to drive malignancy.

Germline DDX41-mutated MDS/AML cases exhibit a low mutation burden compared to general cohorts, typically with fewer than 2 co-mutations in cancer-associated genes [1, 2]. The most common somatic co-mutation affects the non-mutated allele of DDX41 and often causes the amino acid substitution R525H. This mutation is notably rare in general MDS/AML cohorts [1]. Our research revealed that HPC with one knockout DDX41 allele and one R525H-mutated allele undergo cell cycle arrest and apoptosis, suggesting that the acquired DDX41 mutation is not proliferation-driving [8]. Other commonly observed co-mutations in these patients include ASXL1, DNMT3A, CUX1, and TP53 [1, 2, 4, 5, 9, 10].

DDX41 has several described functions, including RNA splicing, R-loop resolution, snoRNA processing, ribosome biogenesis, and activation of innate immune signaling [7, 11]. However, it remains unclear how heterozygosity of DDX41 contributes to disease onset since defects in these functions have not been observed in DDX41-heterozygous cells.

In this study, we describe a comprehensive characterization of DDX41-heterozygous HSPC, which revealed HSPC fitness deficits during stress that could select for maladaptive mutations and led to the development of a highly penetrant model of DDX41-mutated MDS/AML.

## Methods

### Mice

Ddx41^flox^ mice were described previously [8]. These mice were bred to Rosa26-CreERT2 (Jackson #008463) or Vav-iCre (Jackson #008610) for inducible or hematopoietic-specific Cre activity. Trp53-knockout mice were obtained from Jackson (# 002101) [12]. All animal studies were conducted on an IACUC-approved protocol (2022-0055).

For BM transplant, 1e6 BM mononuclear cells (BMNC) were suspended in PBS and injected into the tail vein of lethally-irradiated recipient BoyJ mice. For competitive BM transplant, BMNC were mixed 1:1 with a total of 1e6 cells injected. For Rosa26-CreERT2 activation, 1 mg of tamoxifen dissolved in 50 µl corn oil was injected intraperitoneal daily for 5 days. Injections were repeated one week later.

### Flow cytometry

BMNC were stained with antibody cocktails in PBS containing 2% FBS. For analysis of HSPC, BMNC were stained with Mouse Hematopoietic Lineage Biotin Panel (eBiosciences), washed, and then fluorescent-tagged antibody cocktail containing streptavidin-e450.

For measurement of γH2AX, cells were fixed in 4% paraformaldehyde, washed, permeabilized in 90% cold methanol for 10 min, washed in Perm/Wash buffer (BD), and then stained with AF647-tagged antibody (BD)1:10 in Perm/Wash. Following a wash, samples were stained in Perm/Wash containing 2.5 µg/ml DAPI and then analyzed.

### In vivo measurement of protein synthesis and cell cycle

200 µL of a 10 mM solution of O-propargyl-puromycin (OP-puro) or 50 mg/mL solution of EdU (5-ethynyl 2´-deoxyuridine) was administered via intraperitoneal injection. BM was harvested after 2 h. BMNC were stained with antibodies, fixed in 1% paraformaldehyde, and then permeabilized in 0.1% saponin. An azide-alkyne cyclo-addition was performed using the Click-iT Cell Reaction Buffer and AlexaFluor-647 dye (Life Technologies) for 30 min. Cells were washed and then analyzed as described [13].

### Colony assay

Lineage-negative cells were isolated with EasySep Mouse Hematopoietic Progenitor Isolation Kit (STEMCELL). LSK cells were isolated by sorting. Cells were plated at 1000 Lin^−^ cells or 100 LSK cells per well in triplicate in MethoCult (STEMCELL) M3434 (myeloid) or M3436 (erythroid).

### CRIPSR knockout cell lines

Knockout cells lines were generated by transfection with Cas9:gRNA complexes using the NEON transfection system. See supplement for parameters.

### Erythroid differentiation culture

Lin^−^ cells were seeded in fibronectin-coated plates in IMDM (Gibco) supplemented with 10units/ml EPO, 10 ng/ml SCF, 10 μM dexamethasone (Sigma), 15% FBS, 1% detoxified BSA, 200 μg/ml holotransferrin (Sigma), 10 μg/ml recombinant human insulin (Sigma), 2mM L-glutamine, 10^−4^M β-mercaptoethanol and penicillin-streptomycin. After 48 h the medium was replaced by IMDM supplemented with 20% FBS, 2 mM L-glutamine and 10^−4^M β-mercaptoethanol. Cultures were analyzed on day 5, similarly to previous studies [14].

### RNA-sequencing

RNA was isolated using Quick RNA MiniPrep Kit (Zymo). Libraries were prepared with polyA selection using the TruSeq RNA Library Prep Kitv2 (Illumina) and then sequenced on a HiSeq2500. Reads were mapped to the reference genome, and then analyzed using iGeak [15] and AltAnalyze [16].

### Single-cell RNA-seq

BMNC were harvested 8wks post-transplant. Lin^−^cKit^+^ cells were sorted and stained by BioLegend TotalSeq-B multiplexing kit. Cells from 3 mice were mixed and 15,000 total nucleated cells were loaded onto 10X Chromium. Refer to supplement for 10X and sequencing parameters [17–21].

### Statistical analysis

All quantified assays were completed three times as biological replicates. Pairwise comparisons were conducted by Student’s *t* test. Statistical significance cutoff was *p* < 0.05 and denoted by an asterisk. Sizes of transplant groups were determined based on statistical power calculations using results from previous transplant studies. Mice who died prior to engraftment (28 days) were excluded. Littermate mice were used for transplant studies and were not randomized by any particular method. Investigators were not blinded to the identity of the mice. Error-bars represent standard deviations about the means. Sample sizes are denoted by the number of datapoints in each graph.

## Results

### Heterozygous loss of Ddx41 in hematopoietic cells causes mild anemia

To examine the effect of Ddx41-deficiency on hematopoiesis, we crossed conditional Ddx41-knockout mice with Vav-Cre mice (Ddx41^f/f^;Vav-Cre). Across many litters, we never observed a Ddx41^f/f^;Vav-Cre+ mouse, indicating that homozygous loss of Ddx41 in hematopoietic cells is embryonic lethal (Supplementary Fig. 1A). We examined E12.5 fetuses and found that the Ddx41^f/f^;Vav-Cre+ fetus was already not viable, whereas Ddx41^+/f^;Vav-Cre+ fetuses appeared normal and were born at normal Mendelian ratios (Supplementary Fig. 1B, C). This observation differs slightly from a previous report, where the Ddx41^f/f^;Vav-Cre+ mice died shortly after birth, although different but highly similar Ddx41^flox^ strains were used [22]. To determine the effect of Ddx41 heterozygosity, we observed a cohort of Ddx41^+/f^ ;VavCre+ mice and their littermates for over 2 years and did not observe a significant difference in survival (Supplementary Fig. 1D). Through monthly bleeding, we tracked their common blood counts (CBC) (Supplementary Fig. 1E). The only significant difference observed in Ddx41^+/f^;Vav-Cre+ mice was a consistent reduction in red blood cell (RBC) count across the lifespan that did not meet the criteria for clinical anemia (Fig. 1A, B). We did not observe any differences in the abundance of erythroid progenitors or in the proportion of HSPC subsets in young or aged mice (Fig. 1C, D). The cellularity and spleen size were also unaffected (Supplementary Fig. 1F).

**Fig. 1:**
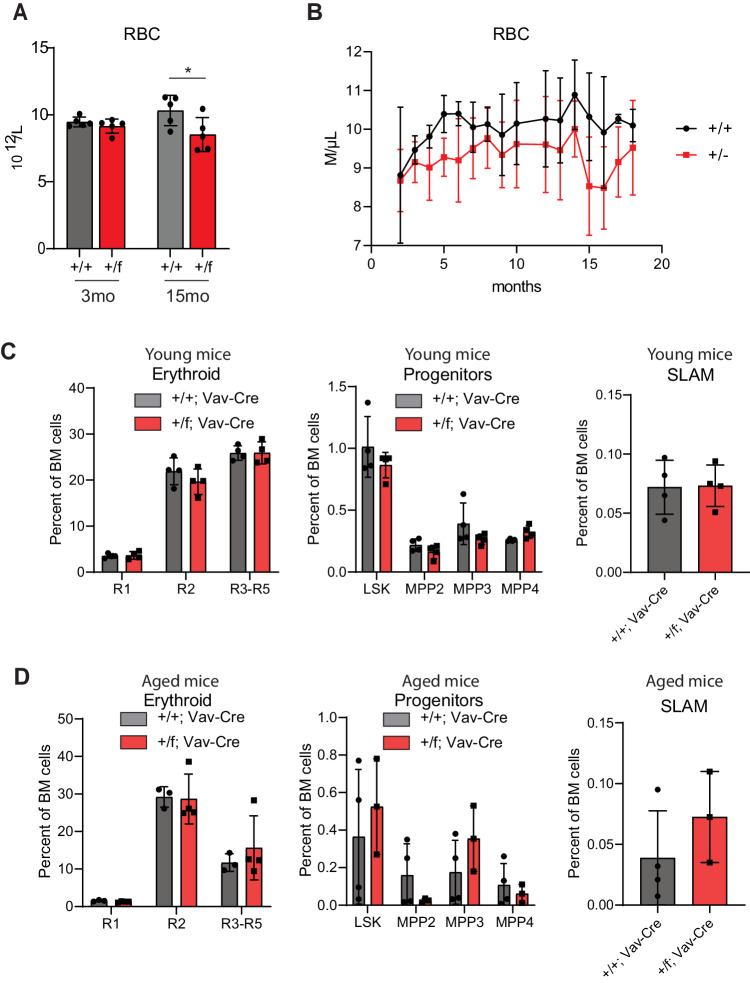
Mice with heterozygous loss of Ddx41 in the hematopoietic system are viable with mild reduction in red blood cells over the course of life. **A** Measurement of red blood cell concentration in peripheral blood at 3mo and 15mo of age. **B** Monthly measurement of red blood cell concentration in peripheral blood of mice (*n* = 5). **C**, **D** Flow cytometry for erythroid progenitors (CD71/Ter119) and hematopoietic stem and progenitor cells in bone marrow of young mice (8–12 weeks old) and old mice (24–26 months). The percentage of total cells within each gate is graphed.

We previously assessed the effect of Rosa-CreRT2-mediated inducible knockout of one Ddx41 allele after BM transplantation and found that there was an age-dependent decline in hematopoietic function that ultimately caused anemia and BM failure [8]. We confirmed that there is a reduction in Ddx41 protein in the BM HPC in this model and analyzed CBC data to show that there is consistent life-long reduction in RBC count and hematocrit that worsens with age (Supplementary Fig. 2A–D). These results indicate that DDX41 heterozygosity causes mild defects in steady state hematopoiesis that are restricted to the erythroid lineage, whereas more profound dyshematopoiesis phenotypes arise in the BM transplant setting with aging.

### Heterozygous loss of Ddx41 causes erythroid progenitor defects ex vivo

To characterize the effect of Ddx41-heterozygosity on erythropoiesis, we examined the erythroid differentiation capacity of lineage-negative (Lin^−^) BM cells from Ddx41^+/+^ and Ddx41^f/+^ mice expressing either Rosa-CreRT2 or VavCre. In erythroid colony-formation assays, we observed reduced colony formation by Ddx41^+/−^ Lin^−^ cells (Fig. 2A). In liquid-culture differentiation assays, fewer erythroid progenitors were produced from Ddx41^+/−^ Lin^−^ cells (Fig. 2B). These results suggest that the production of erythroid-specified progenitors is delayed and/or blunted in Ddx41^+/−^ HSPCs. However, we did not observe significant differences in the abundance of erythroid progenitors in the BM of Ddx41^+/−^ mice, suggesting that these phenotypes are exacerbated by ex vivo conditions (Fig. 2C). To examine the effect of Ddx41-heterozygosity on in vivo erythroid progenitors, we sorted CD71^+^,Ter119^+^ cells (R2) from the BM of recipient mice 8-weeks post-transplant with Ddx41^+/f^;RosaCreERT2 BM. This timepoint was chosen to capture the cells in a highly proliferative state since the BM is still being replenished at this stage. 

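R2 cells are erythroid progenitors that carry both the transferrin receptor CD71 and the erythroid antigen Ter119. For their RNA-seq, recipients were given 1000000 BM cells and 1 mg of tamoxifen per day for 5 days in 2 rounds, and the sample labels give 100000 sorted cells per mouse. The paper names the TruSeq RNA Library Prep Kit v2, and the sample labels name a stranded TruSeq mRNA kit. The authors deposited the number of reads counted on each of 24421 genes, listed by symbol, without normalization. The counts name no aligner and no genome build. The paper's text names iGeak for these reads, and its statistics section names a pairwise test for the paper as a whole but no model for counts. With Trp53+/+, there were 3 Ddx41+/+ mice (replicates 10, 11 and 12) and 2 Ddx41+/- mice (replicates 32 and 34). The Ddx41+/+ libraries held 14590345 to 20283930 counts (median 18795871) and the Ddx41+/- libraries 7866648 and 16031406 counts (median 11949027). The deposited counts are named as having mice 35 and 45 removed, for which no reason was found in the paper, and those mice were not used here. The mice nearest to them in number, 32 and 34 with Trp53+/+ and 46 and 47 with Trp53+/-, are all Ddx41+/-. Both removals may therefore have fallen on Ddx41+/- mice, and "all mice" below means only those with deposited counts. The sample labels give no batch, so no comparison within batches was made. The colors of Supplementary Fig. 3B were compared with the counts for every choice and order of the mice. They followed replicates 10 and 11 of the Ddx41+/+ mice, with a Pearson's r of 0.996 across 372 cells of the heatmap (92 genes in 4 mice, with *Fosb* in 2 rows), which are not independent replicates. With replicate 12 in place of replicate 10 the best r was 0.902, and in place of replicate 11 it was 0.896. The paper gives no reason for leaving out replicate 12, whose library held 14590345 counts. Each comparison was therefore made first over the mice of the heatmaps and then over all mice. Counts were normalized for library size by edgeR's TMM method. All genotypes were fitted together, and genes were tested with edgeR's two-sided quasi-likelihood F-test. The test covered 11787 genes that passed edgeR's filter on low counts in the mice of the heatmaps, and 11846 genes in all mice. P values were adjusted by the Benjamini-Hochberg method, and a gene was called a DEG at a fold change over 1.5, the limit given in Supplementary Fig. 3B, and an adjusted p under 0.05. *Ddx41* lies on chromosome 13 from 55530410 to 55536658 (GENCODE M21 annotation of GRCm38, as for every position given here). In the mice of the heatmaps, *Ddx41* mRNA was at 15.2 ± 1.92 CPM (counts scaled to a library of 1000000; SD, n = 2) in Ddx41+/- R2 cells and at 23.5 ± 2.29 CPM (SD, n = 2) in Ddx41+/+ R2 cells. The log2 fold change was −0.64 (standard error 0.175, adjusted p = 0.112). Replicate 12 was at 22.6 CPM, and over all mice the log2 fold change was −0.63 (standard error 0.156, adjusted p = 0.0887). Both Ddx41+/- mice were below every Ddx41+/+ mouse (two-sided exact permutation test, p = 0.333 over the mice of the heatmaps and p = 0.1 over all mice, the smallest p that these group sizes allow). With each mouse left out in turn, the log2 fold change stayed between −0.75 and −0.50. *Ddx41* was a DEG in 4 of 17 settings, 3 of the 17 chosen after seeing the data: with DESeq2's Wald test in place of edgeR's (log2 fold change −0.63), with no filter on low counts, with edgeR's likelihood ratio test and with a limit on the unadjusted p, each over all mice. Calls with no filter carry little weight here and below, since the same test then gave other genes far smaller adjusted p values at like fold changes.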

We confirmed that the Ddx41^+/−^ R2 cells express less Ddx41 protein than Ddx41^+/+^ cells (Supplementary Fig. 3A). 

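*Cdkn1a* (chromosome 17, 29090976 to 29100727), *Hspa1a* (chromosome 17, 34969190 to 34972156), *Hspa1b* (chromosome 17, 34956436 to 34959238), *Jun* (chromosome 4, 95049034 to 95052222) and *Fos*, the gene of c-Fos (chromosome 12, 85473890 to 85477273), were compared between Ddx41+/- and Ddx41+/+ R2 cells with Trp53+/+. Among the mice of the heatmaps, *Cdkn1a* mRNA was at 16.2 ± 0.698 CPM (SD, n = 2) in Ddx41+/- cells and at 6.74 ± 0.0299 CPM (SD, n = 2) in Ddx41+/+ cells. Its log2 fold change was 1.26 (standard error 0.216, adjusted p = 0.00882). Ddx41+/+ replicate 12, which the heatmaps do not show for a reason the paper does not give, was at 7.68 CPM. Over all mice, the log2 fold change of *Cdkn1a* was 1.20 (standard error 0.219, adjusted p = 0.0153). It was a DEG in 15 of 17 settings, 3 of them chosen after seeing the data, but not with 1 surrogate variable (1.10, adjusted p = 0.0854) or without Ddx41+/+ replicate 11 (1.17, adjusted p = 0.0574), in a range of 5.06e-05 to 0.0854 for the adjusted p. *Hspa1a* was at 79.8 ± 10.6 CPM (SD, n = 2) against 22.1 ± 6.97 CPM (SD, n = 2), a log2 fold change of 1.85 (standard error 0.30, adjusted p = 0.00608). Replicate 12 was at 6.09 CPM of *Hspa1a*, and over all mice the log2 fold change was 2.23 (standard error 0.393, adjusted p = 0.0126). *Hspa1b* was at 179 ± 7.48 CPM (SD, n = 2) against 50.3 ± 12.4 CPM (SD, n = 2), a log2 fold change of 1.83 (standard error 0.283, adjusted p = 0.00462). Replicate 12 was at 17.7 CPM of *Hspa1b*, and over all mice the log2 fold change was 2.17 (standard error 0.346, adjusted p = 0.00543). The longest transcripts of these genes share 54.2% and 55.8% of their 75-base stretches with each other, so the authors' counting could have split or dropped reads between the pair. *Jun* was at 304 ± 29.4 CPM (SD, n = 2) against 165 ± 2.26 CPM (SD, n = 2), a log2 fold change of 0.88 (standard error 0.138, adjusted p = 0.00485). Replicate 12 was at 255.5 CPM of *Jun*, and over all mice *Jun* was not a DEG, with a log2 fold change of 0.64 (standard error 0.175, adjusted p = 0.140). *Fos* was at 353 ± 41.8 CPM (SD, n = 2) against 219 ± 20.9 CPM (SD, n = 2), and was not a DEG over the mice of the heatmaps (log2 fold change 0.69, standard error 0.215, adjusted p = 0.184). Replicate 12 was at 351 CPM of *Fos*, within the range of the Ddx41+/- mice, and over all mice the log2 fold change was 0.42 (standard error 0.307, adjusted p = 0.724). The 7 genes of Fig. 2E, which are these genes with *Ets1* and *Ets2*, were higher in Ddx41+/- cells by a mean log2 fold change of 1.18 over the mice of the heatmaps (7 of 7 higher, camera's adjusted p = 1.76e-20) and 1.16 over all mice (7 of 7 higher, adjusted p = 1.56e-16). Camera is limma's two-sided test of a gene set against all other tested genes, and was used with a fixed inter-gene correlation of 0.01 and adjusted over 12 sets and comparisons. Of the 7 genes, 6 were DEGs over the mice of the heatmaps and 3 over all mice. Adjusted over the 7 genes alone, 7 and 6 had an adjusted p under 0.05. Since Fig. 2E holds the paper's own choice from these data, neither these counts nor camera's p values for the 7 genes say anything on stability. With each mouse left out in turn, the mean log2 fold change stayed between 1.12 and 1.24.

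**Figure D1:**
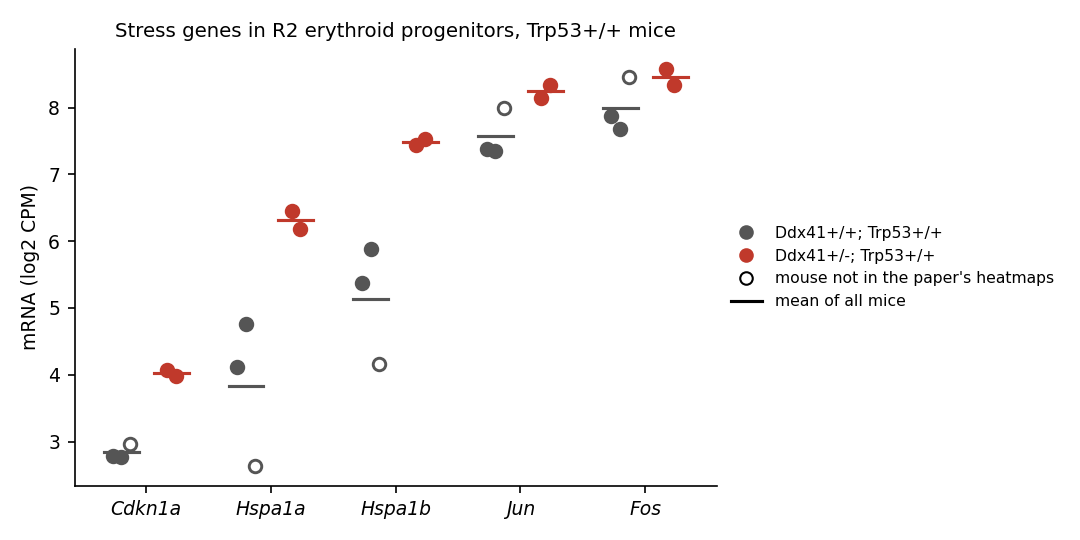
mRNA of *Cdkn1a*, *Hspa1a*, *Hspa1b*, *Jun* and *Fos* in R2 cells with Trp53+/+, in log2 CPM on the vertical axis, with 1 dot per mouse (grey for Ddx41+/+, red for Ddx41+/-), an open dot for the mouse that the paper's heatmaps do not show, and a line at the mean of all mice. Both Ddx41+/- mice lie above all Ddx41+/+ mice except for *Fos*, where the open dot (351 CPM) overlaps them.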

By transcriptome analysis, we found that Ddx41^+/−^ R2 cells have activated cellular stress signaling, including the early response genes (*cFos* and *Jun*), heat-shock response factors (*Hspa1a* and *Hspa1b*), and the cyclin-dependent kinase inhibitor *Cdkn1a* (Fig. 2D, E, Supplementary Fig. 3B). Pathway analysis of the differentially-expressed genes (DEGs) revealed enrichment of “cellular response to stress” and innate immune signaling-related pathways (Fig. 2F). 

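Over the mice of the heatmaps, 123 of 11787 tested genes were DEGs between Ddx41+/- and Ddx41+/+ R2 cells with Trp53+/+, 95 of them higher and 28 lower in Ddx41+/- cells. Over all mice, 64 of 11846 tested genes were DEGs (45 higher and 19 lower), and 59 of the 64 were also among the 123. Leaving out only Ddx41+/+ replicate 12, which the paper left out of its heatmaps without stating why, gave 103 DEGs. In every DEG of both sets of mice, the values of the 2 genotypes did not overlap. Among all tested genes this held for 40.7% over the mice of the heatmaps (33.3% by chance) and for 24.9% over all mice (20% by chance). Of the alternatives, a limit on the unadjusted p in place of the adjusted p moved the count most, to 540 genes over all mice. Of the 92 genes drawn in Supplementary Fig. 3B, 79 were DEGs over the mice of the heatmaps and 43 over all mice. Adjusted over the 92 genes alone, 92 and 83 had an adjusted p under 0.05; the list is the paper's own calls on these data, so these counts say nothing on stability. The 5 largest changes among DEGs were read from both sets of mice. *Capn11* (chromosome 17, 45630204 to 45659325) had 0 counts in both Ddx41+/- mice and 14 to 36 counts in the Ddx41+/+ mice. It was at least 4.42-fold lower in Ddx41+/- cells over the mice of the heatmaps (adjusted p = 0.0299) and at least 5.40-fold lower over all mice (adjusted p = 0.0287). *Clgn* (chromosome 8, 83389867 to 83428552) was higher in Ddx41+/- cells by a log2 fold change of 6.16 (standard error 0.507, adjusted p = 9.15e-06) over the mice of the heatmaps and 6.44 (standard error 0.481, adjusted p = 2.36e-06) over all mice. It lies in a 20 Mb stretch of chromosome 8 (68812798 to 88812798) that held 13 of the 64 DEGs but 1.69% of the tested genes. *Erdr1* (chromosome X, 170010526 to 170018797, by its RefSeq synonym) was higher by 5.03 (standard error 0.597, adjusted p = 5.53e-04) over the mice of the heatmaps and 3.96 (standard error 0.587, adjusted p = 0.00339) over all mice on the log2 scale. *Mid1* (chromosome X, 169685199 to 170005736), which shares 22.7% of its 75-base stretches with a pseudogene, was higher by 4.24 (standard error 0.313, adjusted p = 5.15e-06) and 4.18 (standard error 0.346, adjusted p = 4.64e-06) on the log2 scale. The fifth gene was *Dysf* (chromosome 6, 84008590 to 84211060) over the mice of the heatmaps, at least 9.78-fold higher (adjusted p = 0.0231). Over all mice it was *Slc15a2* (chromosome 16, 36750177 to 36784962), with a log2 fold change of 3.69 (standard error 0.570, adjusted p = 0.00438), though its counts in the Ddx41+/- mice were 248 and 13 against 12 to 14 in the Ddx41+/+ mice. In replicate 12, *Clgn* had 1 count, *Mid1* 21 and *Erdr1* 25.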

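A list of 44 innate inflammatory genes (NF-κB, inflammasome and cytokine genes) had 42 tested genes, of which 12 were DEGs over the mice of the heatmaps and 6 over all mice (two-sided Fisher's exact test against all tested genes, adjusted p = 3.28e-14 and 3.53e-07 over 8 lists). Adjusted over the list alone, 14 and 13 of its genes had an adjusted p under 0.05. The list's mean log2 fold change was 0.58 over the mice of the heatmaps (36 of 42 higher, camera's adjusted p = 5.82e-18) and 0.51 over all mice (36 of 42 higher, adjusted p = 1.14e-16). As each mouse's mean log2 CPM relative to all 10 mice, the list was at 0.23 ± 0.0779 (SD, n = 2) in Ddx41+/- cells and −0.33 ± 0.178 (SD, n = 2) in Ddx41+/+ cells of the heatmaps, with replicate 12 at −0.14. The genotypes did not overlap (two-sided exact permutation test, p = 0.333 over the mice of the heatmaps and p = 0.1 over all mice, the smallest p possible). Immediate-early and heat-shock genes (12 and 4 of 34 DEGs, Fisher's adjusted p = 3.49e-15 and 8.48e-05) were also enriched. So were B cell markers (8 and 5 of 17, Fisher's adjusted p = 6.70e-12 and 1.85e-07). RNA from B cells was not excluded for the 6 innate inflammatory DEGs over all mice. A list of 50 interferon-stimulated genes was higher by a mean log2 fold change of 0.36 over the mice of the heatmaps (43 of 50 higher, camera's adjusted p = 4.49e-08) and 0.23 over all mice (34 of 50 higher, adjusted p = 0.0092). Of these, *Oasl2* and *Usp18*, named after their values were seen, were DEGs over the mice of the heatmaps, and no gene of the list was a DEG over all mice. Adjusted over that list alone, 5 genes had an adjusted p under 0.05 over the mice of the heatmaps (these with *Ifi27l2a*, *Igtp* and *Oas2*, also named after their values were seen) and 1 over all mice (*Usp18*). *Igtp* shares 8.37% of its 75-base stretches with another gene and lies within 15 Mb of *Trp53*. Per mouse, the interferon-stimulated genes overlapped between genotypes over all mice, where replicate 12 was at 0.18 (two-sided exact permutation test, p = 0.3). From the pathways found among its DEGs (Fig. 2F), the paper states that stress response and innate immune signaling are enriched in Ddx41+/- R2 cells.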

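Ribosomal protein genes and translation initiation factor genes were taken by symbol, since the pathway gene sets were not analysed here. Of 79 ribosomal protein genes, 78 were tested between Ddx41+/- and Ddx41+/+ R2 cells with Trp53+/+, and none was a DEG in either set of mice. Over the mice of the heatmaps, their mean log2 fold change was −0.13, with 3 genes higher and 75 lower in Ddx41+/- cells (camera's adjusted p = 5.82e-18). Over all mice it was −0.088, with 4 higher and 74 lower (adjusted p = 2.99e-08). The set's mean per mouse was −0.039 ± 0.0918 (SD, n = 2) on the log2 scale in Ddx41+/- cells and 0.099 ± 0.0295 (SD, n = 2) in Ddx41+/+ cells of the heatmaps. Ddx41+/+ replicate 12, for whose absence from the heatmaps the paper gives no reason, was at −0.061, inside the range of the Ddx41+/- mice. Over the mice of the heatmaps the genotypes did not overlap (two-sided exact permutation test, p = 0.333, the smallest possible). Over all mice they overlapped (two-sided exact permutation test, p = 0.4, 0.1 at the smallest). With so few mice, these tests do not settle whether the set differs between the genotypes. With the inter-gene correlation estimated from the set in place of the fixed one, the mean over all mice stayed at −0.088, but camera's test no longer passed. With each mouse left out in turn, the mean ranged from −0.16 to −0.028. For the 43 initiation factor genes, the mean log2 fold change was −0.047 over the mice of the heatmaps (15 higher and 28 lower, camera's adjusted p = 0.0357) and −0.035 over all mice (14 higher and 29 lower, adjusted p = 0.0803). Their mean per mouse was 0.0060 ± 0.00729 (SD, n = 2) in Ddx41+/- cells and 0.053 ± 0.0356 (SD, n = 2) in Ddx41+/+ cells of the heatmaps, with replicate 12 at 0.015 (two-sided exact permutation test, p = 0.333 and, over all mice, p = 0.2).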

Gene set enrichment analysis (GSEA) additionally revealed that ribosomal and protein translation initiation pathways are enriched (Supplementary Fig. 3C). Since Ddx41-heterozygosity affected cell cycle and ribosome-related genes, we determined its impact on the cell cycle using EdU-labeling and on protein translation using OP-puromycin (OPP) labeling in R2 cells. However, our findings did not reveal any significant differences (Supplementary Fig. 3D). We also examined DNA damage levels by staining for γH2AX but did not observe any discernible variation (Supplementary Fig. 3D). Furthermore, we investigated the effect on alternative splicing through RNA-Seq data analysis, but we did not detect substantial differences (Supplementary Fig. 3E). In summary, over-activation of cellular stress pathways occurs in Ddx41^+/−^ erythroid progenitors, leading to stress-activated deficiencies in erythropoiesis.

**Fig. 2:**
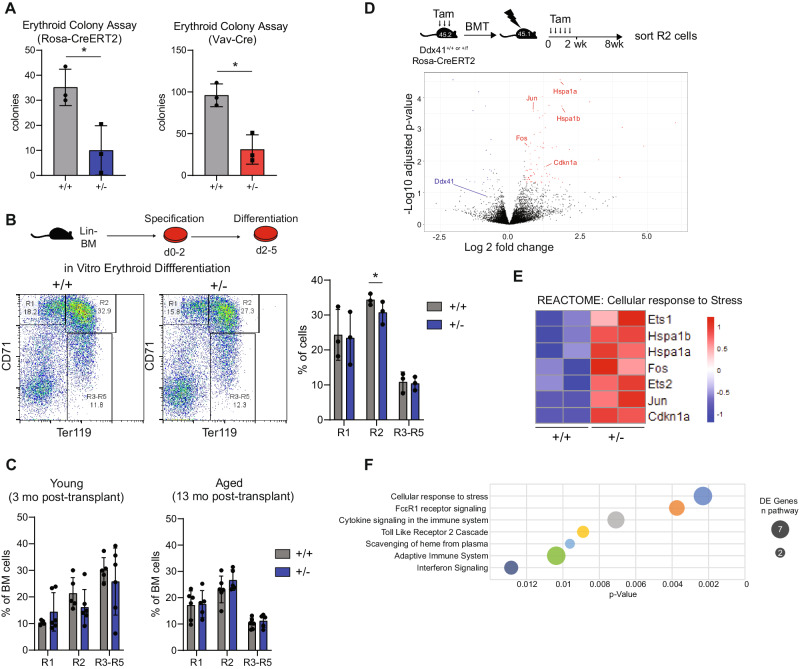
Ddx41^+/−^ erythroid progenitors have cell growth defect ex vivo and activated cell stress-related gene expression in vivo. **A** Erythroid colony formation in methylcellulose by Lin^−^ bone marrow cells from young mice of the indicated genotypes. **B** Ex vivo erythroid differentiation of Lin^−^ bone marrow cells in liquid culture. The percentage of erythroid progenitors in each gate on the CD71/Ter119 flow cytometry assay is graphed. **C** Flow cytometry for erythroid progenitors by CD71/Ter119 in bone marrow of mice transplanted with cells of the indicated genotype. **D** Volcano plot for differential gene expression in RNA-Seq on R2 (CD71+ Ter119+) erythroid progenitors from the bone marrow of transplanted mice at 8wks post-transplant. **E** Heatmap of differentially expressed genes in the Cellular Response to Stress pathway from the Reactome database. **F** Enrichment of Reactome pathways in differentially expressed genes from RNA-Seq on R2 cells.

### Heterozygous loss of Ddx41 causes reduced stem cell engraftment activity

To examine the effect of Ddx41-heterozygosity on HSPC function, we conducted competitive BM reconstitution assays using CD45.2 + BM cells from Ddx41^+/+^ or Ddx41^+/f^ mice expressing either Rosa-CreRT2 or VavCre. We used wildtype CD45.1 + BM cells as competitor cells. In both Cre systems, we observed a consistent yet modest reduction in engraftment by Ddx41^+/−^ cells in the peripheral blood (PB) throughout the duration of the experiment and in the BM at 16-week post-transplant (Fig. 3A, B and Supplementary Fig. 4A–C). Notably, this engraftment difference became apparent as early as 4 weeks post-transplant but did not intensify over time, suggesting that the difference occurs during the initial engraftment phase. We did not detect any distinctions in homing. In secondary transplants, there was significant variability in the BM chimerism across both groups, and thus there was no significant difference (Supplementary Fig. 4D–I). It is possible that the primary transplant selects for HSPC with optimized Ddx41 expression levels or other resistance to decreased Ddx41 expression, causing the effect to be lost in the secondary transplant.

**Fig. 3:**
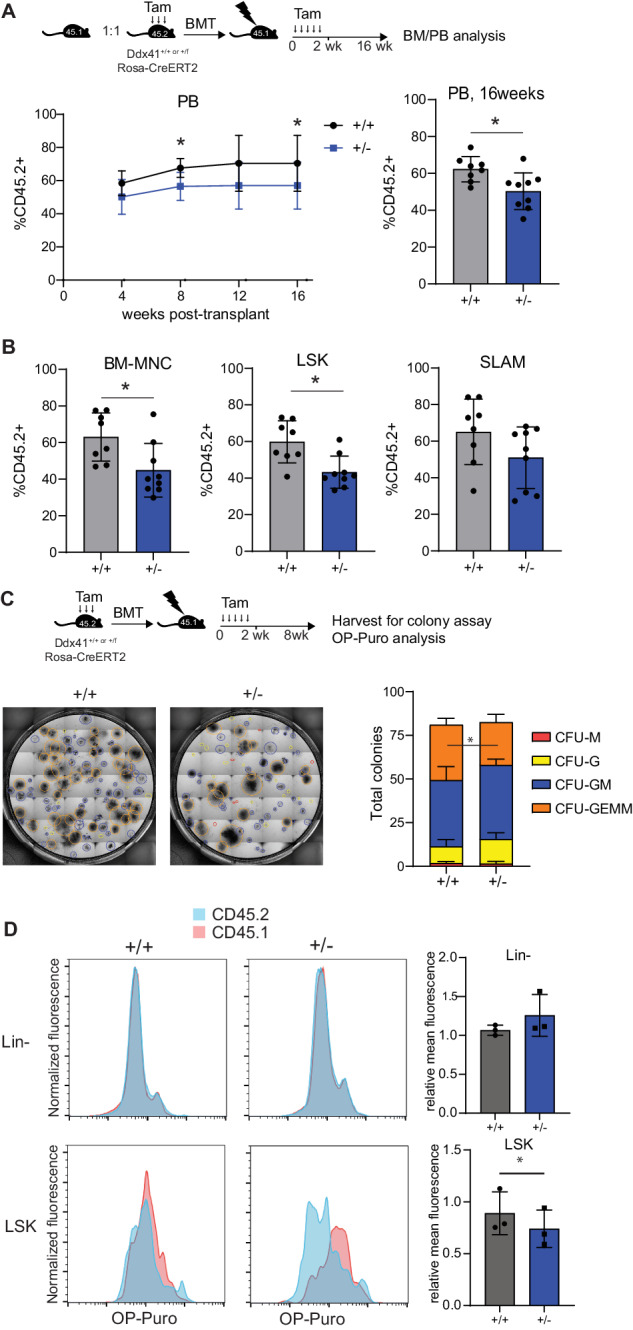
Ddx41^+/−^ hematopoietic stem and progenitor cells have modestly reduced fitness, correlating with reduced protein translation activity. **A** Competitive transplant of bone marrow cells from Ddx41^+/f^;Rosa-CreERT2 and control mice against CD45.1+ competitor bone marrow cells. Peripheral blood chimerism was determined by flow cytometry for CD45.2 and CD45.1 for 16 weeks. **B** Chimerism in bone marrow cell populations determined by flow cytometry for CD45.2 and CD45.1. **C** Non-competitive transplant of bone marrow cells from Ddx41^+/f^;Rosa-CreERT2 and wild-type Rosa-CreERT2 mice was conducted, and Lin^−^Sca^+^Kit^+^ cells were harvested for colony formation assays in methylcellulose. **D** In vivo staining for protein translation rate by OP-Puro injection into transplanted mice in **C** followed by flow cytometry on bone marrow cells. Relative OP-puro signal in each cell population is graphed.

To assess the cause of the reduced engraftment of Ddx41^+/−^ cells, we sorted CD45.2 + LSK cells from the transplanted mice 6-weeks post-transplant and examined HSPC colony formation potential (Fig. 3C). We found that Ddx41^+/−^ LSK cells formed similar numbers of colonies as compared to colonies formed by wildtype LSK; however, the Ddx41^+/−^ LSK cells produced fewer CFU-GEMM, which are formed from highly proliferative, multipotent HSPC. This reduction in the number of highly proliferative HSPC is consistent with the reduced engraftment observed in the competitive transplant.

To determine if the ribosome biogenesis function of Ddx41 is involved in this phenotype, we measured the protein translation rate in BM cells isolated from mice 8 weeks post-transplant by in vivo OP-puromycin incorporation. We observed reduced protein translation in Ddx41^+/−^ LSK cells as compared to wildtype LSK cells. Interestingly, the protein translational rates were comparable between Ddx41^+/−^ and wildtype BM Lin^−^ cells, suggesting these effects are confined to HSPC with a higher degree of stemness (Fig. 3D).

To further characterize the mechanisms underlying the impaired phenotype of Ddx41^+/−^ HSPCs, we profiled the transcriptome of LSK cells isolated from recipient mice 8 weeks post-transplant. We observed significant gene expression changes in 1366 genes (Fig. 4A, B), and the samples clustered separately from one another in principle component analysis (Fig. 4C). Pathway analysis revealed enrichment for cellular stress and innate immune-related signaling pathways (Fig. 4D, Supplementary Fig. 5A, B). We also conducted single-cell RNA-Seq on sorted Lin^−^, c-Kit+ (LK) cells isolated from recipient mice 8 weeks post-transplant. We sequenced ~2500 LK cells from 3 independent mice of each genotype and then conducted unbiased cell clustering (Supplementary Fig. 5C) We named the cell clusters based on the expression of lineage-specific genes using a single-cell atlas of mouse hematopoiesis [23] (Supplementary Fig. 5D). We did not observe significant changes in the abundance of cells in any of the clusters, although there was a trend towards increased granulocyte-biased progenitors and reduced megakaryocyte-erythrocyte-biased progenitors (Supplementary Fig. 5E, F). We also did not observe any significant changes in gene expression (log_2_(FC) > 0.25) within any of the cell populations. The lack of significant differences are likely due to the reduced depth of sequencing in scRNA-Seq compared to bulk RNA-Seq. We assessed the expression of Ddx41 and found that its expression level was reduced but did not meet the significance threshold in any of the cell clusters (Supplementary Fig. 5G). Collectively, the transcriptomic data indicate that heterozygosity of Ddx41 causes activation of cellular stress pathways in HSPCs, potentially through reduced ribosome function, but that this stress does not substantially alter the hematopoietic output of the progenitor cells in vivo at steady state. In conditions requiring rapid and/or extensive cell proliferation, there is a relative decline in stem cell fitness that manifests as reduced engraftment in competitive transplant and reduced colony formation.

**Fig. 4:**
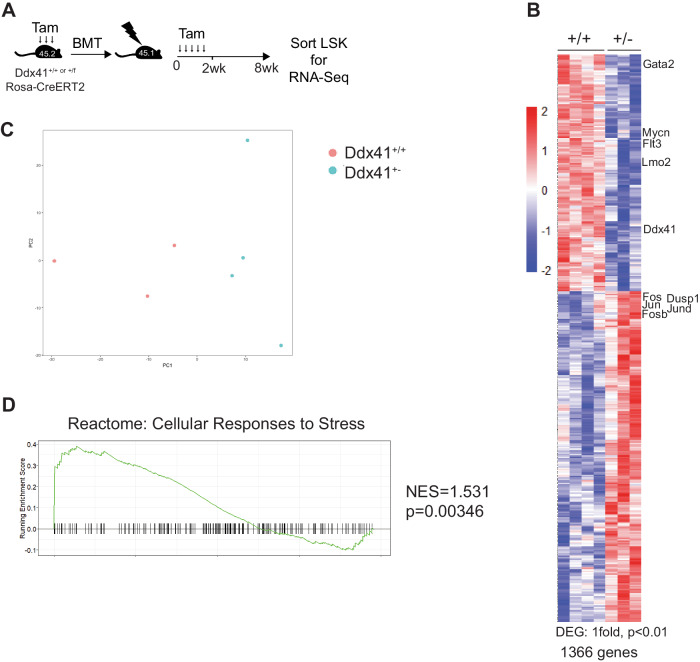
Transcriptome analysis in Ddx41^+/−^ hematopoietic stem and progenitor cells indicates activation of cellular stress pathways. **A** Experimental setup and tamoxifen-injection schedule for RNA-Seq on Lin^−^Sca^+^Kit^+^ cells from non-competitive transplant mice. **B** Heatmap of differentially expressed genes in Lin^−^Sca^+^Kit^+^ cells harvested from transplanted mice at 8wks post-transplant. **C** Principle component analysis on RNA-Seq samples for Lin^−^Sca^+^Kit^+^ sorted from Ddx41^+/f^;RosaCreRT2 bone marrow 6-weeks post-tamoxifen treatment. **D** Gene set enrichment analysis for the Cellular Response to Stress Reactome pathway.

### TP53 loss-of-function mutations co-occur with germline DDX41 mutations and rescue the DDX41-mutant cellular defects

To understand how Ddx41 heterozygosity contributes to hematologic malignancy, we sought to model the disease by targeting genes where mutations are observed in patients. We analyzed published cohorts of DDX41-mutated MDS/AML patients and determined the frequency of common co-mutations in each cohort. Somatic DDX41 mutation was the most common, followed by ASXL1, TP53, DNMT3A, TET2, and CUX1 (Fig. 5A). Since we had observed activation of the p53 target gene *Cdkn1a* in Ddx41^+/−^ HSPCs, we sought to determine the contribution of p53 activity to hematologic disease in the context of Ddx41 mutations. To examine the effect of DDX41 loss on p53 activity, we knocked down DDX41 expression using shRNAs (shDDX41) in the MOLM13 AML cell line, which is wildtype for TP53. We used two different shRNAs, one that causes nearly complete loss of DDX41 (shDDX41 #1) and another that causes approximately 60% loss (shDDX41 #2). We observed increased p53 protein abundance upon loss of DDX41, and the more-effective shRNA (#1) caused the largest increase (Fig. 5B, Supplementary Figure 6A). Both DDX41-targeting shRNAs induced cell cycle arrest and apoptosis within 4 days of transduction (Fig. 5C, D, Supplementary Fig. 6B), and a significant reduction in protein translation, as measured by incorporation of the methionine-analog HPG (Fig. 5E, Supplementary Fig. 6C).

**Fig. 5:**
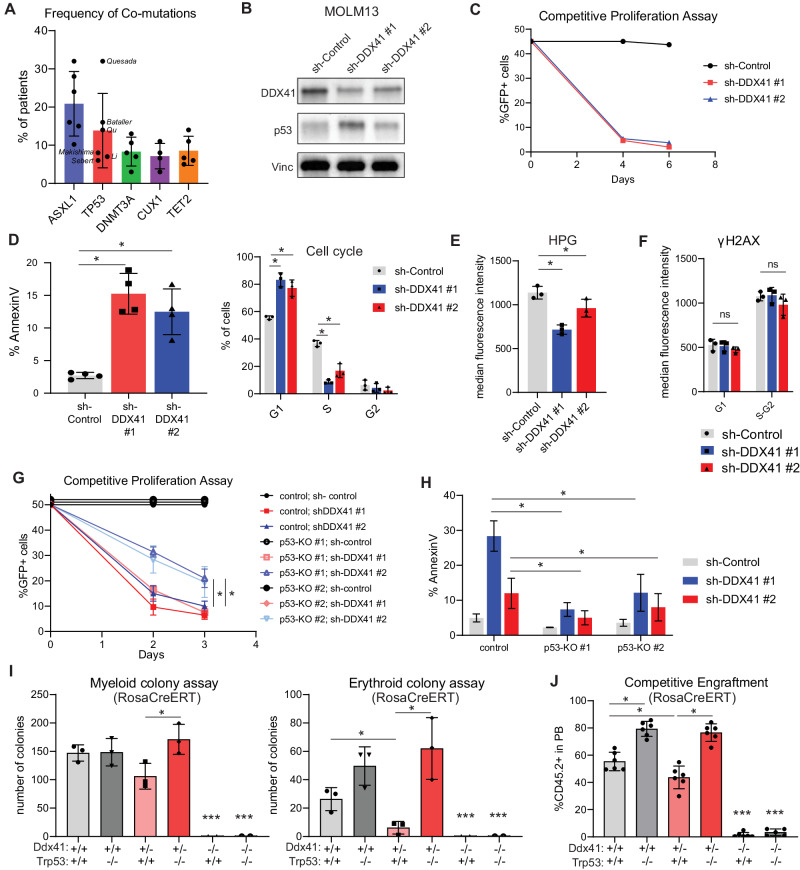
Reduced DDX41 expression causes p53 activation and the effects of incomplete loss of DDX41 can be partially rescued by p53 loss. **A** The percentage of germline DDX41 MDS/AML patients with co-mutations in the indicated genes from five different patient cohort studies. **B** Western blot for DDX41 and p53 expression in MOLM13 cells expressing anti-DDX41 shRNAs. **C** The percentage of GFP+ cells in 1:1 mixed cultures of MOLM13 cells transduced with sh-control or sh-DDX41 and non-transduced MOLM13 cells. The vector for shRNA expression is pLKO.1-GFP. **D** Flow cytometry for AnnexinV and cell cycle in cultures of MOLM13 cells expressing anti-DDX41 shRNAs. **E** Measurement of protein translation activity by flow cytometry for HPG incorporation in MOLM13 cells expressing anti-DDX41 shRNAs compared to sh-control. **F** Measurement of DNA damage by flow cytometry for γH2AX in MOLM13 cells expressing anti-DDX41 shRNAs compared to sh-control. **G** The percentage of GFP+ cells in 1:1 mixed cultures of MOLM13 cells transduced with sh-control or sh-DDX41 cells and non-transduced cells. **H** Flow cytometry for AnnexinV in cultures of p53-knockout MOLM13 cells expressing anti-DDX41 shRNAs. **I** Colony formation from Lin^−^ cells of the indicated genotypes in methylcellulose containing 4-OHT and cytokines permissive of myeloid or erythroid colony growth. **J** Peripheral blood chimerism measured by flow cytometry for CD45.2 in mice transplanted with a 1:1 mixture of cells of the indicated genotype and control CD45.1 cells.

To further understand the basis of p53 activation upon DDX41 loss, we performed RNA-Seq on MOLM13 cells expressing anti-DDX41 shRNAs (Supplementary Fig. 6D). In shDDX41-#1-expressing cells, we observed activation of stress response gene signatures, similar to ones observed in Ddx41^+/−^HSPCs. However, the most significant pathway enrichment in cells expressing shDDX41-#1 were related to cell cycle regulation (Supplementary Fig. 6E, F). In contrast, cell cycle-related pathways were not enriched in the shDDX41-#2 DEGs, and instead innate immune signaling pathways were most enriched (Supplementary Fig. 6F). These findings suggest that complete and partial loss of DDX41 expression have distinct effects on cellular response. To gain further insight, we examined enrichment of transcription factor binding sites in the DEGs for each shRNA. This analysis revealed that target genes of E2F and other cell-cycle-related factors were enriched in DEGs from cells expressing shDDX41-#1, consistent with a strong cell cycle shutdown phenotype [24]. In contrast, for shDDX41-#2, we found transcription factors that are activated by innate immune signaling like IRF8 and RELA as well as p53 (Supplementary Fig. 6G). This indicates that incomplete loss of DDX41 is associated with innate immune and p53 pathway activation. We did not observe increased γH2AX staining with either DDX41-targeting shRNA, indicating that DNA damage is not the cause of the p53 induction and cell stress signaling (Fig. 5F, Supplementary Fig. 6H). To determine the role of p53 in the DDX41-deficient cellular lethality phenotype, we created p53-knockout MOLM13 cells by CRISPR-mediated gene editing (Supplementary Fig. 7A, B). Using two different clonal p53 knockout MOLM13 cell lines, we observed that p53 loss did not alter the protein translation deficit caused by either DDX41-targeting shRNA (Supplementary Fig. 7C), but it did partially rescue the proliferation and viability defect in cells expressing shDDX41-#2 (Fig. 5G, H). In contrast, the growth of shDDX41-#1 cells was not rescued despite a reduction in Annexin V positivity (Fig. 5G, H). Again, DNA damage levels measured by γH2AX staining were unaffected by loss of DDX41 (Supplementary Fig. 7D). Collectively, these findings indicate that p53 activation contributes to the cell death and cell cycle delay phenotype caused by partial reduction of DDX41 expression.

To determine the effect of p53-deficnency on the phenotype of Ddx41-deficienct mouse HSPCs, we crossed our Ddx41^flox^;Rosa-CreERT2 mice with Trp53-knockout mice. Lin^−^ BM cells were isolated from Ddx41^+/+^, Ddx41^+/f^, and Ddx41^f/f^ Trp53^−/−^ mice and examined in hematopoietic progenitor colony assays and competitive BM reconstitution. We found that deletion of Trp53 did not rescue the growth or engraftment of Ddx41^−/−^ hematopoietic cells (Fig. 5I). We also tested the effect of Trp53-knockout on the growth and engraftment defects in HSPC bearing combined knockout and R525H point mutation of Ddx41, which models the mutations observed MDS/AML patients, and did not observe any rescue (Supplementary Fig. 7E, F). In contrast, deletion of Trp53 increased colony formation and engraftment of Ddx41^+/−^ HSPCs, rescuing the fitness defect caused by Ddx41-heterozygosity (Fig. 5I, J). These data corroborate the findings in MOLM13 cells, indicating that p53 loss cannot rescue the effects of complete DDX41 loss but can rescue phenotypes resulting from partial loss of Ddx41.

### Heterozygous loss of p53 rescues HSPC phenotypes caused by heterozygosity of Ddx41

Given the highly oncogenic phenotype associated with Trp53 knockout, we sought to partially attenuate p53 activity and then evaluate its impact on HSPC function in Ddx41^+/−^ mice. To do this, we generated Ddx41^+/f^;RosaCreERT2 mice with heterozygous loss of p53 (Trp53^+/−^). Importantly, TP53 mutations in DDX41-mt MDS/AML patients tend to be heterozygous missense or frameshift mutations [1]. We initially conducted a colony assay and observed that Trp53 heterozygosity increased colony formation in Ddx41^+/−^ HSPCs, but it had no significant effect on Ddx41^+/+^ HSPCs (Fig. 6A). To determine the effect on HSPC function in vivo, we conducted a competitive BM transplantation assay and found that Trp53 heterozygosity overcomes the engraftment defect of Ddx41^+/−^ HSPCs in PB and BM (Fig. 6B). While it is known that Trp53-heteozygosity increases engraftment efficiency, we observe that the engraftment of Ddx41^+/+^;Trp53^+/−^ and Ddx41^+/−^:Trp53^+/−^ cells is indistinguishable. If the effect of the Trp53 heterozygosity was unrelated to the mechanism of reduced engraftment of the Ddx41^+/−^ cells, then we would expect the engraftment of Ddx41^+/−^:Trp53^+/−^ to be lower than Ddx41^+/+^;Trp53^+/−^. Since they are indistinguishable, we conclude that the reduction in Trp53 expression specifically rescues the HSPC fitness defect caused by Ddx41 heterozygosity. The effect of Trp53 heterozygosity on engraftment was accentuated by secondary BM transplantations in both groups and there was still no significant difference (Supplementary Fig. 8A). To evaluate the consequences of sustained p53 loss on the progenitor function of DDX41-mutant HSPCs, we also performed a colony assay on LSK cells isolated at 8-weeks post-transplantation. Heterozygous loss of Trp53 also restored the hematopoietic progenitor cell colony formation defect of Ddx41^+/−^ LSK (Fig. 6C, Supplementary Fig. 8B). These findings indicate that attenuated p53 function can rescue the deficit of Ddx41^+/−^ HSPC function in the BM.

**Fig. 6:**
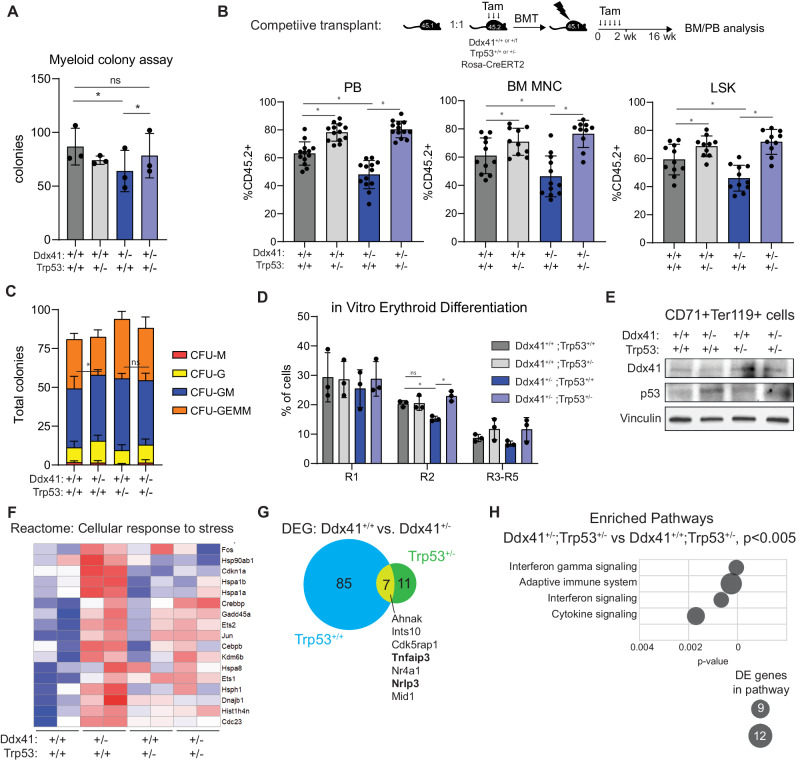
Heterozygous loss of p53 rescues reduced fitness phenotype of Ddx41^+/−^ hematopoietic stem and progenitor cells. **A** Myeloid colony formation from Lin^−^ cells of the indicated genotypes in methylcellulose containing 4-OH-Tamoxifen. **B** Competitive transplant of bone marrow cells from Ddx41^+/f^;Trp53^+/−^; Rosa-CreERT2 and control mice against CD45.1+ competitor cells. Chimerism of CD45.2+ cells measured by flow cytometry in the peripheral blood and bone marrow. **C** Colony formation in methylcellulose from Lin^−^Sca^+^Kit^+^ cells sorted from non-competitive bone marrow transplant mice at 8wks post-transplant. **D** Quantification of erythroid progenitors by flow cytometry on in vitro erythroid differentiation cultures of Lin^−^ bone marrow cells from Ddx41^/f^;p53^+/−^;RosaCreERT2 cells. **E** Western blot on erythroid cells from day5 of in vitro differentiation protocol. **F** Heatmap of expression for genes from the Cellular response to stress Reactome pathway in RNA-Seq on Lin^−^Sca^+^Kit^+^ cells. **G** Overlap of differentially expressed genes from RNA-Seq on Ddx41^+/+^ vs Ddx41^+/−^ Lin^−^Sca^+^Kit^+^ cells in Trp53^+/+^ vs Trp53^+/−^ context. 7 genes are differentially expressed in Ddx41^+/−^ Lin^−^Sca^+^Kit^+^ cells independent of Trp53 status. **H** Enrichment of Reactome pathways in differentially expressed genes from RNA-Seq on Ddx41^+/+^ vs Ddx41^+/−^ Lin^−^Sca^+^Kit^+^ cells from Trp53^+/−^ mice.

To determine whether heterozygous loss of p53 also impacts erythropoiesis from Ddx41^+/−^ HPC, we performed in vitro erythroid differentiation assays. Trp53-heterozygosity rescued the formation of Ddx41^+/−^ CD71+/Ter119+ erythroid progenitors compared to wild-type levels (Fig. 6D, Supplementary Fig. 8C). We confirmed that Ddx41 levels were reduced in the Ter119+ cells from these cultures, and we found that p53 levels were elevated in Ddx41^+/−^ cells compared to wild-type cells (Fig. 6E). To further characterize the effects of combined Ddx41/Trp53 heterozygosity on erythroid progenitors in vivo, we sorted R2 BM cells 8-weeks post-transplant and performed gene expression analysis. 

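The R2 cells of the mice with Trp53+/- were sequenced in the same experiment as those with Trp53+/+, and their counts were fitted in the same model. With Trp53+/-, there were 3 Ddx41+/+ mice (replicates 22, 23 and 24) and 2 Ddx41+/- mice (replicates 46 and 47). Their libraries held 10313928 to 17447975 counts (median 16359567) and 16869205 to 17949900 counts (median 17409552). The genotypes share no replicate numbers, so no paired comparison was made. The text places this experiment in R2 cells and the legend of Fig. 6F in LSK cells. The colors of Fig. 6F followed these R2 counts, with a Pearson's r of 0.980 across 136 cells of the heatmap, which are not independent replicates, when replicates 10 and 11 of the Ddx41+/+ mice with Trp53+/+ and replicates 22 and 24 of those with Trp53+/- were taken. Any other pair of either genotype gave a best r of 0.880 to 0.926. The paper gives no reason for leaving out replicates 12 and 23, whose libraries held 14590345 and 16359567 counts. *Trp53* lies on chromosome 11 from 69580359 to 69591873. In the mice of the heatmaps, *Trp53* mRNA was at 57.5 ± 0.0215 CPM (SD, n = 2) in Ddx41+/+ mice and 63.8 ± 6.26 CPM (SD, n = 2) in Ddx41+/- mice with Trp53+/+, and at 43.9 ± 0.979 CPM (SD, n = 2) and 43.3 ± 4.18 CPM (SD, n = 2) in those with Trp53+/-. Between the Trp53 genotypes, over both Ddx41 genotypes, the log2 fold change was −0.47 (standard error 0.0797, adjusted p = 0.0241). Replicates 12 and 23 were at 58.9 and 41.8 CPM, and over all mice the log2 fold change was −0.48 (standard error 0.0690, adjusted p = 0.00355). No mouse with Trp53+/- reached a mouse with Trp53+/+ of the same Ddx41 genotype (two-sided exact permutation test within Ddx41 genotype, p = 0.0556 over the mice of the heatmaps and p = 0.0167 over all mice, the smallest p possible). With each mouse left out in turn, the log2 fold change stayed between −0.50 and −0.44. *Ddx41* mRNA in the mice with Trp53+/- was at 14.1 ± 2.24 CPM (SD, n = 2) in Ddx41+/- cells and 25.0 ± 2.43 CPM (SD, n = 2) in Ddx41+/+ cells of the heatmaps, a log2 fold change of −0.82 (adjusted p = 0.121). Replicate 23 was at 22.9 CPM of *Ddx41*, and over all mice the log2 fold change was −0.78 (standard error 0.153, adjusted p = 0.177). Over both Trp53 genotypes, it was −0.73 over the mice of the heatmaps (adjusted p = 0.0147) and −0.70 over all mice (adjusted p = 0.0173). With Trp53+/-, *Ddx41* was a DEG in 6 of 17 settings. Over all mice these were DESeq2, no filter on low counts, the likelihood ratio test and an unadjusted p. The others were a model of only the genotypes compared over the mice of the heatmaps, with the likelihood ratio test and with DESeq2, chosen after seeing the data.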

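Between Ddx41+/- and Ddx41+/+ R2 cells with Trp53+/-, 14 of the tested genes were DEGs over the mice of the heatmaps (10 higher and 4 lower in Ddx41+/- cells) and 5 over all mice (1 higher and 4 lower), all 5 of which were among the 14. The values of the 2 genotypes did not overlap in any of these DEGs. Among all tested genes, the share without overlap was 39.1% over the mice of the heatmaps (33.3% by chance) and 20.0% over all mice (20% by chance). Replicate 23, a Ddx41+/+ mouse with Trp53+/- that the heatmaps do not show for no stated reason, weighed on the count of DEGs, which was 10 without it. In a simulated data set with no gene changed, 6 genes were called between the Ddx41 genotypes with Trp53+/+. The count of 5 DEGs over all mice is therefore no larger than such false calls. Genes at an unadjusted p under 0.05 numbered 832 over the mice of the heatmaps and 444 over all mice with Trp53+/-, against 1412 and 1142 with Trp53+/+. Replacing the adjusted p by the unadjusted p moved the count of DEGs with Trp53+/- most, to 171 over all mice. The 92 genes of Supplementary Fig. 3B had a median absolute log2 fold change of 0.23 with Trp53+/- against 0.98 with Trp53+/+ over the mice of the heatmaps, and 0.18 against 0.85 over all mice. The change was smaller with Trp53+/- for 89 of the 92 genes in both sets of mice, and it kept its direction for 66 genes over the mice of the heatmaps and 70 over all mice. With Trp53+/-, 6 and 2 of the 92 genes were DEGs, and 22 and 9 had an adjusted p under 0.05 when adjusted over the 92 genes alone. The paper chose these genes for their change with Trp53+/+, so these counts do not test a difference between the Trp53 genotypes. That difference was tested for each gene as an interaction in the model. It gave 11 genes over the mice of the heatmaps (5 with a positive and 6 with a negative difference) and 8 over all mice (4 and 4), the 8 being among the 11, at a fold change over 1.5 and an adjusted p under 0.05. Of the DEGs with Trp53+/+, 10 of 123 and 8 of 64 passed this test of the difference.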

In comparison to the 92 DEGs observed in Ddx41^+/−^ vs. Ddx41^+/+^ R2 cells when Trp53 was wild-type, we detected only 18 DEG when Trp53 was heterozygous. Notably, the “cellular response to stress” gene set, which was activated in Ddx41^+/−^ HSPC when compared to wild-type, showed a less pronounced activation in Ddx41^+/−^;Trp53^+/−^ cells (Fig. 6F). 

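The 17 genes of Fig. 6F were higher in Ddx41+/- R2 cells with Trp53+/+ by a mean log2 fold change of 0.77 over the mice of the heatmaps (17 of 17 higher, camera's adjusted p = 9.26e-23), and with Trp53+/- by 0.18 (13 of 17 higher, adjusted p = 0.0188). Over all mice, the means were 0.76 with Trp53+/+ (17 of 17 higher, adjusted p = 7.84e-23) and 0.15 with Trp53+/- (11 of 17 higher, adjusted p = 0.0415). With Trp53+/+, 7 of the genes were DEGs over the mice of the heatmaps and 4 over all mice (*Cdkn1a*, *Hspa1a*, *Hspa1b* and *Hist1h4n*, which shares 83.4% of its 75-base stretches with another histone gene), and 14 and 15 had an adjusted p under 0.05 when adjusted over the 17 genes alone. The paper drew these genes from the same data, so neither the counts over the list alone nor camera's p values for the list say anything on stability. With Trp53+/-, none of them was a DEG in either set of mice. The difference between the effects with Trp53+/- and with Trp53+/+ was a mean log2 of −0.59 over the mice of the heatmaps (17 of 17 negative, camera's adjusted p = 1.77e-12) and −0.61 over all mice (17 of 17 negative, adjusted p = 1.72e-13). Adjusted over the 17 genes alone, 7 and 6 of them had an adjusted p under 0.05 for this difference, and none passed when adjusted over all genes. Camera takes genes as the units, so each mouse's mean log2 CPM of the 17 genes relative to all 10 mice was also compared. With Trp53+/+ it was 0.50 ± 0.0369 (SD, n = 2) in Ddx41+/- cells and −0.28 ± 0.0914 (SD, n = 2) in Ddx41+/+ cells of the heatmaps. With Trp53+/- it was 0.074 ± 0.0227 (SD, n = 2) in Ddx41+/- cells and −0.11 ± 0.199 (SD, n = 2) in Ddx41+/+ cells of the heatmaps. Replicates 12 and 23, absent from the heatmap for no stated reason, were at −0.34 and −0.040. Exchanging the Ddx41 genotypes of the mice within each Trp53 genotype gave a difference between the effects at least as large in a share of the splits (two-sided exact permutation test, p = 0.333 of 36 splits over the mice of the heatmaps and p = 0.17 of 100 splits over all mice). However large the effect with Trp53+/+ had been, that test could not have given a p under 0.333 over the mice of the heatmaps or under 0.1 over all mice, so it does not settle whether the effects differ. Exchanging the Trp53 genotypes within each Ddx41 genotype instead, a test chosen after the values were seen, gave p = 0.111 of 36 splits over the mice of the heatmaps (0.0556 at the smallest) and p = 0.0333 of 120 splits over all mice (0.0167 at the smallest; two-sided exact permutation tests), on genes that the paper chose from these data. With each mouse left out in turn, the mean difference between the effects stayed between −0.68 and −0.55.

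**Figure D2:**
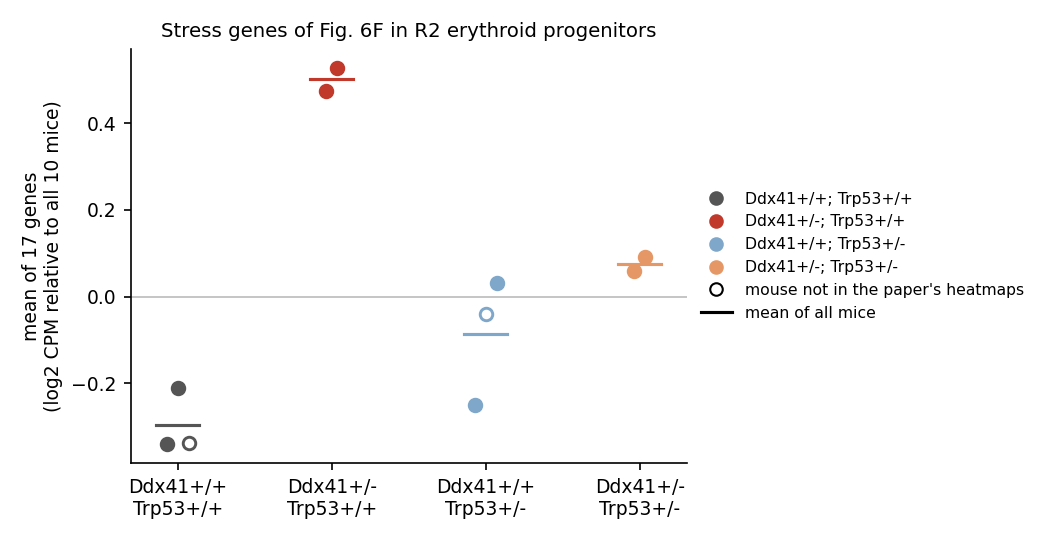
Mean log2 CPM of the 17 genes of Fig. 6F relative to the mean of all 10 mice (vertical axis) in R2 cells of the 4 genotypes, with 1 dot per mouse, an open dot for a mouse that the paper's heatmaps do not show, and a line at the mean of each genotype. The Ddx41+/- mice with Trp53+/+ average 0.50, above every other mouse, and the Ddx41+/- mice with Trp53+/- average 0.074.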

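*Ahnak* (chromosome 19, 8989284 to 9076914), *Ints10* (chromosome 8, 68793929 to 68831667), *Cdk5rap1* (chromosome 2, 154335380 to 154373010), *Tnfaip3* (chromosome 10, 19000910 to 19015657), *Nr4a1* (chromosome 15, 101254269 to 101274795), *Nlrp3* (chromosome 11, 59541568 to 59566956) and *Mid1* were compared between Ddx41+/- and Ddx41+/+ R2 cells with each Trp53 genotype. Over the mice of the heatmaps, 5 of these 7 genes were DEGs with Trp53+/+ and all 7 with Trp53+/-, and over all mice 4 were DEGs with Trp53+/+ and 2 with Trp53+/-. *Ints10* was lower in Ddx41+/- cells with Trp53+/+ by a log2 fold change of −2.04 over the mice of the heatmaps (standard error 0.111, adjusted p = 1.27e-07) and −1.98 over all mice (standard error 0.110, adjusted p = 5.62e-08). With Trp53+/- it was −0.70 (standard error 0.103, adjusted p = 0.0104) and −0.71 (standard error 0.100, adjusted p = 0.00753). *Ints10* lies at the edge of the stretch of chromosome 8 where DEGs crowd. *Cdk5rap1* changed in opposite directions in both sets of mice. With Trp53+/+ it was higher in Ddx41+/- cells by 2.83 on the log2 scale over the mice of the heatmaps (standard error 0.273, adjusted p = 5.29e-05) and 2.81 over all mice (standard error 0.237, adjusted p = 4.64e-06). With Trp53+/- its log2 fold change was −2.57 (standard error 0.289, adjusted p = 0.00128) and −2.48 (standard error 0.272, adjusted p = 6.57e-04). *Mid1* with Trp53+/- was a DEG over the mice of the heatmaps (log2 fold change 1.51, standard error 0.273, adjusted p = 0.0471) but not over all mice (1.03, standard error 0.299, adjusted p = 1.00). *Tnfaip3* was a DEG with Trp53+/+ in both sets of mice, at a log2 fold change of 0.77 (standard error 0.116, adjusted p = 0.00379) and 0.84 (standard error 0.154, adjusted p = 0.0149), though not with 1 surrogate variable. With Trp53+/- it was a DEG over the mice of the heatmaps (0.76, standard error 0.114, adjusted p = 0.0124) and not over all mice (0.54, standard error 0.150, adjusted p = 1.00). *Nr4a1* was a DEG only over the mice of the heatmaps, at 0.70 with Trp53+/+ (adjusted p = 0.0318) and 0.84 with Trp53+/- (adjusted p = 0.0466). Over all mice its adjusted p was 0.187 with Trp53+/+ and 1.00 with Trp53+/-. *Ahnak* and *Nlrp3* were DEGs only with Trp53+/- and only over the mice of the heatmaps, at 1.05 (adjusted p = 0.00128) and 1.01 (adjusted p = 0.0466). With Trp53+/+, *Ahnak* was at 0.57 over the mice of the heatmaps, under the limit on the fold change (adjusted p = 0.0308), and *Nlrp3* at 0.29 (adjusted p = 0.580). In all mice, the adjusted p with Trp53+/+ and with Trp53+/- was 0.131 and 1.00 for *Ahnak* and 0.532 and 1.00 for *Nlrp3*. *Nlrp3* lies within 15 Mb of *Trp53*, where the DEGs between the Trp53 genotypes are denser than elsewhere. It was not one of those DEGs, and its values here compare the Ddx41 genotypes within each Trp53 genotype. Replicate 12 was at 36.1 CPM of *Ahnak*, 121 of *Ints10*, 5.95 of *Cdk5rap1*, 45.4 of *Tnfaip3*, 41.6 of *Nr4a1*, 8.37 of *Nlrp3* and 1.45 of *Mid1*. For replicate 23 the same genes were at 72.9, 130, 17.6, 108, 65.7, 15.4 and 11.4 CPM. The paper does not say why its heatmaps leave out these 2 mice. Over all tested genes, 7 genes were DEGs with both Trp53 genotypes over the mice of the heatmaps, 6 of them in the same direction, and 3 over all mice, 2 of them in the same direction (*Capn11* and *Ints10*). The number in the same direction over all mice moved most with the unadjusted p in place of the adjusted p, to 25. The effect differed between the Trp53 genotypes, tested as the interaction in both sets of mice, for *Cdk5rap1* (adjusted p = 9.35e-06 and 1.30e-06), *Ints10* (adjusted p = 6.30e-04 and 3.87e-04) and *Mid1* (adjusted p = 0.0158 and 0.00715).

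**Figure D3:**
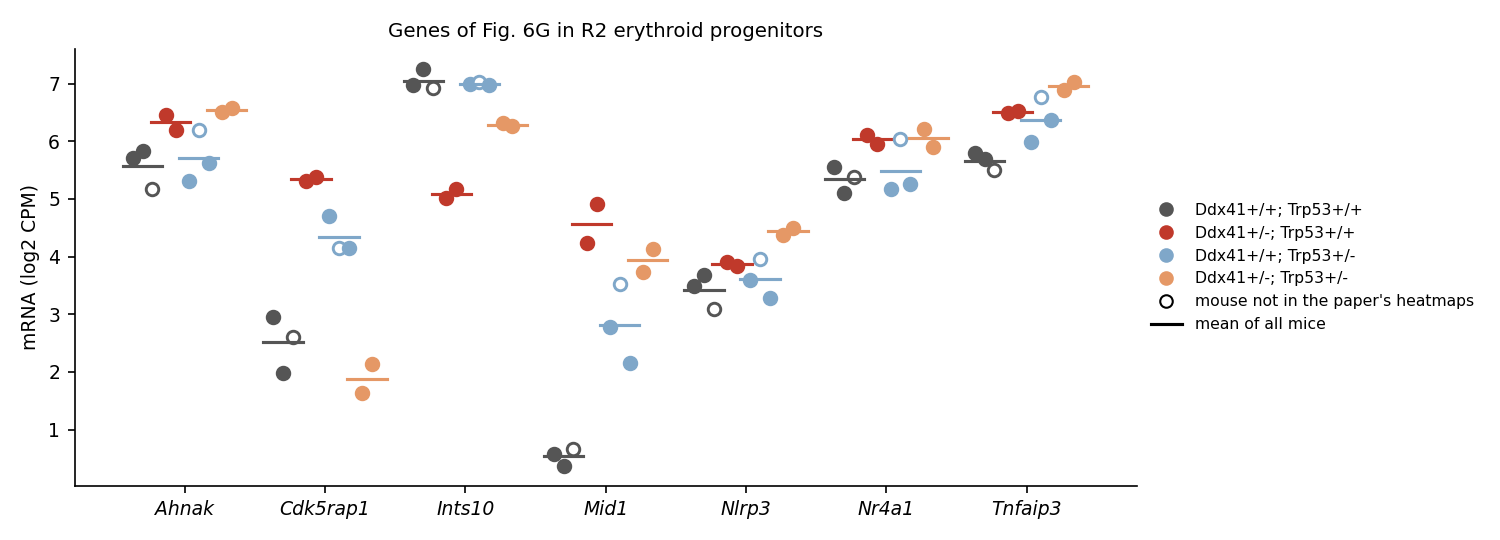
mRNA of the 7 genes of Fig. 6G in R2 cells of the 4 genotypes, in log2 CPM on the vertical axis, with 1 dot per mouse, an open dot for a mouse that the paper's heatmaps do not show, and a line at the mean of each genotype. *Cdk5rap1* rises in Ddx41+/- cells with Trp53+/+ (log2 fold change 2.81) and falls in those with Trp53+/- (−2.48).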

Seven genes were found to be differentially expressed in Ddx41^+/−^ R2 cells independent of Trp53 status, including Tnfaip3 and Nlrp3, both of which are involved in aspects of the innate immune response (Fig. 6G). 

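Apart from *Cdk5rap1* and *Ints10*, the largest changes among the DEGs between Ddx41+/- and Ddx41+/+ R2 cells with Trp53+/- were those of *Magi1*, *Capn11*, *Zfp69* and *Lyz1*. *Magi1* (chromosome 6, 93675455 to 94283917) was at the floor of 3 counts or under in the Ddx41+/- mice and at least 77.3-fold lower over the mice of the heatmaps (adjusted p = 1.68e-04) and at least 55.2-fold lower over all mice (adjusted p = 0.0113). *Capn11*, also at the floor in the Ddx41+/- mice, was at least 45.1-fold and at least 37.5-fold lower (adjusted p = 0.00221 and 0.00358). *Zfp69* (chromosome 4, 120930137 to 120951699) was at least 32.4-fold higher in Ddx41+/- cells over the mice of the heatmaps (adjusted p = 0.00371), and over all mice its log2 fold change was 4.87 (standard error 0.541, adjusted p = 6.57e-04). In replicate 23, *Zfp69* had 5 counts and *Magi1* 31. *Lyz1* (chromosome 10, 117287797 to 117292868), which shares 6.22% of its 75-base stretches with *Lyz2*, was a DEG only over the mice of the heatmaps (log2 fold change 2.40, standard error 0.428, adjusted p = 0.0466). Of the 42 innate inflammatory genes tested, 2 were DEGs over the mice of the heatmaps (*Nlrp3* and *Tnfaip3*, two-sided Fisher's exact test against all tested genes, adjusted p = 0.00439 over 8 lists). The immediate-early and heat-shock genes were enriched alike, with 2 DEGs of 34 (Fisher's adjusted p = 0.00439), so the enrichment was not specific to innate inflammatory genes. No gene of either list was a DEG over all mice, where 5 genes in all were called. Of the 50 interferon-stimulated genes, none was a DEG in either set of mice. Why the heatmaps leave out replicate 23 is not stated in the paper.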

Pathway analysis of the DEG in Ddx41^+/−^;Trp53^+/−^ compared to Ddx41^+/+^;Trp53^+/−^ cells revealed the presence of innate immune and cytokine-related signaling pathways (Fig. 6H). This suggests that innate immune activation persists in Ddx41^+/−^ cells even when Trp53 is heterozygous.

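The innate inflammatory genes were higher in Ddx41+/- R2 cells with Trp53+/- by a mean log2 fold change of 0.36 over the mice of the heatmaps (35 of 42 higher, camera's adjusted p = 1.39e-10) and 0.30 over all mice (35 of 42 higher, adjusted p = 1.65e-10). Adjusted over the list alone, 8 of its genes had an adjusted p under 0.05 over the mice of the heatmaps and 2 over all mice (*Nlrp3* and *Tnfaip3*). Per mouse, the list's mean log2 CPM relative to all 10 mice was 0.26 ± 0.0374 (SD, n = 2) in Ddx41+/- cells with Trp53+/- and −0.11 ± 0.208 (SD, n = 2) in Ddx41+/+ cells of the heatmaps. The genotypes did not overlap (two-sided exact permutation test, p = 0.333 over the mice of the heatmaps and p = 0.1 over all mice, the smallest p that these group sizes allow). Replicate 23, which the paper left out of the heatmaps for no given reason, was at 0.046, and replicate 12 at −0.14. In the same comparison, the mean per mouse of monocyte and macrophage marker genes was higher by 0.52 over the mice of the heatmaps and 0.46 over all mice (two-sided exact permutation test, p = 0.333 and p = 0.1). Whether RNA from such cells contributed to the innate inflammatory genes was not tested. The interferon-stimulated genes were higher with Trp53+/- by a mean log2 fold change of 0.46 over the mice of the heatmaps (49 of 50 higher, camera's adjusted p = 9.26e-23) and 0.22 over all mice (45 of 50 higher, adjusted p = 5.96e-11). Of these, 18 had an adjusted p under 0.05 over the mice of the heatmaps when adjusted over the list alone, and none over all mice. Their mean per mouse was 0.11 ± 0.20 (SD, n = 2) in Ddx41+/- cells and −0.32 ± 0.0476 (SD, n = 2) in Ddx41+/+ cells of the heatmaps, but replicate 23 was at 0.21, inside the range of the Ddx41+/- mice (two-sided exact permutation test, p = 0.333 over the mice of the heatmaps and p = 0.4 over all mice). With the inter-gene correlation estimated from each list, the innate inflammatory genes still passed camera's test with Trp53+/- over all mice, and the interferon-stimulated genes, at a mean of 0.22, did not. Whether the effect on the innate inflammatory genes differs between the Trp53 genotypes was tested on the means per mouse, where the difference between the effects was −0.21 over the mice of the heatmaps and −0.19 over all mice (two-sided exact permutation test, p = 0.667 and p = 0.57). That test exchanged the Ddx41 genotypes and could not have given a p under 0.333 and under 0.1 however large the effect with Trp53+/+ had been, and exchanging the Trp53 genotypes instead, chosen after the values were seen, gave p = 0.5 and p = 0.283 (two-sided exact permutation test, 0.0556 and 0.0167 at the smallest). From the pathways among the DEGs with Trp53+/-, which include innate immune and cytokine-related signaling, the paper proposes that innate immune activation remains in Ddx41+/- cells when Trp53 is heterozygous.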

p53 is commonly activated by genotoxic stress but can also be activated in cells with ribosome biogenesis defects through increased abundance of free ribosomal proteins [25]. The mechanism for this regulation is that the free ribosomal proteins bind to MDM2 and cause it to release p53, reducing its proteasomal degradation. A mutant of Mdm2 (C305F) has reduced binding to free ribosomal proteins and is thus not affected by ribosome defects (Supplementary Fig. 8D) [26]. Thus, to determine if the activation of p53 that contributes to phenotypes of Ddx41^+/−^ HSPCs is caused by inefficiency of ribosome biogenesis, we crossed Ddx41^flox^ mice with Mdm2^C305F^mice. We conducted a competitive transplant assay with BM cells from Ddx41^+/f^;RosaCreERT2;Mdm2^C305F^ mice and controls (Supplementary Fig. 8E). As expected from previous reports, the Mdm2 mutation reduces BM chimerism in competitive transplants, which limited the potential for a specific rescue of the Ddx41^+/−^ phenotype [27]. Despite the reduced engraftment efficiency of the Mdm2-C305F cells, we observed that the presence of this mutation masked the Ddx41^+/−^ phenotype, such that there was no significant difference in engraftment caused by Ddx41-heterzygosity in the Mdm2 mutant cells. This result supports the conclusion that ribosomal stress through Mdm2/p53 contributes to the fitness defect of Ddx41^+/−^ stem cells.

### Combined heterozygosity of p53 and Ddx41 causes a highly penetrant hematologic malignancy

To assess the effect of combined Ddx41 and Trp53 heterozygosity on the development of hematologic disease, we transplanted CD45.2+ Ddx41^+/f^;Trp53^+/−^;RosaCreERT2 BM cells into lethally-irradiated CD45.1+ recipients without competitor cells, excised the Ddx41-floxed allele by tamoxifen treatment, and then followed the recipient mice for up to one year. Within 3 months post transplantation, mice engrafted with Ddx41^+/−^;Trp53^+/−^ BM cells began to became moribund. By 12 months, 9 of 10 mice developed a hematologic disease (Fig. 7A). The hematologic phenotype was variable in that some mice had hypercellular BM whereas others were hypocellular. The spleens were universally enlarged due to extramedullary hematopoiesis or blasts (Fig. 7B). Most mice were anemic, whereas platelet and white blood cell numbers were variable (Fig. 7C, Supplementary Fig. 9A). Flow cytometry for HSPC in the BM revealed increased LSK and SLAM + LSK cell abundance in a portion of the Ddx41^+/−^;Trp53^+/−^ moribund mice (Fig. 7D, Supplementary Fig. 9B). The splenic architecture was abnormal in all mice, having reduced red pulp and increased abundance of nucleated cells throughout the tissue, consistent with extramedullary hematopoiesis (Fig. 7E). By flow cytometry on the spleen, we observed altered proportions of lymphoid/myeloid cell sets, including an expansion of myeloid cells (Supplementary Fig. 9C). We also observed abnormal architecture of the BM with overcrowding by nucleated cells in several of the sick mice (Fig. 7E).

**Fig. 7:**
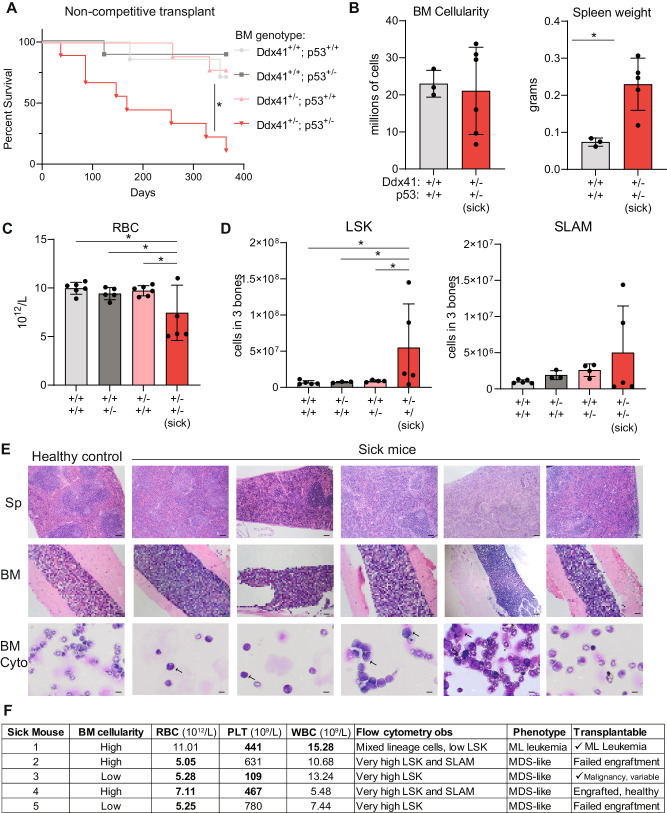
Combined heterozygosity of Ddx41 and p53 causes near-fully penetrant hematologic malignancy. **A** Kaplan–Meier plot for survival of mice transplanted with bone marrow of the indicated genotypes. **B** Bone marrow cellularity and spleen weight in mice at time of sacrifice (one year for controls). **C** Common blood count data for mice at one year-old or at time of sacrifice. **D** Quantitation of the number of Lin^−^Sca^+^Kit^+^ and SLAM (Lin^−^Sca^+^Kit^+^CD48^-^CD150^+^) cells in the bone marrow of sick mice compared to controls at end of experiment. **E** H&E stains of spleen and bone marrow sections and Wright-Geimsa stains of bone marrow cytospins from sick mice compared to a control group mouse. **F** Table indicating common blood count and other phenotypic data for sick mice from the Ddx41^+/−^;Trp53^+/−^ group.

To determine whether the hematologic phenotype is durable, we performed secondary transplants using Ddx41^+/−^;Trp53^+/−^ BM cells from independent sick mice. We observed engraftment by BM cells from 3 out of 5 sick mice, with 2 samples causing lethal hematologic malignancy phenotypes similar to their donor (Fig. 7F, Supplementary Fig. 10A). Recipient mice engrafted with Ddx41^+/−^;Trp53^+/−^ BM cells (from sick mouse #1) developed a rapid and lethal disease, which included expansion of Ddx41^+/−^;Trp53^+/−^ cells in the BM and PB (Supplementary Fig. 10A, B). Both donor (sick mouse #1) and recipients had blasts with mixed cellular phenotype (Gr1 + /CD3e + ) in the BM, spleen, and PB, and had very low numbers of LSK and SLAM (Supplementary Fig. 10C, E). The recipients were anemic, thrombocytopenic, and had an elevated WBC count, similar to the donor (Supplementary Fig. 10D). Recipient mice engrafted with BM cells from sick mouse #3 also developed a lethal condition. These mice exhibited hallmarks of MDS including thrombocytopenia and lymphopenia, and marked accumulation of CD45.2 + LK and LSK cells in the BM with modest CD45.2+ engraftment in the PB, indicating impaired differentiation (Supplementary Fig. 10D, E). Recipients of BM from sick mice #1 and #3 had enlarged spleens, abnormal splenic architecture, and blast-like cells in the BM (Supplementary Fig. 10F, G). Recipient mice engrafted with BM cells from three other diseased donor mice did not develop a lethal disease within the study period, due to low engraftment, which is common with models of MDS, or the presence of healthy donor HSC that outcompeted the diseased HSC upon transplant (sick mouse #4) (Fig. 7F, Supplementary Fig. 10A). To determine the presence of cooperating mutations in the diseased mice, we assessed the presence of the wild-type p53 allele and found that it was not lost in any of the mice at time of sacrifice (data not shown), and we also conducted whole exome sequencing on two mice (sick mice #3 and #4) and did not observe the acquisition of mutations in known leukemia-causing genes (Supplementary Table). Collectively, these data indicate that combined heterozygosity for Ddx41 and Trp53 drives a highly penetrant hematologic malignancy phenotype that is often characterized by stem cell expansion, anemia, and thrombocytopenia, and can transform into leukemia in some instances.

## Discussion

Several potential mechanisms have been proposed for how DDX41 mutations promote malignancy [6, 28–30]. Our models demonstrate that heterozygous loss of DDX41 is not itself an oncogenic driver since Ddx41-heterozygous mice live long lives with only mild hematologic phenotypes. The strong association of DDX41 mutation with low mutation burden and normal cytogenetics argues against genomic instability as the predominant mechanism of transformation in these patients. Accordingly, we did not observe increased DNA damage foci in DDX41-mutant cells. This observation differs from previous reports showing that DDX41 prevents R-loop formation and associated DNA damage [28, 29, 31]. It is possible that the apparent contradiction of these observations is caused by the cellular context or mode of inhibition of DDX41 expression used. Importantly, our analysis of DNA damage levels included in vivo hematopoietic progenitor cells with heterozygous loss of DDX41, precisely modeling the cellular context and DDX41 status of pre-disease cells. Nonetheless, our study does not rule out a role for DDX41 in maintaining genome integrity in some cellular contexts. It is also important to note that our analysis of the effect of partial reduction in DDX41 expression in leukemia cells (MOLM13 cells) was conducted in a transient setting, with analysis occurring 4–6 days post-transduction. A previous study showed that partial reduction in DDX41 expression promoted the leukemogenicity of K562 cells, but this experiment was conducted on selected cells over a longer time period, which may explain the discrepancy [6].

A recent study of DDX41 mutation carriers indicated that their blood counts are predominantly normal prior to disease onset, except for a mild decrease in RBC [32]. This condition is precisely replicated by conditional Ddx41^+/−^ mice, which are mildly anemic throughout their lifespan. This and the reduced output from in vitro erythroid differentiation cultures indicate that the efficiency of erythropoiesis is reduced by heterozygosity of Ddx41. A previous report also demonstrated that partial loss of ddx41 in zebrafish predominantly effects erythropoiesis [28]. We posit that the erythroid lineage is uniquely affected at steady state because erythropoiesis requires the highest rates of cellular proliferation among the blood lineages.

Since other blood cell lineages are not perturbed by Ddx41-heterozygosity during steady-state hematopoiesis, it is unlikely that overt hematopoietic failure is a mechanism for disease initiation in DDX41-mt patients. Rather, our data support the conclusion that DDX41-heterozygosity reduces HSPC fitness during times of rapid cellular proliferation, which we have modeled using BM transplantation stress. In the post-transplantation period, we observed increased cellular stress signaling in both LSK cells and erythroid progenitors, with evidence of activated p53 signaling in the erythroid cells. 

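A list of 40 p53 target genes was tested in the R2 cells, of which 37 passed the filter on low counts. With Trp53+/+, their mean log2 fold change between Ddx41+/- and Ddx41+/+ cells was 0.30 over the mice of the heatmaps (28 of 37 higher, camera's adjusted p = 0.0025) and 0.29 over all mice (24 of 37 higher, adjusted p = 0.00116). *Cdkn1a* was the only DEG of the list in both sets of mice, a call that was lost with 1 surrogate variable and without Ddx41+/+ replicate 11. Adjusted over the list alone, 4 genes had an adjusted p under 0.05 over the mice of the heatmaps (*Cdkn1a*, *Epha2*, *Plk2* and *Ddit4*) and 3 over all mice (the same without *Ddit4*), the last 3 being named only after their values were seen. As each mouse's mean log2 CPM relative to all 10 mice, the list was at 0.22 ± 0.0630 (SD, n = 2) in Ddx41+/- cells and −0.060 ± 0.0655 (SD, n = 2) in Ddx41+/+ cells of the heatmaps. The genotypes did not overlap (two-sided exact permutation test, p = 0.333 over the mice of the heatmaps and p = 0.1 over all mice, in each case the smallest possible). With Trp53+/-, the mean log2 fold change was 0.18 over the mice of the heatmaps (23 higher and 13 lower, camera's adjusted p = 0.0188) and 0.13 over all mice (21 higher and 15 lower, adjusted p = 0.0556). The list was at 0.028 ± 0.0330 (SD, n = 2) in Ddx41+/- cells and −0.16 ± 0.136 (SD, n = 2) in Ddx41+/+ cells of the heatmaps with Trp53+/-. Replicates 12 and 23, which the paper leaves out of its heatmaps without a stated reason, were at −0.041 and −0.012. The effect with Trp53+/- less that with Trp53+/+, on the means per mouse, was −0.092 over the mice of the heatmaps and −0.13 over all mice. Exchanging the Ddx41 genotypes gave p = 0.778 and p = 0.49 for this difference (two-sided exact permutation test), but however large the effect with Trp53+/+ had been, p could not have been under 0.333 and 0.1. Exchanging the Trp53 genotypes, chosen after the values were seen, gave p = 0.611 and p = 0.333 (two-sided exact permutation test, 0.0556 and 0.0167 at the smallest). With each mouse left out in turn, the mean with Trp53+/+ stayed between 0.22 and 0.34. In Ddx41+/+ mice, the list's mean per mouse with Trp53+/- differed from that with Trp53+/+ by −0.058 over all mice (two-sided exact permutation test, p = 0.7). *Epha2* was a DEG in that comparison but higher with Trp53+/- (log2 fold change 1.69), and RNA from B cells was not excluded for it. Its rise in Ddx41+/- cells therefore does not by itself point to p53 activity.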

The TP53 tumor suppressor is a major regulator of cellular stress signaling, and thus we utilized TP53-heterozygosity to reduce this cell stress signaling while keeping the genome surveillance function of p53 intact. The rescue of Ddx41^+/−^ HSPC defects by reduced p53 expression indicates that cellular stress is a cause of the HSPC fitness defect, and that selective pressure for mutations that attenuate cellular stress signaling is heightened in Ddx41^+/−^ HSPC pools. In some cases, these mutations may be maladaptive, such as p53 mutations. Importantly, DDX41-mt MDS/AML patients bearing heterozygous p53 frameshift mutations have been observed in the clinic. The elderly age of disease onset in DDX41-mt patients is consistent with gradual selection of malignant clones through episodes of hematopoietic stress, such as infections.

While heterozygous loss of p53 reduces cellular stress signaling caused by DDX41-heterozygosity, it is unlikely to mitigate the source of the cellular stress, such as a ribosome defect. Frequently, cellular stress in the hematopoietic compartment activates inflammatory and innate immune response pathways, and these pathways are known drivers of MDS and AML pathogenesis [23, 33]. Importantly, we found that p53 heterozygosity reduced the cellular stress signaling but did not attenuate innate immune activation associated with Ddx41-heterozygosity, and it is likely that uncontrolled activation of these pathways contributes to the onset of malignancy in our model.

Multiple functions have been described for DDX41, including splicing, R-loop repair, and ribosome biogenesis, and reduced efficiency of any of these pathways could contribute to cellular stress. While our data support a role for inefficient ribosome biogenesis in causing the HSPC fitness defects, it is possible that inefficiencies in many of these cellular functions are involved. Future studies are necessary to identify targeted therapeutic strategies to rescue these cellular fitness defects such that selection of malignant clones in the bone marrow of patients can be prevented.

### Supplementary information

Supplementary Information

Supplemental Table 1

## Data Availability

All raw data are available by request from the corresponding author. Sequencing data has been deposited to the Gene Expression Omnibus (GSE248396 and GSE247409).

# Supplementary material for: DDX41 haploinsufficiency causes inefficient hematopoiesis under stress and cooperates with p53 mutations to cause hematologic malignancy
**Source:** Leukemia. 2024 Jun 27;38(8):1787–98. doi: 10.1038/s41375-024-02304-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Methods**

### **Mice**

Animals were bred and housed in the Association for Assessment and Accreditation of Laboratory Animal Care-accredited animal facility of Cincinnati Children's Hospital Medical Center. All mouse work was conducted under an IACUC-approved protocol (2022-0055). All mouse strains were kept on C57BL/6N background. When mice were moribund (pale, extreme lethargy, panting, etc), they were sacrificed by CO<sub>2</sub> asphyxiation, and bones and spleen were harvested for analysis. BM was harvested by crushing leg bones with a mortar and pestel. RBC were lysed in 1X Lysing Buffer (BD Biosciences). For longitudinal studies, mice were bled monthly by submandibular puncture to obtain 50-100µl of blood.

### **Cell Lines**

MOLM13 cell lines were obtained from AddexBio Cat# C0003003 (Independently STR profiled to confirm identity in August 2023) cultured in RPMI 1640 medium with 20% FBS and 1% Penicillin-streptomycin. HEK293T cell line for virus production was cultured in DMEM with 10% FBS and 1% Penicillin-streptomycin.

### **CRISPR Knockout Cell lines**

To generate p53-knockout MOLM13 cells, we transfected cells with gRNA:Cas9 complexes using 1.5µg Alt-R S.p.Cas9 (IDT) with 1µg sgRNA (Synthego) in the NEON transfection system (Thermo, settings:1400V, 20ms, 1 pulse). Single cell clones were screened for loss of p53 by immunoblot and then confirmed by Sanger sequencing.

### **Flow Cytometry**

Antibodies included B220, CD11b, Ly-6G, CD45.2, CD45.1, c-Kit, Sca-1, CD135 (eBiosciences); Ter119, CD71, CD3e, CD48, Streptavidin (Thermo); CD150 (Biolegend). For flow cytometry analysis of HSPC populations, the following gating was used: LSK (Lin<sup>neg</sup>, Sca-1<sup>+</sup>, c-Kit<sup>+</sup>); LSK-SLAM (Lin<sup>neg</sup>, Sca-1<sup>+</sup>, c-Kit<sup>+</sup>, CD48<sup>-</sup>, CD150<sup>+</sup>), MPP-2 (Lin<sup>neg</sup>, Sca-1<sup>+</sup>, c-Kit<sup>+</sup>, CD34<sup>+</sup>, CD48<sup>+</sup>, CD150<sup>+</sup>, CD135<sup>-</sup>), MPP-3 (Lin<sup>neg</sup>, Sca-1<sup>+</sup>, c-Kit<sup>+</sup>, CD34<sup>+</sup>, CD48<sup>+</sup>, CD150<sup>-</sup>, CD135<sup>+</sup>), and MPP-4 (Lin<sup>neg</sup>, Sca-1<sup>+</sup>, c-Kit<sup>+</sup>, CD34<sup>+</sup>, CD48<sup>+</sup>, CD150<sup>-</sup>, CD135<sup>+</sup>). All live-cell flow samples were stained with 7-AAD (eBiosciences) for dead/dying cells immediately before analysis. For in vitro measurement of protein synthesis, Click-iT HPG Alexa-Fluor 594 Protein Synthesis Assay was used (Thermo).

### **Virus production**

DDX41 shRNAs expressed from pLKO.1-GFP were generated previously<sup>8</sup>. Lentiviral supernatants (pLKO) were made by transfecting HEK293T cells using Trans-LT (Mirus) transfection reagent with lentiviral plasmid, pCDLN packaging vector, and pMD.2 VSV-G envelope vector and harvesting the culture medium 48hrs post-transfection. Cells were transduced with viral supernatant containing 0.8µg/ml polybrene for 24hrs. Expression of GFP was determined using flow cytometry.

## Colony assays

For Rosa-CreERT2 colony assays, 1  $\mu$ M 4-hydroxytamoxifen was added to the methocult. Colonies were counted after 12 days using Stemvision (StemCell Technologies).

## RNA-Sequencing Analysis

We obtained 20M 75bp paired-end reads. 

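In the deposited counts of the R2 cells, the reads counted on genes numbered 7866648 to 20283930 per library over the 10 mice, with a median of 16614386. These totals hold only the reads that the authors' counting placed on a gene, so they are not the number of reads sequenced. The smallest library was that of Ddx41+/- replicate 34 with Trp53+/+, and the largest that of Ddx41+/+ replicate 11 with Trp53+/+, both shown in the heatmaps. Replicates 12 and 23, left out of the heatmaps for a reason the paper does not give, held 14590345 and 16359567 counts. Between 12882 and 14062 genes had at least 1 count per library, and the 10 most abundant genes held 9.15% to 10.7% of the counts. Pairs of mice of the same genotype correlated with a Pearson's r of 0.977 to 0.987 across genes, which are not independent replicates, and pairs of different genotypes with 0.972 to 0.989. A chi-square statistic per degree of freedom between libraries of the same genotype was 6.58 to 16.8, where counting error alone gives 1 for independent counts. Reads copied by PCR also raise this statistic, so it does not show how much of the excess lies between mice.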

For splicing analysis of the RNA-Seq data, alternative splicing events were predicted using AltAnalyze (<http://www.altanalyze.org>, v2.1.3 ) with mouse mm10 Ensembl database (v72)<sup>29</sup>. Briefly, alternative gene/exon statistics were calculated using a unpaired moderated t-test option and default cutoffs (dabg\_p (p-value corresponds to the detection above background (DABG)): 1.0, junction expression threshold: 5.0, exon\_exp\_threshold: 5.0, gene\_exp\_threshold: 200.0, exon\_rpk\_m\_threshold: 0.5, gene\_rpk\_m\_threshold: 1.0). To identify differential alternative exon usages and alternative splicing events, the MultiPath-PSI splicing algorithm was chosen with p-value cutoff < 0.05 (alt\_exon\_fold\_variable: 0.1, gene\_expression\_cutoff: 10.0).

## Single-cell RNA Sequencing

The scRNA-Seq assay was performed according to the manufacturer's instructions (Chromium Next GEM Single Cell 3' Reagent Kits v3.1 (Dual Index) with Feature Barcode technology for Cell Surface Protein, 10x Genomics). Briefly, Total-Seq B antibody-labeled cells were resuspended in the master mix and loaded together with partitioning oil and gel beads into the chip to generate a gel bead-in-emulsion (GEM). The poly-A RNA from the cell lysate contained in every GEM was reverse transcribed into cDNA, adding an Illumina TruSeq R1 primer sequence, Unique Molecular Identifier (UMI) and the 10x Barcode. The DNA conjugated to the Total-Seq B antibodies (Feature Barcodes aka FBs) was also barcoded by adding an Illumina Nextera R1, UMI, and the 10x Barcode. The cell barcoded molecules were then cleaned up with Silane DynaBeads and amplified using 14 PCR cycles. Size selection using SPRIselect reagent was performed post amplification to separate full-length cDNA from FBs. Next, full-length, barcoded cDNA was then enzymatically fragmented, sized-selected, adapter-ligated, and amplified for library construction. During the library construction, P5, P7, i7 and i5 sample indexes, and TruSeq Read 2 were added. Separately, FBs were prepared into library constructs by incorporating P5, P7, i7 and i5 sample indexes, and TruSeq Read 2 via PCR. Samples were pooled and run on the NovaSeq 6000 sequencer with a S4 flow cell using the following sequencing parameters: R1: 28 cycles, i7: 10 cycles, i5: 10 cycles, R2: 90 cycles. Sequencing data processing and sample demultiplexing was done using cellranger multi<sup>30</sup>. Matrices were processed with Seurat using standard normalization procedures<sup>31</sup>. Only cells with less than or equal to 5% mitochondrial gene content and number of genes between 500 and 7,500 were kept. Clustering of cells based on graphical features was done using the provided Louvain algorithm. We used multiple resolutions to find the cluster structure that best captures the expected group of hematopoietic cells. Clusters were named based on the expression of lineage-specific genes (markers) using a single-cell atlas of mouse hematopoiesis<sup>32</sup>. Differentially expressed genes between clusters were found with the DESeq2 method<sup>33</sup>. An average expression of each gene from all cells in each cluster was calculated for this purpose.

## Whole Exome Sequencing on mouse bone marrow

DNA was isolated from BM mononuclear cells using the Zymo Quick-DNA kit. Mouse Exome was enriched using Twist Mouse Exome probe set following manufacturer's protocols (Twist Biosciences). Samples were sequenced on an Illumina NovaSeq. FASTQ files were aligned to mouse mm10/GRCm38 genome. Variants were called with DeepVariant and variant annotations with snpEff<sup>34,35</sup>.

## Antibodies

| Antibody                                                                    | Company        | Catalog number | Notes           |
|-----------------------------------------------------------------------------|----------------|----------------|-----------------|
| CD45R (B220) Monoclonal Antibody (RA3-6B2), APC                             | eBioscience    | 17-0452-82     |                 |
| CD11b Monoclonal Antibody (M1/70), PE-Cyanine7                              | eBioscience    | 25-0112-81     |                 |
| Ly-6G/Ly-6C Monoclonal Antibody (RB6-8C5), eFluor™ 450                      | eBioscience    | 48-5931-82     |                 |
| CD45.2 Monoclonal Antibody (104), APC-eFluor™ 780                           | eBioscience    | 47-0454-82     |                 |
| CD45.1 Monoclonal Antibody (A20), PE                                        | eBioscience    | 12-0453-82     |                 |
| Brilliant Violet 510™ anti-mouse CD45.1 Antibody                            | Biolegend      | 110741         |                 |
| CD117 (c-Kit) Monoclonal Antibody (2B8), APC                                | eBioscience    | 17-1171-81     |                 |
| CD117 (c-Kit) Monoclonal Antibody (2B8), APC-eFluor™ 780                    | eBioscience    | 47-1171-82     |                 |
| Ly-6A/E (Sca-1) Monoclonal Antibody (D7), PE                                | eBioscience    | 12-5981-82     |                 |
| Ly-6A/E (Sca-1) Monoclonal Antibody (D7), PE-Cyanine7                       | eBioscience    | 25-5981-82     |                 |
| CD135 (Flt3) Monoclonal Antibody (A2F10), APC                               | eBioscience    | 17-1351-80     |                 |
| TER-119 Monoclonal Antibody (TER-119), FITC                                 | ebioscience    | 11-5921-82     |                 |
| Anti-Human CD71 (Transferrin Receptor) Antibody, Clone OKT9, APC            | Stemcell       | 60106AZ.1      |                 |
| CD71 (Transferrin Receptor) Monoclonal Antibody (R17217 (R17 217.1.4)), PE, | ebioscience    | 12-0711-81     |                 |
| CD3e Monoclonal Antibody (145-2C11), PE                                     | eBioscience    | 12-0031-82     |                 |
| BD Pharmingen™ FITC Hamster Anti-Mouse CD3e                                 | BD Pharm       | 553062         |                 |
| CD48 Monoclonal Antibody (HM48-1), FITC                                     | eBioscience    | 11-0481-85     |                 |
| BD Horizon™ BV510 Hamster Anti-Mouse CD48                                   | BD Bioscience  | 563536         |                 |
| Streptavidin APC-eFluor™ 780 Conjugate                                      | Thermo Fisher  | 47-4317-82     |                 |
| PE/Cy7 anti-mouse CD150 (SLAM) Antibody                                     | Biolegend      | 115914         |                 |
| DDX41 Antibody (2F4)                                                        | Novus          | H00051428-M01  |                 |
| p53 Antibody (DO-1)                                                         | Santa cruz     | sc-126         | For human cells |
| p53 (1C12) Mouse mAb                                                        | Cell Signaling | 2524           | For mouse cells |
| Vinculin (E1E9V) XP® Rabbit mAb                                             | Cell Signaling | 13901          |                 |

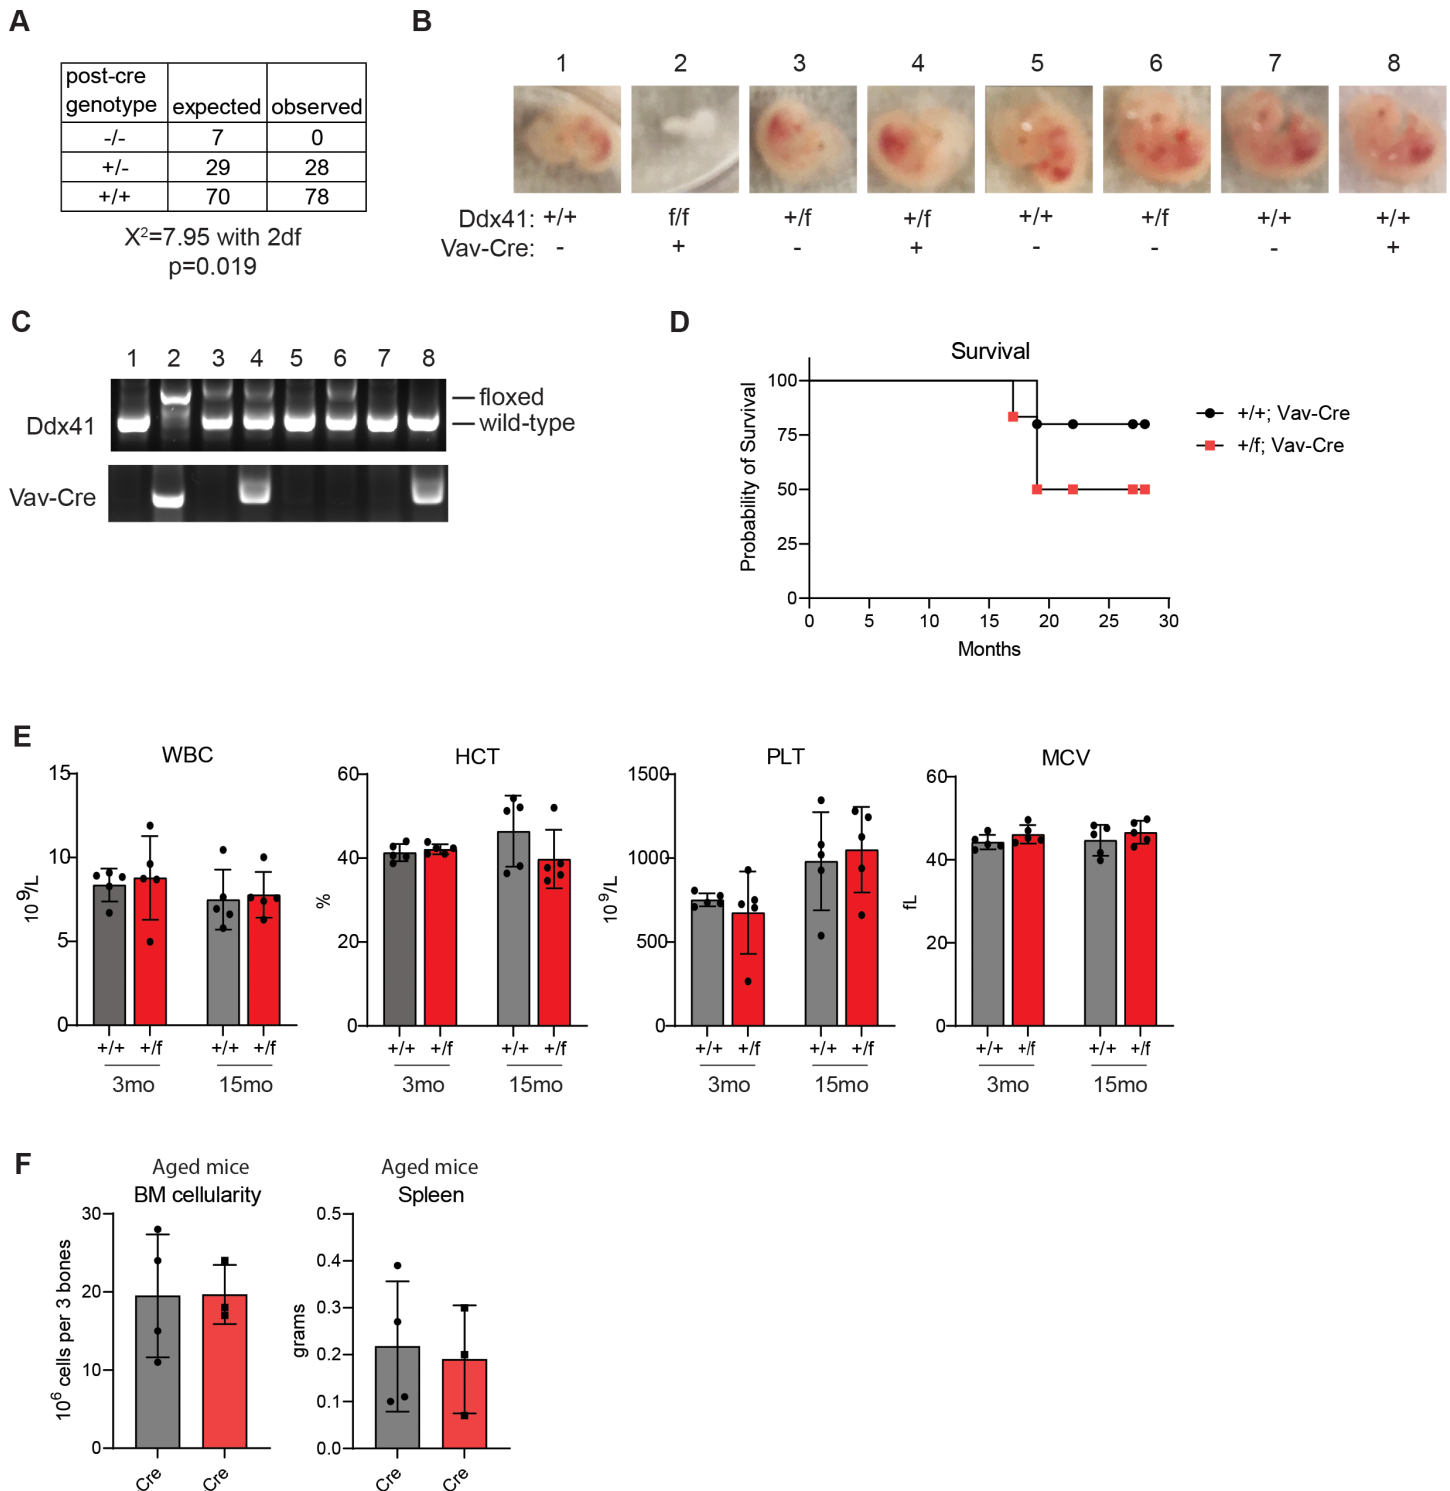

**Supplementary Figure 1. Mice with heterozygous loss of Ddx41 in the hematopoietic system are viable with mild reduction in red blood cells over the course of life. (A)** Table of observed genotypes of viable pups from Ddx41<sup>fllox</sup> Vav-Cre litters compared to expected Mendelian ratios. Chi-square test indicates a significant difference from expected for the number of Ddx41<sup>flf</sup>;Vav-Cre<sup>+</sup> pups. **(B)** Pictures of E12.5 embryos from a single litter with indicated genotyping result. **(C)** PCR result for genotyping of pups in B. **(D)** Kaplan-Meier plot for survival of mice of indicated genotypes. Mice were age/gender matched. **(E)** Common blood count results on peripheral blood of mice at 3 months and 15 months of age. **(F)** Bone marrow cellularity and spleen weight in aged mice.

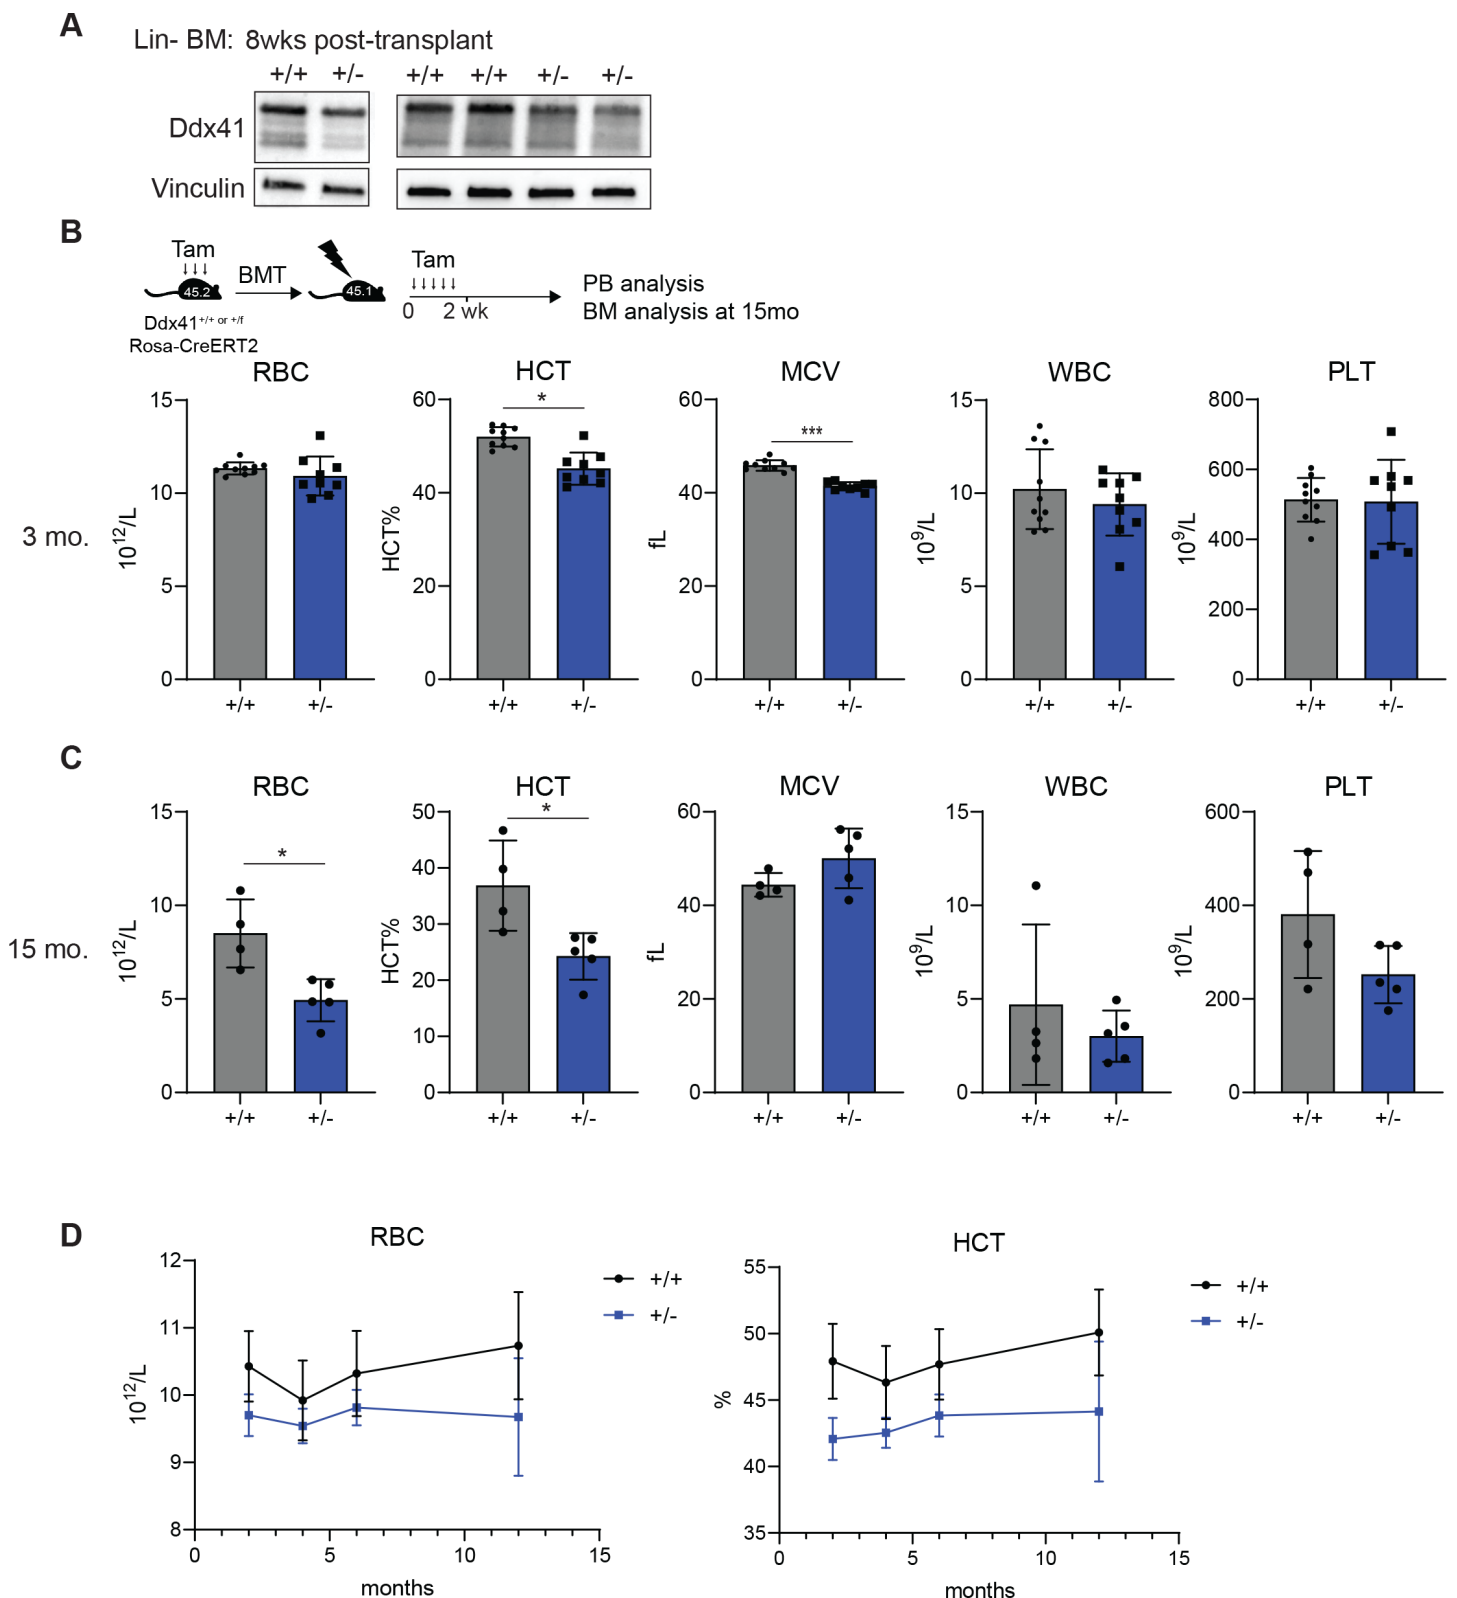

**Supplementary Figure 2. Loss of one allele of Ddx41 in hematopoietic cells causes mild reduction in red blood cells over the course of life.** (A) Immunoblot on lysates from lineage-negative bone marrow cells with the indicated genotypes harvested 8-weeks post-transplant. (B) Common blood count data from mice transplanted with Ddx41<sup>+/f</sup>;Rosa-CreERT2 or control bone marrow and treated with tamoxifen immediately following transplant. Data is from bleeds at 3 months post-transplant. (C) Common blood count data from bleeds at 15 months post-transplant. (D) Red blood cell number and hematocrit in common blood count analysis of mice transplanted with bone marrow of the indicated genotype.

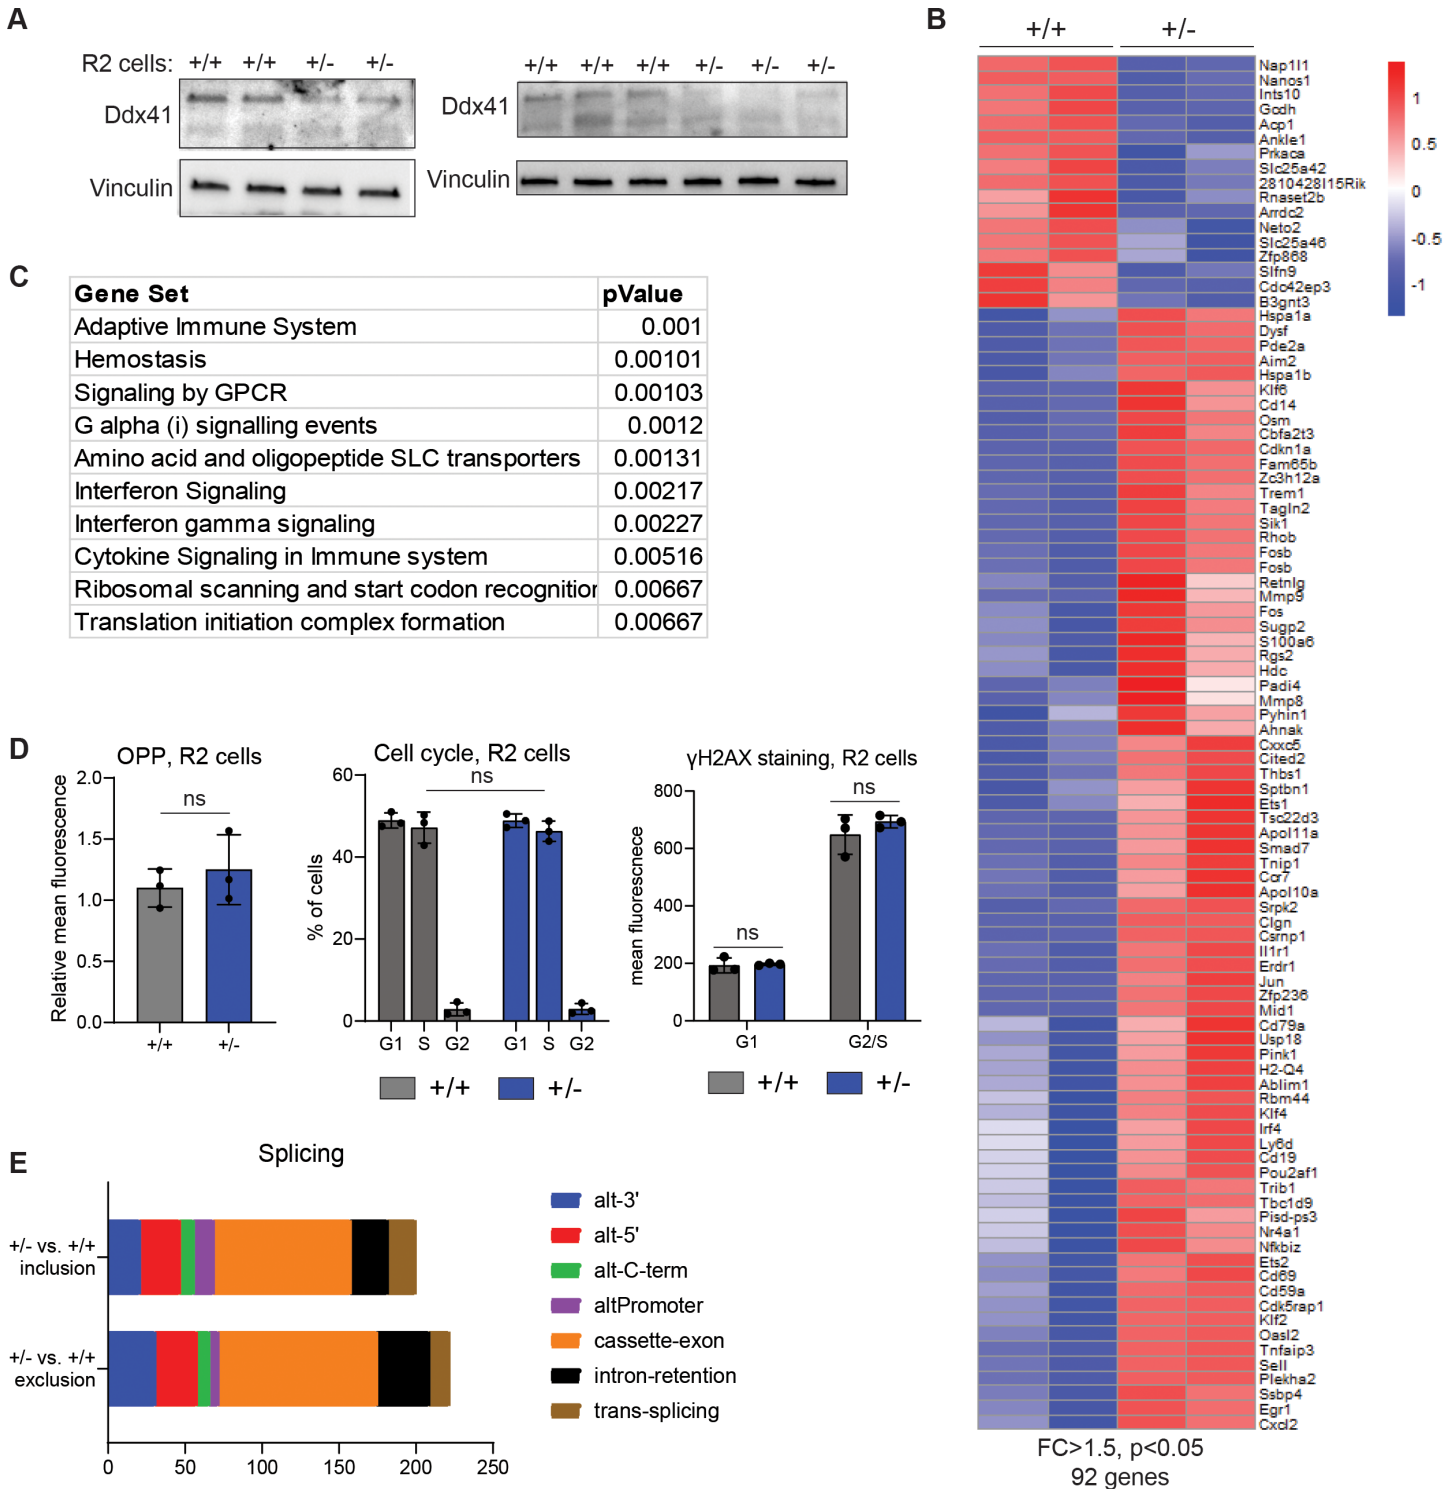

**Supplementary Figure 3. Ddx41<sup>+/-</sup> erythroid progenitors have cell growth defect ex vivo and activated cell stress-related gene expression in vivo.** (A) Immunoblot for DDX41 expression in CD71+ Ter119+ erythroid progenitors sorted from Ddx41<sup>+/-</sup>; RosaCreERT2 transplanted bone marrow. (B) Heatmap of differentially-expressed genes in CD71+ Ter119+ sorted from transplanted Ddx41<sup>+/-</sup>; RosaCreERT2 bone marrow. (C) Gene set enrichment analysis on RNA-Seq data shown in B. (D) OP-Puro and EdU incorporation in CD71+ Ter119+ cells in Ddx41<sup>+/-</sup>; RosaCreERT2 transplanted bone marrow. (E) Analysis of differential splicing in RNA-Seq data shown in B.

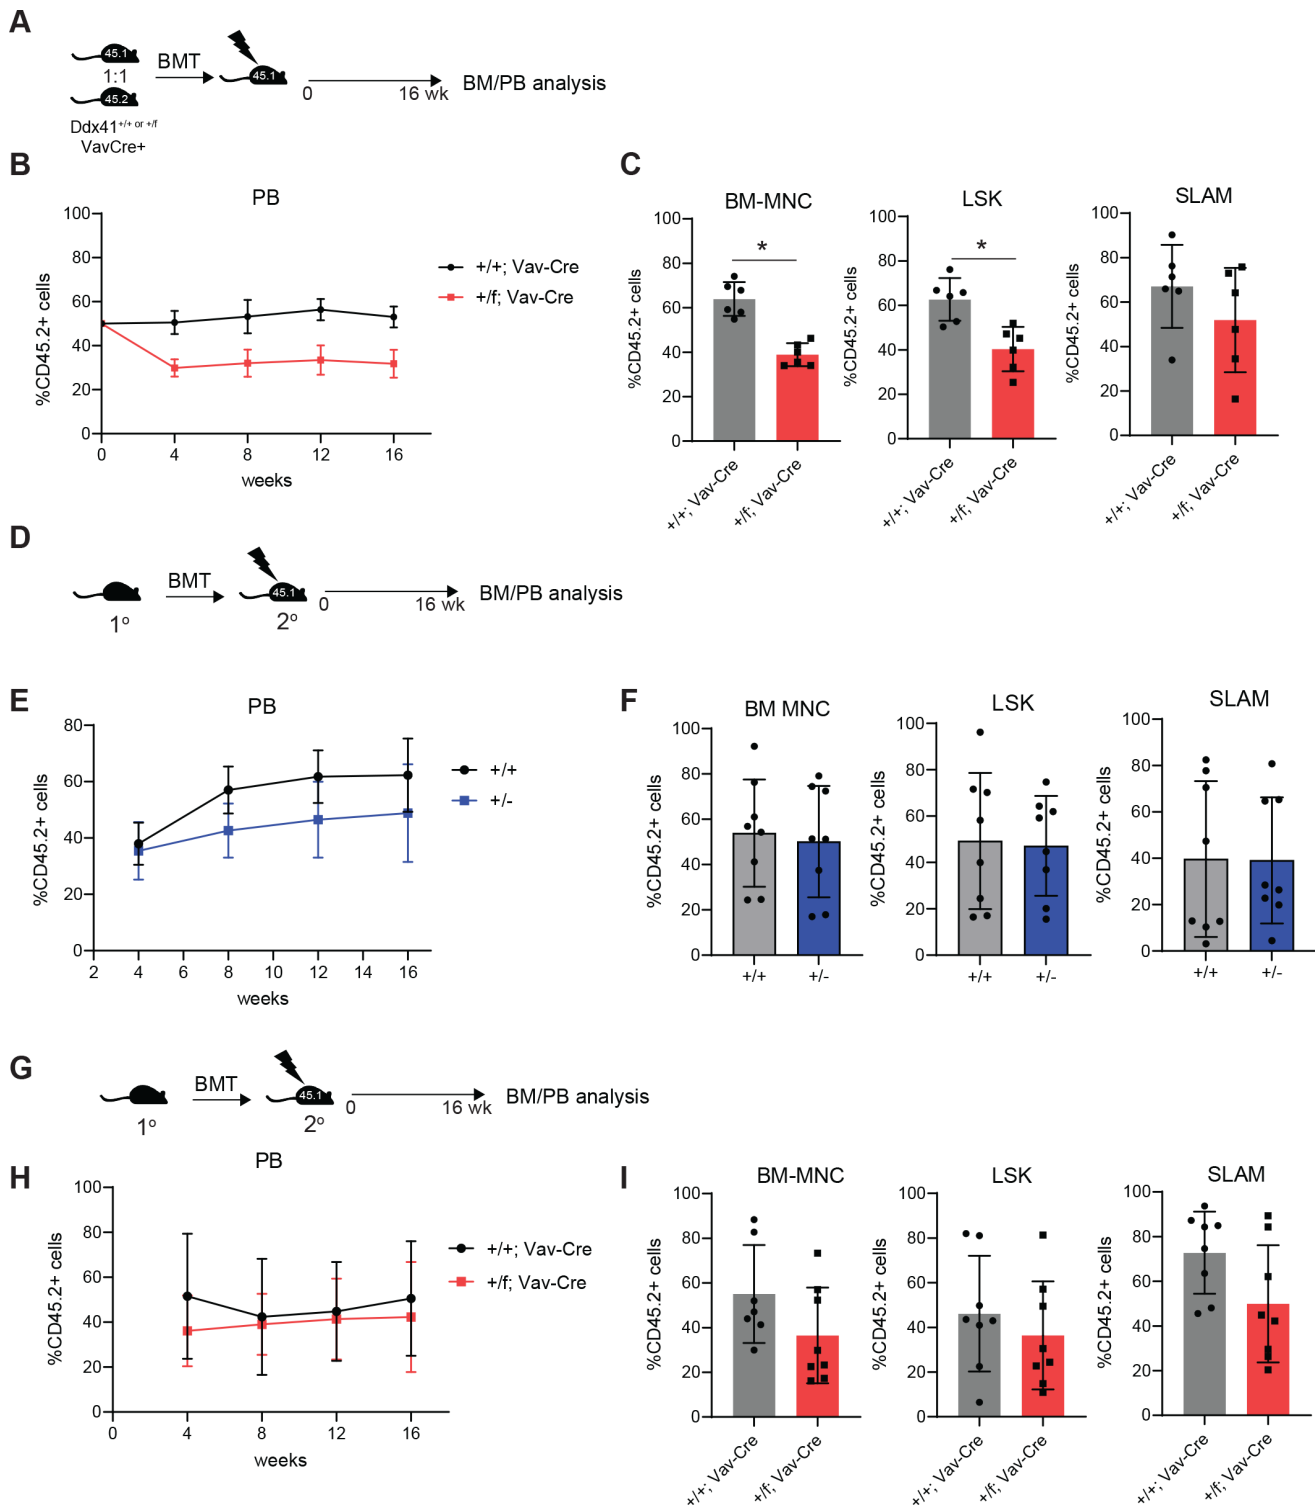

**Supplementary Figure 4. *Ddx41*<sup>+/-</sup> hematopoietic stem and progenitor cells have modestly reduced fitness, correlating with reduced protein translation activity.** (A) Experimental strategy for competitive transplantation of *Ddx41*<sup>+/-</sup>;Vav-Cre bone marrow mononuclear cells into lethally-irradiated CD45.1<sup>+</sup> recipients. (B) Percent of CD45.2<sup>+</sup> cells in the peripheral blood of transplanted mice from A. (C) Percent of CD45.2<sup>+</sup> cells in bone marrow mononuclear cells (BM-MNC), LSK (Lin<sup>-</sup>, Sca-1<sup>+</sup>, Kit<sup>+</sup>), LSK-SLAM (LSK, CD48<sup>-</sup>, CD150<sup>+</sup>) of transplanted mice from A. (D) Experimental strategy for secondary transplant of *Ddx41*<sup>+/-</sup>;RosaCreERT2 bone marrow cells into lethally-irradiated CD45.1<sup>+</sup> recipients. (E) Percent of CD45.2<sup>+</sup> cells in the peripheral blood of transplanted mice from D. (F) Percent of CD45.2<sup>+</sup> cells in bone marrow mononuclear cells (BM-MNC), LSK (Lin<sup>-</sup>, Sca-1<sup>+</sup>, Kit<sup>+</sup>), LSK-SLAM (LSK, CD48<sup>-</sup>, CD150<sup>+</sup>) of transplanted mice from D. (G) Experimental strategy for secondary transplant of *Ddx41*<sup>+/-</sup>;VavCre bone marrow cells into lethally-irradiated CD45.1<sup>+</sup> recipients. (H) Percent of CD45.2<sup>+</sup> cells in the peripheral blood of transplanted mice from G. (I) Percent of CD45.2<sup>+</sup> cells in

bone marrow mononuclear cells, LSK (Lin<sup>-</sup>, Sca-1<sup>+</sup>, Kit<sup>+</sup>), LSK-SLAM (LSK, CD48<sup>-</sup>, CD150<sup>+</sup>) of transplanted mice from G.

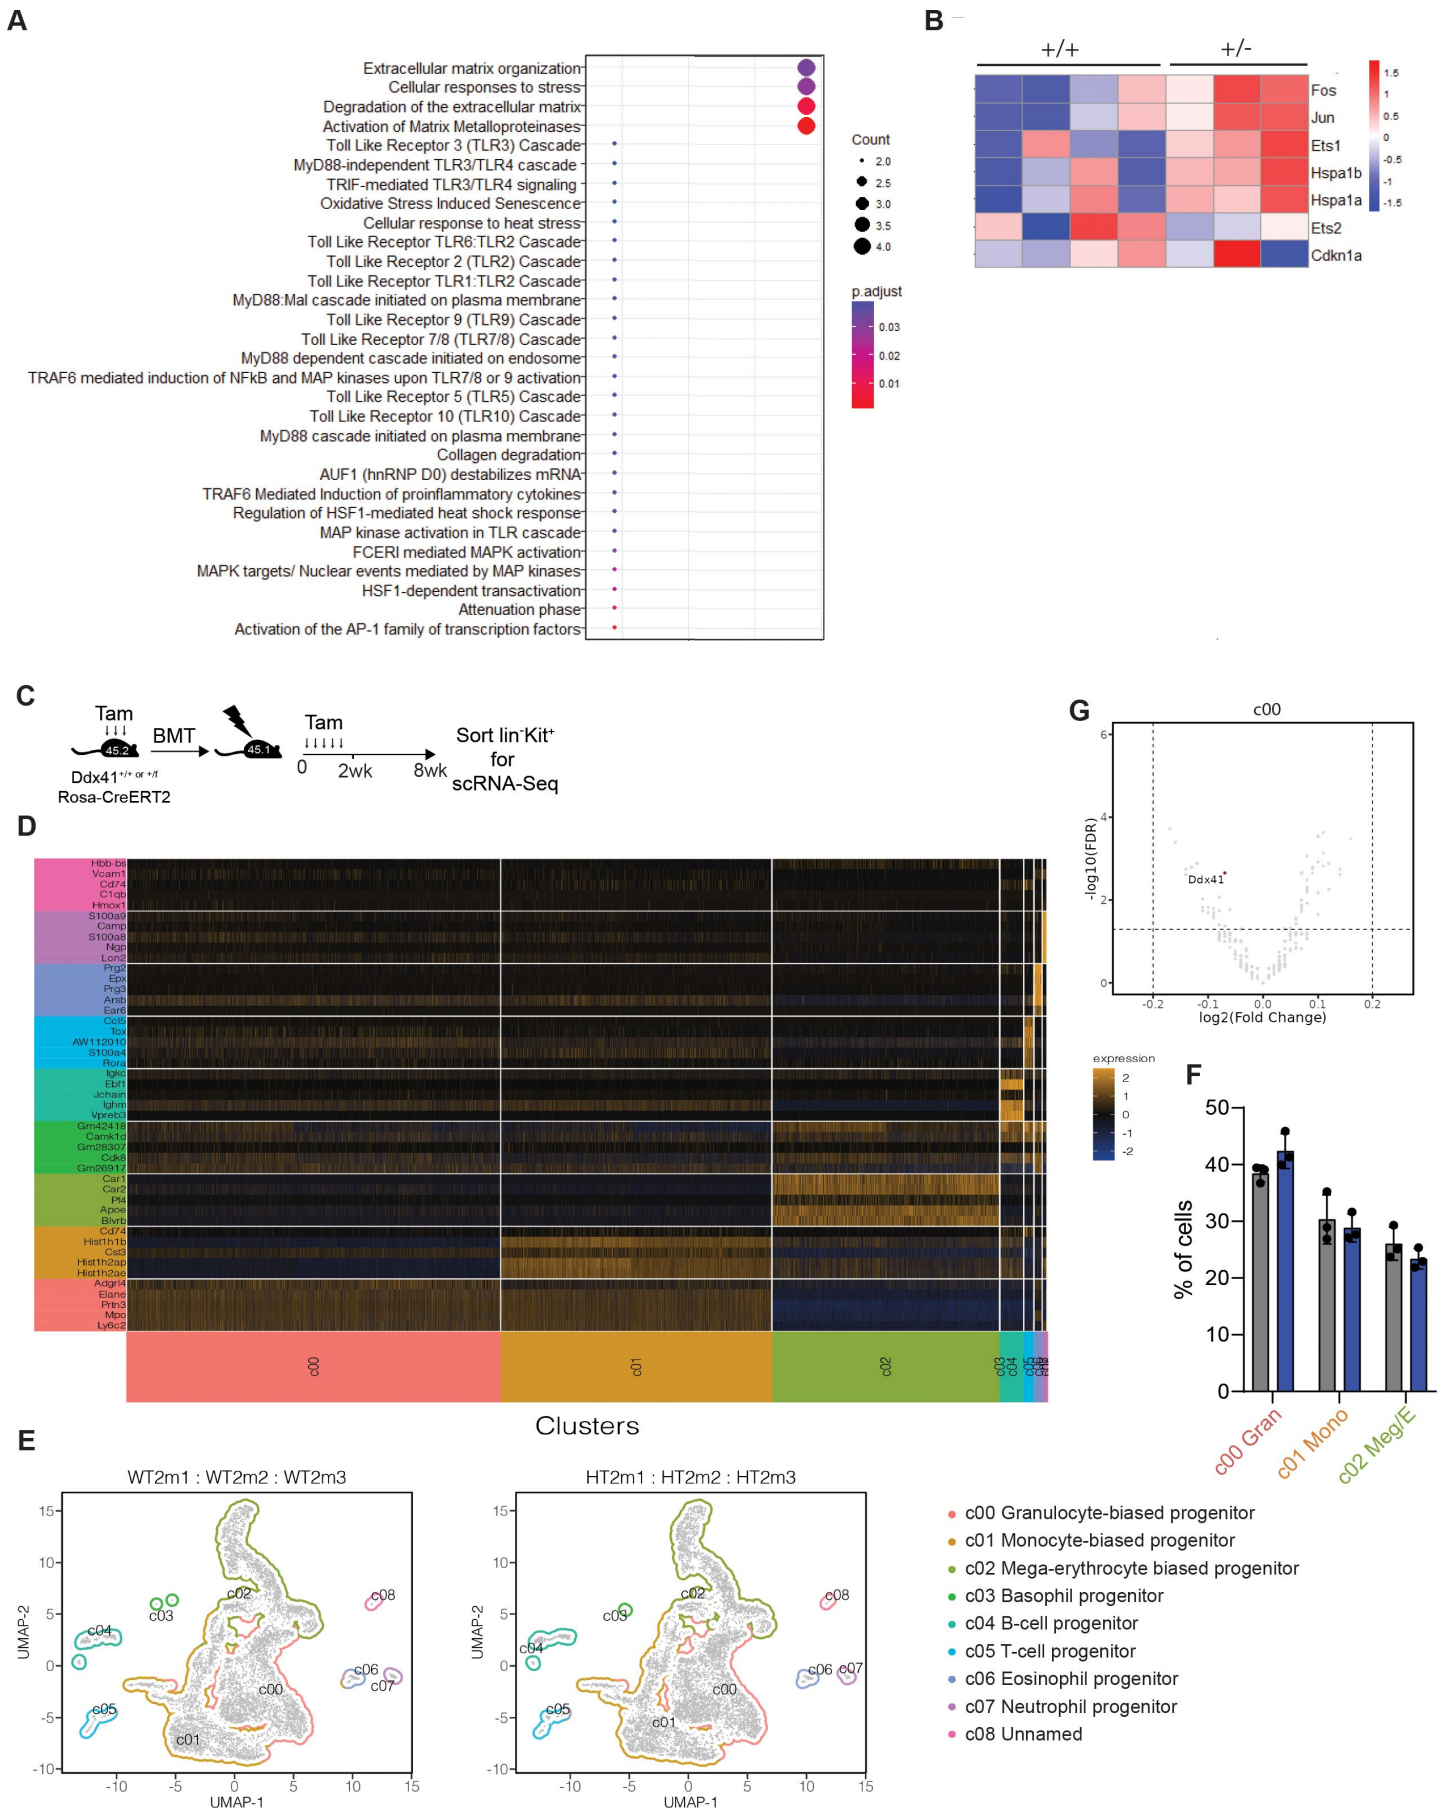

**Supplementary Figure 5. Transcriptome analysis in *Ddx41*<sup>+/-</sup> hematopoietic stem and progenitor cells indicates activation of cellular stress pathways. (A) Over-representation analysis for REACTOME pathways on differentially-expressed genes from RNA-Seq on LSK cells. (B) Heatmap for expression of genes from**

“Cellular response to stress” REACTOME pathway in RNA-Seq from A. **(C)** Experimental setup and tamoxifen-injection schedule for scRNA-Seq on Lin<sup>-</sup>Kit<sup>+</sup> cells from non-competitive transplant mice. **(D)** Heatmap depicting the expression of key genes used to identify clusters in single-cell RNA Seq data from Ddx41<sup>+/-</sup>;RosaCreRT2 Lin<sup>-</sup> bone marrow cells 8-weeks post-tamoxifen treatment **(E)** Clustering of cells from scRNA-Seq and naming of each cluster based on expression of lineage-specific genes. **(F)** Percentage of cells in the indicated populations as determined by scRNA-Seq. **(G)** Volcano plot of differential gene expression in scRNA-Seq data from cluster c00.

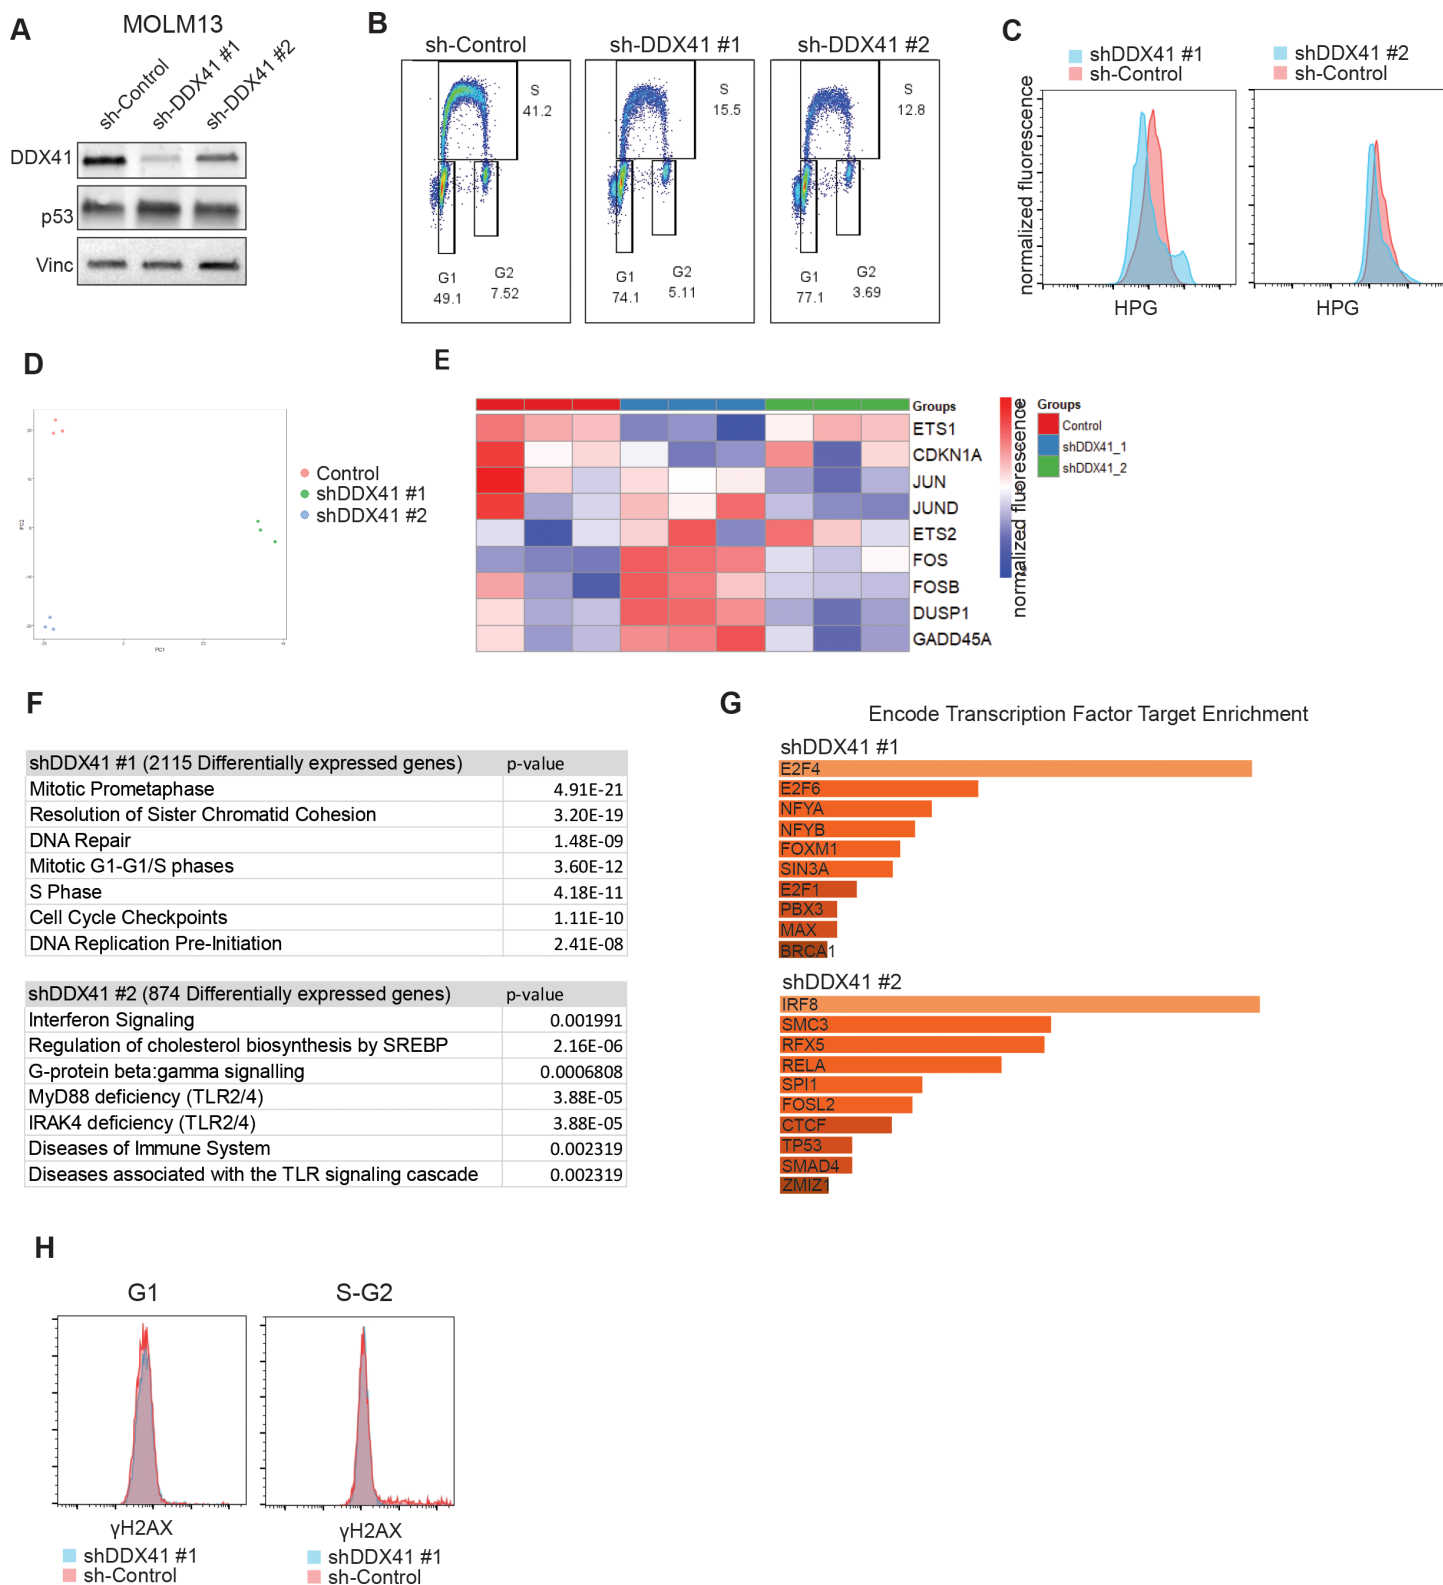

**Supplementary Figure 6. Loss of DDX41 in MOLM13 cells causes p53 signaling in the absence of DNA damage.** (A) Western blot for DDX41 and p53 expression in MOLM13 cells expressing anti-DDX41 shRNAs. (B) Representative flow plots for cell cycle by EdU incorporation in cultures of MOLM13 cells expressing anti-DDX41 shRNAs. (C) Representative flow plots for HPG incorporation in MOLM13 cells expressing anti-DDX41 shRNAs compared to sh-control. (D) Principle component analysis on RNA-Seq samples for MOLM13 cells

transduced with shRNAs targeting DDX41 compared to control shRNA. **(E)** Heatmap for expression of genes from “Cellular response to stress” REACTOME pathway in MOLM13 RNA-Seq. **(F)** Over-representation analysis for REACTOME pathways on differentially-expressed genes from MOLM13 RNA-Seq. **(G)** Analysis of enrichment for target genes of transcription factors using ENCODE ChIP-Seq data. **(H)** Representative flow plots for  $\gamma$ H2AX staining in MOLM13 cells. DAPI incorporation is utilized to distinguish cells in G1 vs. S-G2 phase of the cell cycle.

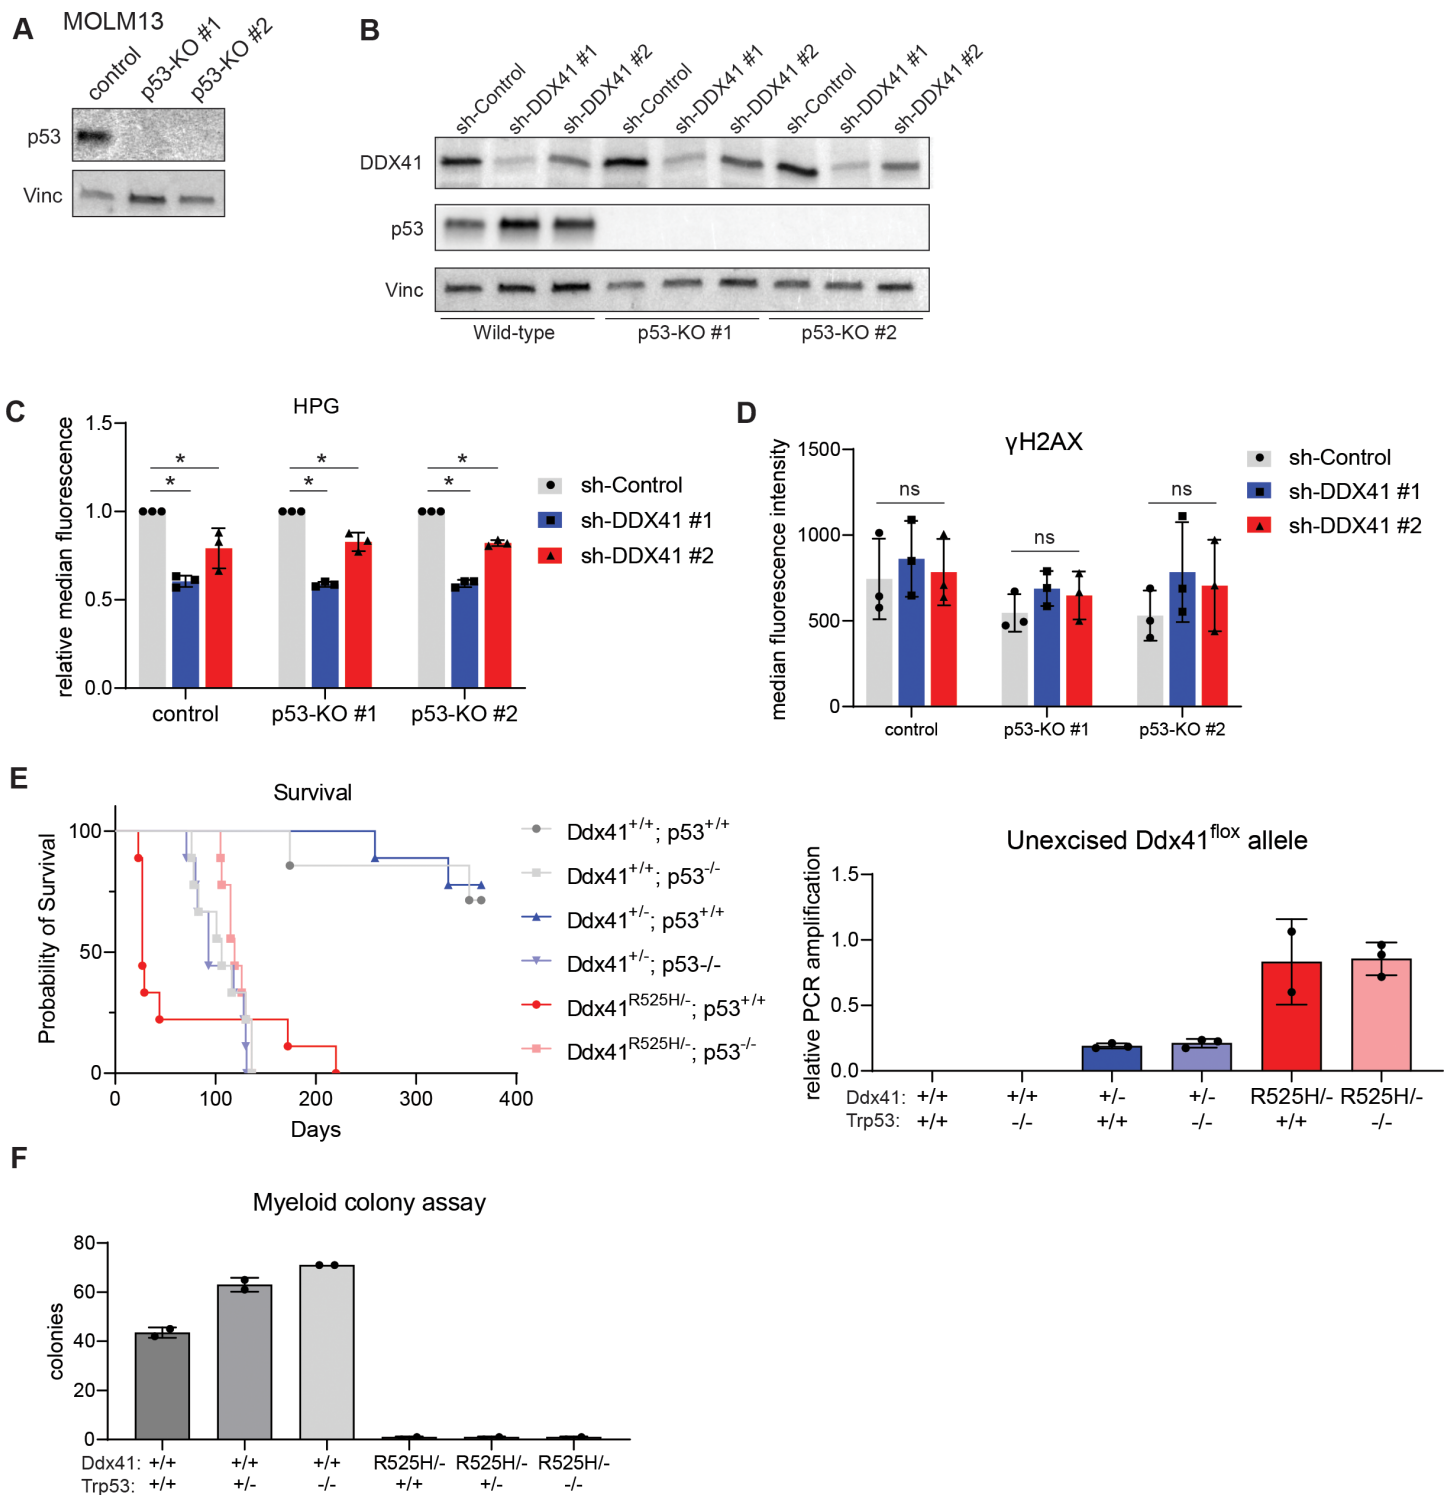

**Supplementary Figure 7. Knockout of p53 confers partial rescue of cell growth defects caused by partial but not complete loss of DDX41.** (A) Western blot for p53 expression in p53-knockout MOLM13 cells generated by CRISPR. (B) Western blot for DDX41 and p53 expression in p53-knockout MOLM13 cells expressing anti-DDX41 shRNAs. (C) Measurement of protein translation activity by flow cytometry for HPG incorporation in p53-knockout MOLM13 cells expressing anti-DDX41 shRNAs compared to sh-control. (D) Measurement of DNA damage by flow cytometry for  $\gamma$ H2AX in p53-knockout MOLM13 cells expressing anti-DDX41 shRNAs compared to sh-control. (E) Kaplan-Meier curve for survival of mice transplanted with bone marrow cells of the indicated genotype. Floxed or conditional Ddx41 alleles were excised by activation of RosaCreERT2 by tamoxifen injection beginning 3-days post-transplant. (Right panel) Quantification of unexcised Ddx41<sup>fllox</sup> alleles by real-time PCR with primers recognizing the floxed portion of the conditional Ddx41 gene. This analysis indicates that the

surviving bone marrow cells in Ddx41<sup>R525H/-</sup> mice have unexcised Ddx41 alleles due to strong selective pressure against excision. **(F)** Colony assay on Lin<sup>-</sup> bone marrow cells from RosaCreERT2<sup>+</sup> mice of the indicated genotype. Ddx41 alleles were excised by activation of RosaCreERT2 by addition of 4-OH-tamoxifen to the semisolid media.

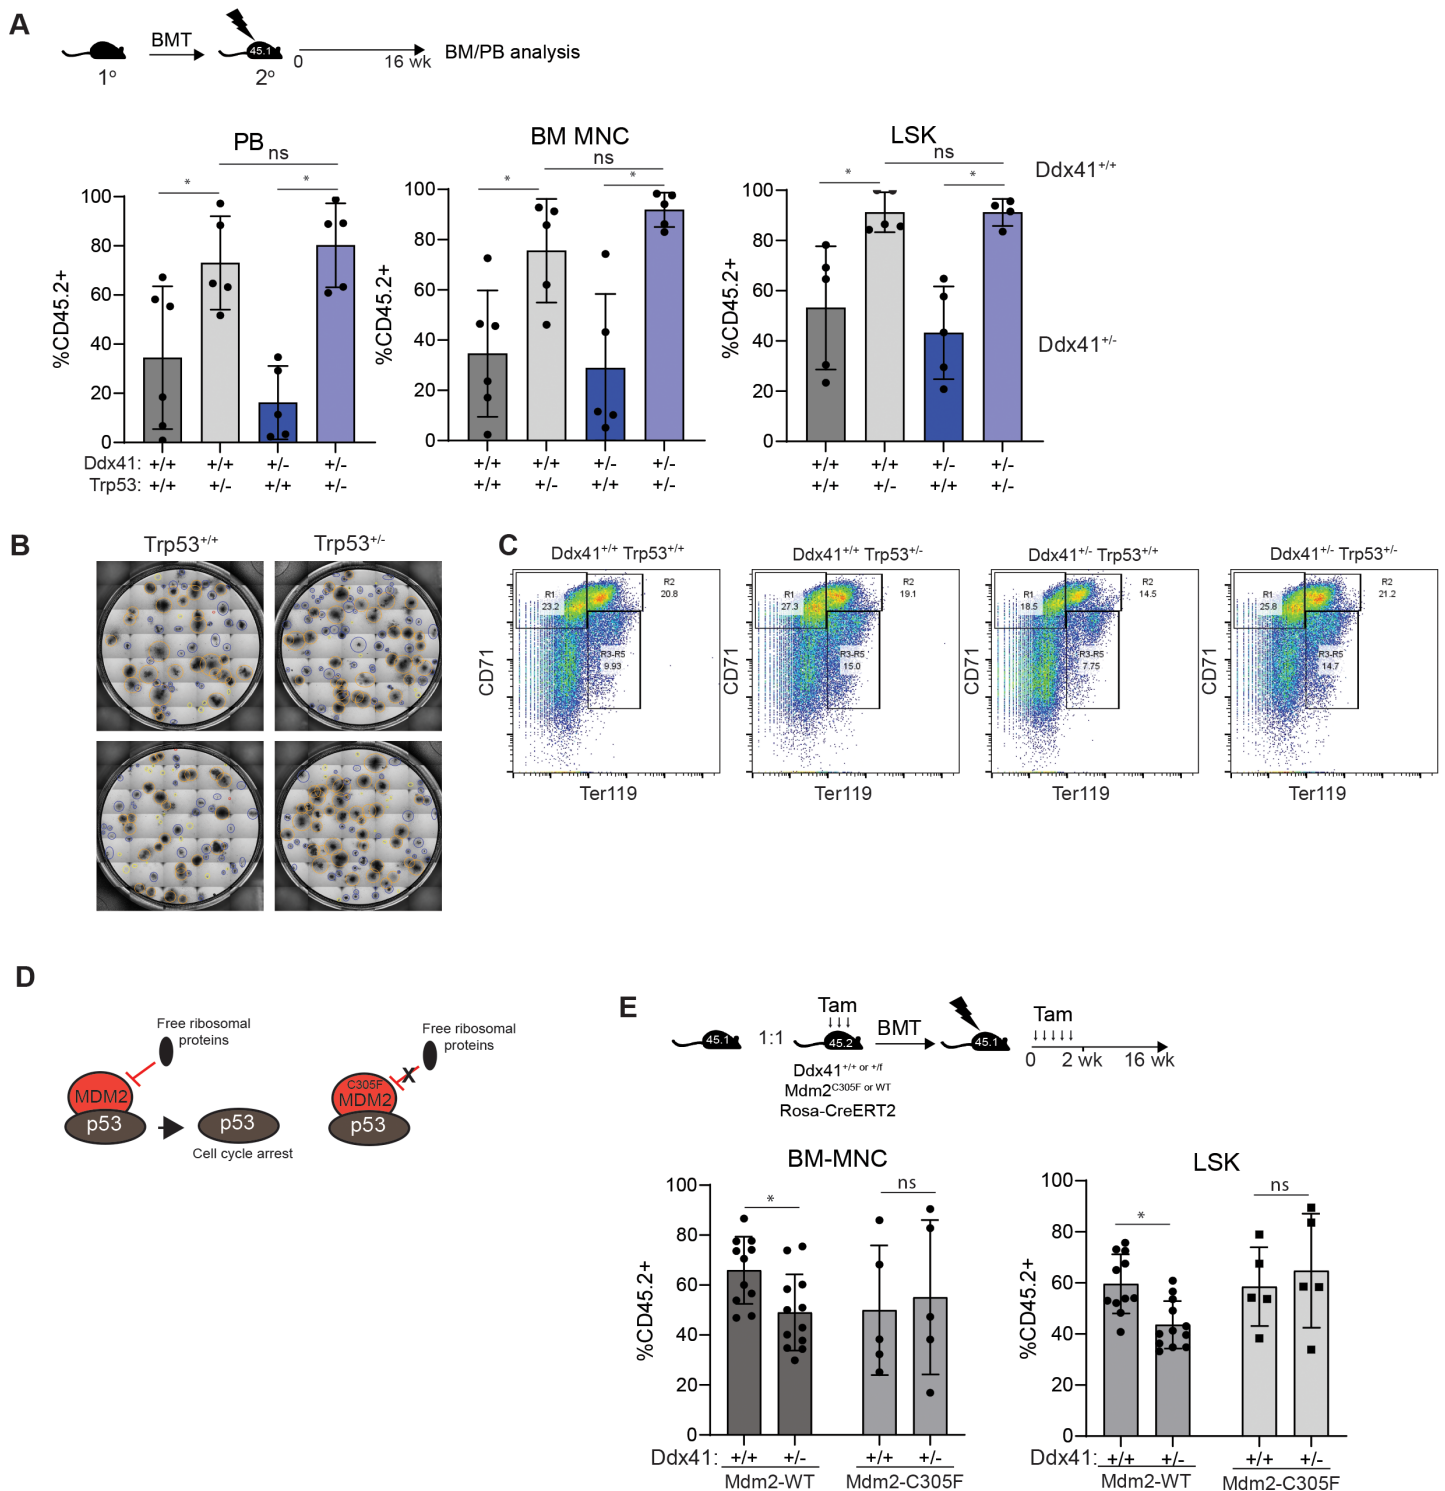

**Supplementary Figure 8. Heterozygous loss of p53 rescues reduced fitness phenotype of Ddx41<sup>+/-</sup> hematopoietic stem and progenitor cells.** (A) Secondary transplant of Ddx41<sup>+/-</sup>;p53<sup>+/-</sup> bone marrow cells into lethally-irradiated CD45.1<sup>+</sup> recipients. The percent engraftment is determined by percentage of CD45.2<sup>+</sup> cells in the peripheral blood, bone marrow, and LSK populations. (B) Representative image of colony formation in methylcellulose from LSK cells sorted from non-competitive bone marrow transplant mice at 8wks post-transplant. (C) Representative flow plots for in vitro erythroid differentiation cultures of Lin<sup>-</sup> bone marrow cells from Ddx41<sup>+/f</sup>;p53<sup>+/-</sup>;RosaCreERT2 cells. (D) Schematic depicting the effect of the MDM2-C305F mutation on the regulation of p53 abundance by free ribosomal proteins. (E) Competitive transplant for the effect of the Mdm2<sup>C305F</sup> mutation on hematopoietic stem and progenitor cell function in Ddx41<sup>+/f</sup>;Rosa-CreERT2 donor mice. Chimerism of CD45.2<sup>+</sup> cells in recipients is measured by flow cytometry on bone marrow mononuclear cells.

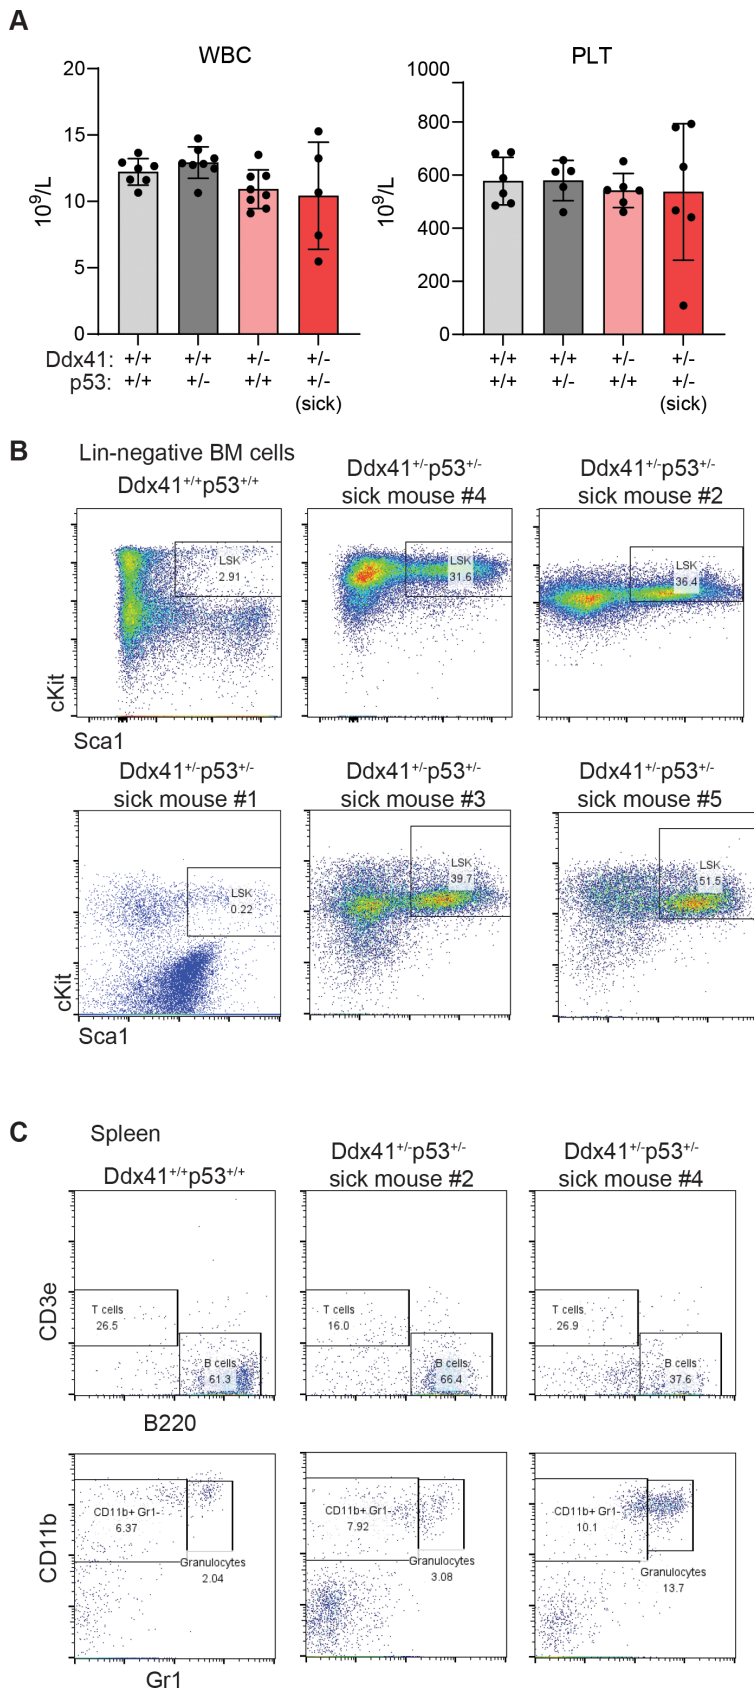

**Supplementary Figure 9. Combined heterozygosity of Ddx41 and p53 causes near-fully penetrant hematologic malignancy. (A)** Common blood count results at end of experiment (12 months) or point of sacrifice on peripheral blood of mice transplanted with bone marrow cells of the indicated genotype **(B)** Flow cytometry depicting the proportion of Lin<sup>-</sup> bone marrow cells residing in the LSK gate in sick mice compared to a healthy control mouse. **(C)** Flow cytometry for the proportion of lymphoid and myeloid cells in the spleen of sick mice compared to a healthy control.

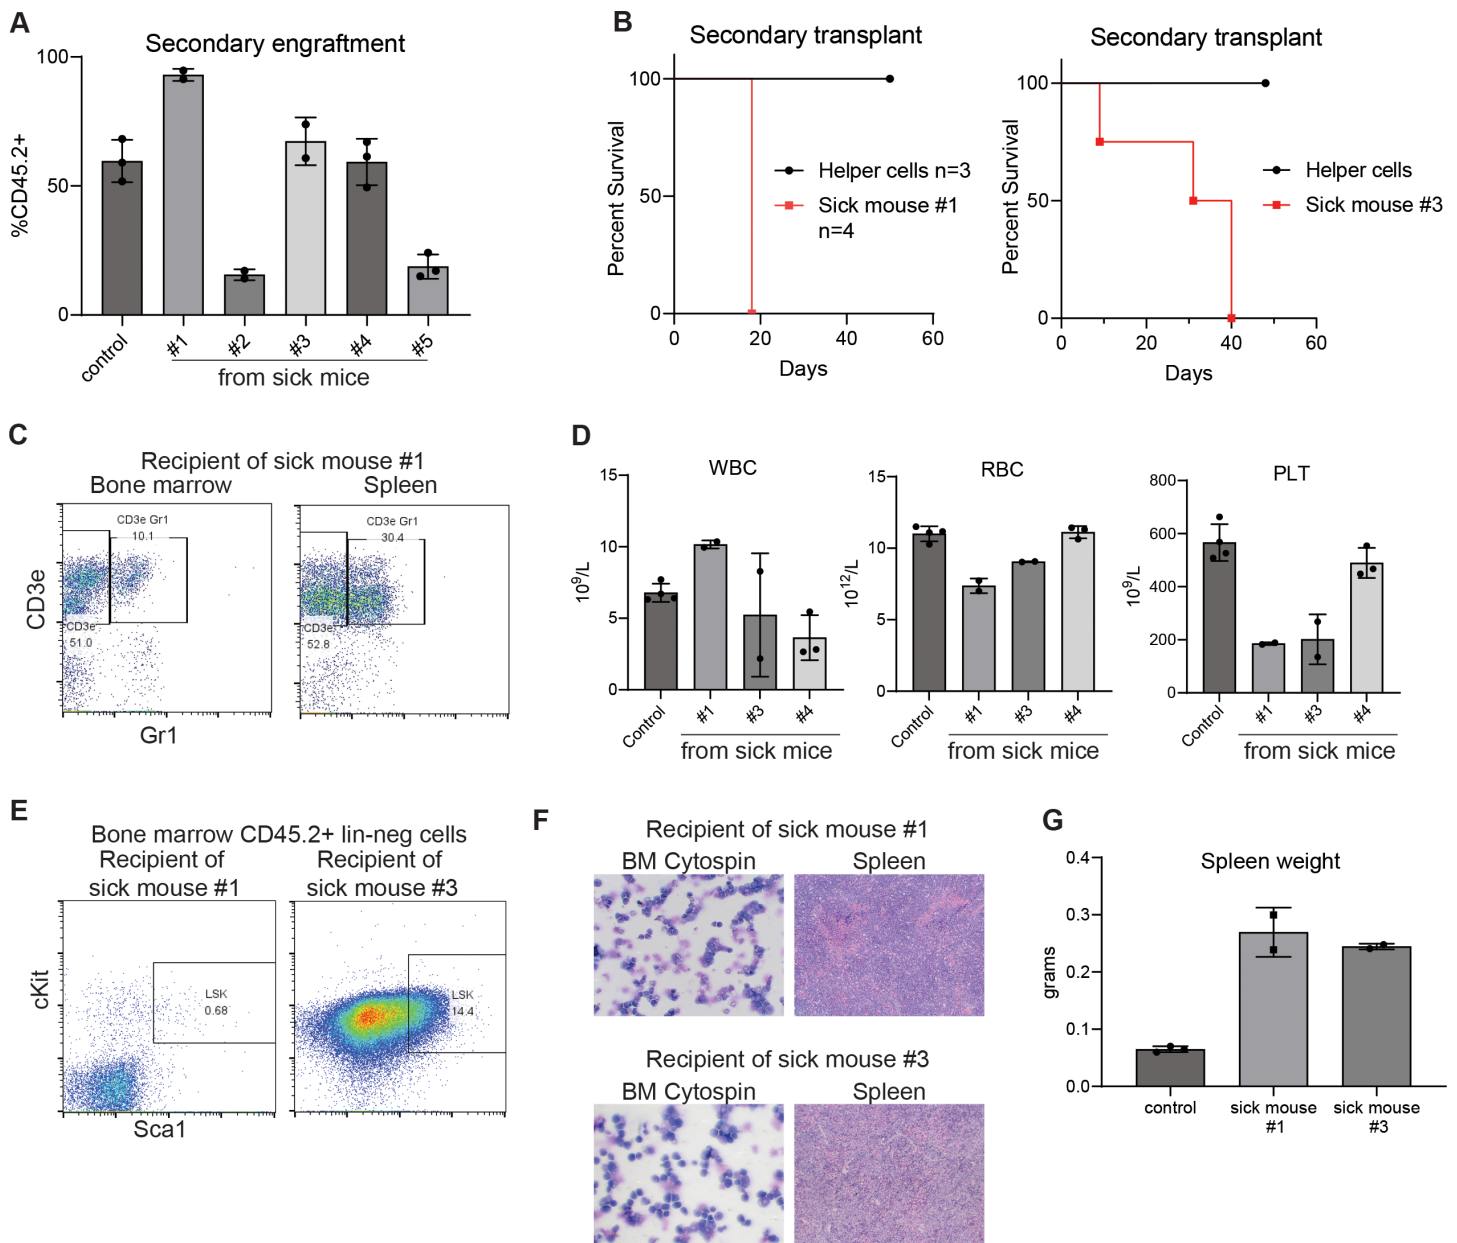

**Supplementary Figure 10. Malignant cells from *Ddx41*<sup>+/-</sup>; *p53*<sup>+/-</sup> bone marrows are transplantable to secondary recipients in some cases. (A)** Percent CD45.2+ chimerism in the bone marrow of mice transplanted with cells from sick mice. **(B)** Kaplan-Meier plot for survival of mice transplanted with bone marrow from sick mouse #1 and #3. **(C)** Flow cytometry for mixed-lineage leukemia cells in the bone marrow and spleen of mice transplanted with cells from sick mouse #1. **(D)** Common blood count data for transplant recipients of bone marrow from sick mice where engraftment occurred. **(E)** Flow cytometry for CD45.2+ LSK cells in the bone marrow of mice transplanted with cells from sick mice #1 and #3. **(F)** Wright-Geimsa staining of bone marrow cytopsin and H&E staining of spleen sections from recipient mice. **(G)** Spleen weights of recipient mice at time of sacrifice.

How the deposited data were processed for this re-analysis (not part of the article)

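RNA-seq of R2 cells was analysed from recipients 8 weeks post-transplant in 4 genotypes: Ddx41+/+ with Trp53+/+ (3 mice), Ddx41+/- with Trp53+/+ (2 mice), Ddx41+/+ with Trp53+/- (3 mice) and Ddx41+/- with Trp53+/- (2 mice). Every library came from 1 mouse, so mice are the replicates. Mice 35 and 45, which the deposited counts are named as leaving out for a reason not found in the paper, were not used here. The authors deposited raw read counts per gene symbol, without normalization, for the 10 libraries. The paper's methods name a poly(A) selection, sequencing on a HiSeq2500, mapping to the reference genome and analysis with iGeak and AltAnalyze, and name mm10 only for splicing and for exome sequencing. The aligner, the counting tool and the annotation behind the counts are not named in the paper's text. Each library held 7866648 to 20283930 counts on 24421 genes. Counts from PCR-amplified libraries without molecular identifiers are not independent molecules, so the floor of 3 counts used below covers counting error only. The precision of each value is set by the number of mice, 2 or 3 per genotype.

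The heatmaps of the paper show 2 mice per genotype. Their mice were identified by comparing the heatmap colors with the counts, over 12 choices and orders of the mice for Supplementary Fig. 3B and 144 for Fig. 6F. Both heatmaps left out replicate 12 of the Ddx41+/+ mice with Trp53+/+, and Fig. 6F left out replicate 23 of the Ddx41+/+ mice with Trp53+/-. Each result was computed over the 8 mice of the heatmaps and over all 10 mice, and the results over all 10 mice are those set against other settings in the closing section.

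Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter on low counts by genotype, which left 11846 genes over all mice (12575 removed) and 11787 over the mice of the heatmaps. Libraries were scaled by the TMM method, and a quasi-likelihood negative binomial model with 1 mean per genotype was fitted to all libraries at once. Ddx41+/- was compared with Ddx41+/+ separately with Trp53+/+ and with Trp53+/-, and the difference between these effects was tested as an interaction. The Trp53 genotypes were compared in the Ddx41+/+ mice, and the Ddx41 genotypes and the Trp53 genotypes were also compared over both genotypes of the other gene with an additive model. All tests were two-sided, with Benjamini-Hochberg adjustment over the tested genes. A gene was called a DEG at a fold change over 1.5 and an adjusted p under 0.05. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. CPM were computed from the scaled library sizes, and log2 CPM with a prior count of 2. A fold change against a genotype in which no library exceeded 3 counts was computed against 3 counts and is given as a lower bound.

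Gene sets were tested with camera (limma 3.58.1) at a fixed inter-gene correlation of 0.01, with adjustment over 12 sets and comparisons, and each mouse's mean log2 CPM of a set was compared with an exact permutation test. The sets were the stress genes of Fig. 2E and Fig. 6F, ribosomal protein and initiation factor genes by symbol, and hand-written lists of p53 target, interferon-stimulated and innate inflammatory genes. The overlap of DEGs with a list was tested with Fisher's exact test against all tested genes. The pathway collections behind Fig. 2F, Fig. 6H and Supplementary Fig. 3C were not used here. Positions are those of GENCODE M21 on GRCm38, with *Erdr1* placed through RefSeq. Shared sequence was measured as the share of 75-base stretches of a gene's longest transcript that occur in a transcript of another gene. Heatmap colors and figures were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, Pillow 12.0.0 and matplotlib 3.10.9.

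The comparisons, tests, gene lists and most alternative settings were fixed before the data were examined. The genes named are every gene the paper names for the R2 RNA-seq, and in each comparison of the Ddx41 genotypes the 5 DEGs with the largest absolute log2 fold change whose values do not overlap between genotypes. Other genes are named only where the text says that they were chosen after their values were seen. The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, no filter on low counts, a filter of at least 10 counts in every library, only the 2 genotypes compared, edgeR's likelihood ratio test, an unadjusted p, no limit on the fold change, 1 surrogate variable (sva 3.50.0), an estimated inter-gene correlation, listed genes of at least 1 CPM, the mice of the heatmaps, and each mouse left out in turn. A model of only the 2 genotypes compared over the mice of the heatmaps, with 3 tests, was added after the data were seen.

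The procedure was tested on simulated data with the libraries' own depth and spread, in which 200 of 11846 genes were changed. Of genes changed by a log2 of 1, 64% were called with Trp53+/+, 69% with Trp53+/- and 50% for the interaction, and of those changed by 2, 86%, 89.5% and 78%. All called changed genes had the right direction, and 6 genes were called where none was changed. Among the genes called for the interaction, 4 of 104, 10 of 166 and 22 of 191 had not been changed, at a log2 of 1, 2 and 3. These were 3 of 131, 4 of 176 and 6 of 198 with Trp53+/+, and 4 of 142, 9 of 188 and 6 of 193 with Trp53+/-. Camera gave an unadjusted p under 0.05 for 4.5% of 200 random sets that were not shifted. The simulated genes varied independently of each other, so this does not test camera on sets whose genes vary together.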

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

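The tests of library size, of sex, of RNA from B cells and of DEGs near *Trp53* for the Trp53 genotypes, the tests on the genes of Fig. 6F, and the tests of chromosome 8 and of a mislabelled sample for the interaction were chosen only after the result was seen.

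The library of Ddx41+/+ replicate 22 with Trp53+/- was far smaller than those of the other mice with Trp53+/-, at 10.3 against 16.4 to 17.9 in counts divided by 1000000. The *Trp53* mRNA of Ddx41+/- replicate 34 was at 6.09 log2 CPM, where the other mice with Trp53+/+ were at 5.85 to 5.89. For each, the gap to the nearest other mouse, as a share of the range of the group, exceeded Dixon's critical value. Of 60 groups of values tested this way, 2 were past that value, and chance gives 3. Replicate 34 has the smallest library (7866648 counts), and the other Ddx41+/- mouse with Trp53+/+ was among the rest, so Ddx41 genotype alone does not separate replicate 34. Both may be chance deviations. Without replicate 22 the count of DEGs between the Ddx41 genotypes with Trp53+/- was 5, as with it, and without replicate 34 the log2 fold change of *Trp53* was −0.44, against −0.48 with it. No biological explanation was tested for the depth of replicate 22.

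The effect of Ddx41 heterozygosity on the 17 genes of Fig. 6F differed between the Trp53 genotypes by a mean log2 of −0.61 (17 of 17 genes negative, camera's adjusted p = 1.72e-13). Handling time may raise such genes, which include immediate-early and heat-shock genes. The difference between the Ddx41 genotypes with Trp53+/+ was 2.83 times the largest range within a genotype, but this ratio does not measure the difference between the Trp53 genotypes, and handling that followed genotype would not show in it, so this test cannot tell. Differences between single mice may also give such a difference of effects: exchanging the Ddx41 genotypes of the mice within each Trp53 genotype gave one as large with an exact permutation p of 0.17 (100 splits), but p could not have been under 0.1 however large the effect with Trp53+/+ had been. Exchanging the Trp53 genotypes within each Ddx41 genotype gave an exact permutation p of 0.0333 (120 splits) over all mice and 0.111 (36 splits, 0.0556 at the smallest) over the mice of the heatmaps. The paper chose the 17 genes from these data, so this test does not settle it either. The Trp53 genotype is the biological candidate, and its effect here cannot be told apart from handling or from differences between single mice.

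For 8 genes, the effect of Ddx41 heterozygosity itself differed between the Trp53 genotypes (edgeR's adjusted p under 0.05 for the interaction). They were called by that test and were, apart from *Cdk5rap1*, *Clgn*, *Ints10* and *Mid1*, named after their values were seen. The log2 difference of the effect with Trp53+/- from that with Trp53+/+ was −7.01 for *Clgn*, −5.29 for *Cdk5rap1*, −3.15 for *Mid1*, −3.01 for *Srpk2*, 0.84 for *Acp1*, 1.07 for *Nap1l1*, 1.27 for *Ints10* and 1.32 for *Gcdh*. All 8 were also called over the mice of the heatmaps, where 11 genes were. Strain variants on chromosome 8 may lie behind 3 of them (*Ints10*, *Clgn* and *Gcdh*), since a stretch of that chromosome with 200 tested genes held 3 of the 8 (two-sided Fisher's exact test, p = 2.51e-04). These 3 genes also helped to define the stretch, so this test cannot tell. Reads shared with a near-identical gene are not a sufficient explanation, since the largest share of 75-base stretches in another gene was 23.7% (*Nap1l1*). A mislabelled sample was not seen: 0 mice had *Ddx41* or *Trp53* mRNA that overlapped the other genotype within the same background. The Trp53 genotype is the biological candidate, and for *Ints10*, *Clgn* and *Gcdh* its effect cannot be told apart from strain variants. For the other genes, strain variants outside that stretch were not tested. RNA from B cells was not tested for any of the 8, although the effect on the B cell markers also differed, by −1.03 on the means per mouse.

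Between the Trp53 genotypes in Ddx41+/+ mice, a comparison the paper does not report, 108 genes were DEGs over all mice (100 higher and 8 lower with Trp53+/-) and 94 over the mice of the heatmaps. The values did not overlap for any of the 108, as for 14.1% of all tested genes (10% by chance). Only the real split of the 6 mice gave as many (1 of the 10 splits, with 0 to 1 DEGs in the others), and 10 splits cannot give a share under 0.1. Of the 108 genes, 88 changed in the same direction in the Ddx41+/- mice, where 20 genes were DEGs and 6 were shared. Library size was not separated between the Trp53 genotypes, since 2 libraries with Trp53+/- lay within the range of those with Trp53+/+. Sex was alike, with more Y-linked RNA than *Xist* RNA in all 6 libraries. RNA from B cells in the sorted cells may have contributed: 17 of 17 listed B cell marker genes were higher with Trp53+/- (mean log2 fold change 1.22), and 11 of them were DEGs. With the list's mean as a covariate, 3.09% of the DEGs outside the list (3 of 97) were still called. The covariate itself follows genotype (80.2% of its variance lies between the genotypes), and random covariates with the same group difference left a median of 4.12% (0 to 44.3% in 30 draws), so this test cannot tell. Passenger variants near *Trp53* are a candidate explanation for a part: within 15 Mb of it, 9 of 356 tested genes were DEGs (2.53% against 0.855% elsewhere, two-sided Fisher's exact test, p = 0.00494). Named after their values were seen, these had log2 fold changes of 0.66 for *Larp1*, 2.06 for *Igtp*, 3.19 for *Irgm2*, −0.87 for *2610507I01Rik*, 2.75 for *Myo15*, 1.72 for *Grap*, −0.90 for *Atp1b2*, 1.58 for *Spns3* and −0.87 for *Slfn9*. In the Ddx41+/- mice, which are other animals, genes of that stretch had an unadjusted p under 0.05 for the Trp53 genotype in 8.43% against 5.31% elsewhere (two-sided Fisher's exact test, p = 0.0165). Of the 9 genes, *Igtp* (1.89), *Irgm2* (3.02), *Myo15* (2.70) and *Atp1b2* (−0.95) had an adjusted p under 0.05 in those mice, *Larp1* (0.49) and *2610507I01Rik* (−0.78) changed in the same direction above that limit, and *Grap* (0.29), *Spns3* (0.031) and *Slfn9* (0.35) showed little of the change or the opposite direction. A search of all chromosomes was weaker: the densest 20 Mb stretch lay on chromosome 11 (58035549 to 78035549) around *Trp53* and held 8 of 107 DEGs with a position, where 10000 random draws of genes of like expression gave a median of 6 and at most 11 (permutation test, p = 0.0569). Among the 9 DEGs near *Trp53*, the first 6 of these cannot be told apart from passenger variants, and for *Grap*, *Spns3* and *Slfn9* that explanation has no support in the Ddx41+/- mice. Of the other 99, 94 were higher and 5 lower with Trp53+/-. RNA added from B cells would not directly lower a gene, but this was not tested. Of the 5, 0 were still called with the B cell covariate. Of the 94, *Slc15a2*, named after its values were seen, was still called with the B cell covariate. Of the other 93, *Capn11*, *Cdk5rap1* and *Magi1* were also called higher than in the Ddx41+/- mice with Trp53+/-, which held at least as much B cell marker RNA (3 genes), but the Ddx41 genotype differs in that comparison too, so it cannot tell. B cell RNA was not excluded for the 93 as a group, which does not say that each of them follows it.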

How the results depend on the processing

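No tests in this part were chosen after the result was seen, except that the model of only the 2 genotypes compared over the mice of the heatmaps was chosen after seeing the data. Of 257 values under alternative settings, 187 kept their direction and their side of the threshold or moved by less than the limit set for them, 55 moved, 8 became stronger, 7 became weaker and none reversed. The cause was not tested for any change below. Calls with no filter carry little weight. With Trp53+/+ over all mice, the quasi-likelihood test then gave *Hspa1b* an adjusted p of 5.65e-85, against 0.00543 with the filter. For *Fos*, where replicate 12 overlapped the Ddx41+/- mice, it gave 1.08e-04 against 0.724, both at a log2 fold change of 0.42.

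With Trp53+/+, the 64 DEGs between the Ddx41 genotypes became 131 with DESeq2, 243 with no filter on low counts, 182 with the likelihood ratio test, 540 with an unadjusted p, 34 with 1 surrogate variable (55.9% of them higher, against 70.3% of the 64) and 123 over the mice of the heatmaps. The model of only the 2 genotypes over the mice of the heatmaps, chosen after seeing the data, gave 102 with the quasi-likelihood test, 208 with the likelihood ratio test and 119 with DESeq2. The fits that each left out one Ddx41+/+ mouse gave from 44 to 103.

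With Trp53+/-, the 5 DEGs became 39 with no filter, 2 with at least 10 counts in every library, 9 with the likelihood ratio test, 171 with an unadjusted p and 14 over the mice of the heatmaps, and 21, 73 and 25 with the added model and the same 3 tests, chosen after seeing the data. Leaving out one Ddx41+/+ mouse gave from 5 to 10. The 2 DEGs with the same direction in both Trp53 genotypes became 4 with DESeq2, 11 with no filter, 1 with at least 10 counts, 1 with only the 2 genotypes compared, 25 with an unadjusted p, 1 with 1 surrogate variable and 6 over the mice of the heatmaps, and 5, 14 and 8 with the added model chosen after seeing the data, with a range of 1 to 6 when one Ddx41+/+ mouse was left out.

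The 8 genes of the interaction became 29 with DESeq2, 100 with no filter, 34 with the likelihood ratio test and 378 with an unadjusted p, and stayed from 8 to 12 when one Ddx41+/+ mouse was left out. Over both Trp53 genotypes, the 13 DEGs of the Ddx41 genotypes became 37 with DESeq2, 94 with no filter, 8 with at least 10 counts, 52 with the likelihood ratio test, 259 with an unadjusted p, 3 with 1 surrogate variable and 35 over the mice of the heatmaps, and from 2 to 42 with one mouse left out. The 108 DEGs of the Trp53 genotypes became 250 with no filter, 66 with only the 2 genotypes compared, 219 with the likelihood ratio test and 535 with an unadjusted p, and from 35 to 115 with one mouse left out.

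The log2 fold change of *Ddx41* with Trp53+/+ passed the threshold with DESeq2, at −0.63 (adjusted p = 0.0232, in a range of 0.0232 to 0.112 over its 3 alternatives), and stayed from −0.75 to −0.50 with one mouse left out. That of *Trp53* stayed past the threshold in its alternatives, from −0.50 to −0.44 with one mouse left out.

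Means of gene sets moved less. With the inter-gene correlation estimated from the set, the tests of the genes of Fig. 6F with Trp53+/- (0.15), of the ribosomal protein genes (−0.088) and of the interferon-stimulated genes with Trp53+/+ (0.23) and with Trp53+/- (0.22) were no longer past the threshold. The initiation factor genes passed it with no filter (−0.039) and over the mice of the heatmaps (−0.047), and the p53 target genes with Trp53+/- with no filter (0.19) and over the mice of the heatmaps (0.18). Across the fits that each left out one mouse, the mean ranged from 0.080 to 0.21 for the genes of Fig. 6F with Trp53+/- (1 fit no longer past the threshold), −0.047 to −0.0092 for the initiation factor genes (1 fit newly past it), 0.063 to 0.18 for the p53 target genes with Trp53+/- (2 fits newly past it) and 0.17 to 0.36 for the interferon-stimulated genes with Trp53+/+ (2 fits no longer past it). With Trp53+/+, the mean of the p53 target genes moved by more than the spread between mice in 1 fit, in a range of 0.22 to 0.34. The genes of Fig. 2E with Trp53+/+ (1.12 to 1.24), those of Fig. 6F with Trp53+/+ (0.73 to 0.82) and in the interaction (−0.68 to −0.55), the ribosomal protein genes (−0.16 to −0.028), the interferon-stimulated genes with Trp53+/- (0.059 to 0.46) and the innate inflammatory genes with Trp53+/+ (0.41 to 0.60) and with Trp53+/- (0.21 to 0.36) kept their direction in these fits.

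DESeq2's size factors in place of TMM shifted the median of all genes by 0.00261 on the log2 scale at most. No paired analysis was possible because the genotypes share no replicate numbers. Depth limits genes of few counts: *Capn11* had 0 counts in both Ddx41+/- mice with Trp53+/+ and *Magi1* at most 2 in those with Trp53+/-, so their folds are lower bounds.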

Differences from the paper's values

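No tests in this part were chosen after the result was seen, and added settings are marked where they are named.

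The paper reports 18 DEGs between the Ddx41 genotypes with Trp53+/-, and 5 were called here. Among the alternatives set before the data were examined, only the mice of the heatmaps (14) came within 1.5 times the paper's count. The others did not: DESeq2 gave 7, DESeq2's size factors 5, no filter 39, at least 10 counts in every library 2, only the 2 genotypes compared 4, the likelihood ratio test 9, an unadjusted p 171, no limit on the fold change 5, 1 surrogate variable 6, and the fits without one Ddx41+/+ mouse 5 to 10. A model of only the 2 genotypes over the mice of the heatmaps, chosen after seeing the values, gave 21 with the quasi-likelihood test and 25 with DESeq2, both within 1.5 times, and 73 with the likelihood ratio test.

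The paper reports 7 genes changed with both Trp53 genotypes, and 2 were called here with the same direction. Among the alternatives set before the data were examined, the mice of the heatmaps (6) and the fit without Ddx41+/+ replicate 23 with Trp53+/- (6) came within 1.5 times that count. DESeq2 (4), DESeq2's size factors, no filter (11), at least 10 counts (1), only the 2 genotypes compared (1), the likelihood ratio test, an unadjusted p (25), no limit on the fold change, 1 surrogate variable (1) and the other fits without one mouse did not. Counted in either direction, 3 genes were called with both Trp53 genotypes over all mice, and 7 over the mice of the heatmaps, which is the paper's count (*Atf3*, *Capn11*, *Ints10*, *Mid1*, *Nr4a1*, *Tnfaip3* and, in opposite directions, *Cdk5rap1*, of which 5 are in Fig. 6G). The added model, chosen after seeing the values, gave 5 with the quasi-likelihood test and 8 with DESeq2, both within 1.5 times, and 14 with the likelihood ratio test.

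For *Ddx41* with Trp53+/+, the paper's log2 fold change is about −0.8 in Fig. 2D, read by eye, and it was −0.63 here. Among the alternatives set before the data were examined, only the fit without Ddx41+/- replicate 34 (−0.75) came within the error, and DESeq2 (−0.63) and the mice of the heatmaps (−0.64) did not. For *Cdkn1a* with Trp53+/+, the paper's value is about 1.3 in Fig. 2D, read by eye, and it was 1.20 here. The filter of at least 10 counts (1.21), the mice of the heatmaps (1.26) and the fit without Ddx41+/+ replicate 12 (1.26) came within the error, and the other alternatives set before the data were examined did not. The error was the SD of the replicates, 0.134 for *Ddx41* and 0.095 for *Cdkn1a*, and leaves out the imprecision of reading a figure by eye. For *Cdkn1a*, settings as close as 1.20 and 1.21 are therefore not told apart.

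Some genes that the paper calls changed with Trp53+/+ were not called over all mice. *Fos* (log2 fold change 0.42) was called only in the added model of the 2 genotypes over the mice of the heatmaps, by its 3 tests, chosen after seeing the values. *Jun* (0.64) was called with no filter, the likelihood ratio test, an unadjusted p, the mice of the heatmaps, without Ddx41+/+ replicate 12, and with the added model chosen after seeing the values. *Ets1* (0.70) and *Ets2* (0.79) were called in those settings and with DESeq2. *Ahnak* (0.74) was called with no filter, the likelihood ratio test and an unadjusted p. *Nr4a1* (0.69) was called with no filter, only the 2 genotypes compared, an unadjusted p, the mice of the heatmaps and the added model chosen after seeing the values. *Ddx41* was called with DESeq2, no filter, the likelihood ratio test and an unadjusted p. *Nlrp3* (0.43) was called in none of 17 settings. Of the 92 genes of Supplementary Fig. 3B, 43 were called over all mice, 56 with DESeq2, 40 with DESeq2's size factors, 76 with no filter, 38 with at least 10 counts, 42 with only the 2 genotypes compared, 62 with the likelihood ratio test, 74 with an unadjusted p, 28 with 1 surrogate variable, 79 over the mice of the heatmaps, 35 to 65 without one Ddx41+/+ mouse, and 87 to 91 with the added model chosen after seeing the values. Each of the 92 was called in at least 1 setting.

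Some genes that the paper calls changed with Trp53+/- were not called over all mice either. *Ahnak* (0.78) was called with no filter, an unadjusted p, the mice of the heatmaps, without Ddx41+/+ replicate 23, and with the added model chosen after seeing the values. *Mid1* (1.03) and *Nlrp3* (0.81) were called with no filter, an unadjusted p, the mice of the heatmaps and the added model chosen after seeing the values. *Nr4a1* (0.51) and *Tnfaip3* (0.54) were called with the mice of the heatmaps, without Ddx41+/+ replicate 23, and with the added model chosen after seeing the values.

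Fig. 6G lists *Cdk5rap1* among the genes shared by both Trp53 genotypes, and its log2 fold change was 2.81 with Trp53+/+ and −2.48 with Trp53+/-. The paper states that ribosomal and translation initiation pathways are enriched in Ddx41+/- R2 cells, without a direction in its text. Here the ribosomal protein genes had a mean log2 fold change of −0.088 and the initiation factor genes −0.035 with Trp53+/+.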

Other observations

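The tests of a few abundant genes, of a mislabelled sample, of the chromosome 8 stretch and its copy number, of genotypes with as much B cell RNA, of DEGs near *Ddx41*, and of *Hspa1a* and *Hspa1b* against the globin genes were chosen only after the result was seen.

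The 64 DEGs between the Ddx41 genotypes with Trp53+/+ were set against technical explanations. RNA from neutrophils in the sorted cells may raise such genes, and 19 of 19 listed neutrophil marker genes were higher in Ddx41+/- cells (mean log2 fold change 0.34). With the list's mean log2 CPM as a covariate, 69.8% of the DEGs outside the list (44 of 63) were still called, so these 44 are not fully explained by neutrophil RNA. Random covariates with the same group difference left a median of 65.1% (28.6% to 100% in 30 draws), so whether neutrophil RNA contributed to the other 19 cannot be told. RNA from B cells may also contribute, and 17 of 17 listed B cell marker genes were higher in Ddx41+/- cells (mean log2 fold change 1.03), 5 of them DEGs (*Cd79a*, *Ebf1*, *Fcer2a*, *Ly6d* and *Pou2af1*, named after their values were seen). With their mean as a covariate, 15.3% of the DEGs outside the list (9 of 59) were still called. Random covariates with the same group difference left a median of 14.4% (0 to 69.5% in 30 draws), and 69.8% of the variance of the B cell mean lies between the genotypes, so this test cannot tell. With Trp53+/-, the B cell markers differed between the Ddx41 genotypes by a mean log2 fold change of 0.015 over all mice and −0.057 over the mice of the heatmaps.

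Handling time may raise immediate-early and heat-shock genes in some mice, and 31 of 34 such genes were higher in Ddx41+/- cells with Trp53+/+ (mean log2 fold change 0.59). The difference between the genotypes was 1.74 times the largest range within a genotype, but 2 against 3 mice cannot give an exact permutation p under 0.1, and handling that followed genotype would not show, so this test cannot tell and handling was not excluded for such genes. Library size was not fully separated, since 1 of the Ddx41+/- libraries lay within the range of the Ddx41+/+ libraries. The sex of the mice was alike, with more Y-linked RNA than *Xist* RNA in all 5 libraries. A few genes taking most of the counts did not separate the genotypes: the 10 most abundant genes held 9.15% to 10.7% of each library, with overlap. A mislabelled sample was not seen, as 0 Ddx41+/- mice had more *Ddx41* mRNA than a Ddx41+/+ mouse of the same Trp53 genotype. Across the tested genes, which are not independent replicates, Spearman's rho of the log2 fold change was −0.0095 with transcript length and 0.10 with GC content. Transcripts were known for 96.5% of the tested genes and 93.8% of the DEGs.

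Strain variants in one chromosome region are a candidate explanation for a part of these DEGs. A 20 Mb stretch of chromosome 8 (68812798 to 88812798) held 13 of the 64 DEGs (20.3%, 10 lower and 3 higher) but 200 tested genes (1.69%). In a permutation test with 10000 random draws of as many genes of like expression, the densest stretch held a median of 4 and at most 9 genes (p = 1e-04, the smallest these draws can give). Over the mice of the heatmaps, it held 19 of 122 DEGs with a position, where draws gave a median of 6 and at most 13. Between the Ddx41 genotypes with Trp53+/-, which are other mice, 8% of the stretch's genes had an unadjusted p under 0.05 against 3.67% elsewhere (two-sided Fisher's exact test, p = 0.00397). Of the 13 DEGs themselves, *Ints10* (log2 fold change −0.71) was the only DEG in those mice. *Clgn* (−0.58), *Gcdh* (0.013) and *Phkb* (0.12, named after its values were seen) changed in the opposite direction there. The others kept their direction with a smaller change, so for the 13 genes themselves the other mice add little. A copy number change of the stretch is not a sufficient explanation, since the median log2 fold change of its genes was 0.061. Passenger variants near *Ddx41* itself, on chromosome 13, were not seen: 0 of 155 tested genes within 15 Mb were DEGs (two-sided Fisher's exact test, p = 1). Ddx41 heterozygosity is the biological candidate for the DEGs, and the 13 in this stretch cannot be told apart from strain variants. Outside it, only the genes near *Ddx41* were tested for such variants, so they were not excluded for the other DEGs. Among these, *Mid1* and *Erdr1* lie close together on chromosome X. Of the other 51, 42 were higher and 9 lower in Ddx41+/- cells. RNA added from B cells would not directly lower a gene, but this was not tested. Of the 9, 2 were still called with the B cell covariate. Of the 42, *Cdk5rap1*, *Hspa1a*, *Mid1* and *Srpk2* (the last named after its values were seen) were still called with the B cell covariate. Of the other 38, *Cdkn1a*, *Hspa1b* and, named after their values were seen, *Aim2* and *Zfp236* were also called higher than in Ddx41+/+ mice with Trp53+/- (4 genes), and of these only *Cdkn1a* also higher than in Ddx41+/- mice with Trp53+/-. Both groups held at least as much B cell marker RNA, but their Trp53 genotype differs too, so this comparison cannot tell. RNA of B cells was not excluded for the 38 as a group, which does not say that each of them follows it.

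Over both Trp53 genotypes, 13 genes were DEGs between the Ddx41 genotypes over all mice and 35 over the mice of the heatmaps. As many were called in 3 of 100 splits of the mice within Trp53 genotype, the real split included, with a median of 0 and at most 43. At an unadjusted p under 0.05, the real split gave 1064 genes.

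The adult alpha and beta globin genes held few counts for erythroid cells. The 6 globin genes that were counted summed to 3 to 38 counts per library, while *Slc4a1* held 2.60% to 2.96% of the counts and *Hbq1b*, named like *Slc4a1* after its values were seen, 912 to 2378 counts. Reads shared between gene copies may have been dropped by the counting: the alpha and beta globin genes share at least 56.6% of their 75-base stretches with another gene, and the 15 other erythroid marker genes share a median of 0%. *Hspa1a* and *Hspa1b*, which share somewhat less with each other (54.2% and 55.8%), were counted, with a median of 18.7 CPM for the lower of the pair. Whether shared reads alone account for the few globin counts cannot be told from this comparison.

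Monocyte and macrophage marker genes were lower with Trp53+/- than with Trp53+/+ in Ddx41+/+ mice by a mean log2 fold change of −0.51, and higher in Ddx41+/- than in Ddx41+/+ mice with Trp53+/- by 0.46.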
